# Mitochondrial dysfunction induces ALK5-SMAD2-mediated hypovascularization and arteriovenous malformations in mouse retinas

**DOI:** 10.1038/s41467-022-35262-w

**Published:** 2022-12-10

**Authors:** Haifeng Zhang, Busu Li, Qunhua Huang, Francesc López-Giráldez, Yoshiaki Tanaka, Qun Lin, Sameet Mehta, Guilin Wang, Morven Graham, Xinran Liu, In-Hyun Park, Anne Eichmann, Wang Min, Jenny Huanjiao Zhou

**Keywords:** Mechanisms of disease, Experimental models of disease

## Abstract

Although mitochondrial activity is critical for angiogenesis, its mechanism is not entirely clear. Here we show that mice with endothelial deficiency of any one of the three nuclear genes encoding for mitochondrial proteins, transcriptional factor (TFAM), respiratory complex IV component (COX10), or redox protein thioredoxin 2 (TRX2), exhibit retarded retinal vessel growth and arteriovenous malformations (AVM). Single-cell RNA-seq analyses indicate that retinal ECs from the three mutant mice have increased TGFβ signaling and altered gene expressions associated with vascular maturation and extracellular matrix, correlating with vascular malformation and increased basement membrane thickening in microvesels of mutant retinas. Mechanistic studies suggest that mitochondrial dysfunction from *Tfam*, *Cox10*, or *Trx2* depletion induces a mitochondrial localization and MAPKs-mediated phosphorylation of SMAD2, leading to enhanced ALK5-SMAD2 signaling. Importantly, pharmacological blockade of ALK5 signaling or genetic deficiency of SMAD2 prevented retinal vessel growth retardation and AVM in all three mutant mice. Our studies uncover a novel mechanism whereby mitochondrial dysfunction via the ALK5-SMAD2 signaling induces retinal vascular malformations, and have therapeutic values for the alleviation of angiogenesis-associated human retinal diseases.

## Abstract (web summary)

The role of mitochondrial activity in angiogenesis is not entirely understood. Here, the authors show that mitochondria as a signaling hub and their dysfunction causes augmented TGFβ signaling to induce retinal sprouting retardation and vascular malformations.

## Introduction

Angiogenesis is the process of blood vessel formation in which proliferating endothelial cells (ECs) sprout from preexisting vessels to extend a vascular network^1,2^. Sprouting angiogenesis is regulated by EC proliferation, migration and metabolic activities that occur in response to environmental cues, such as nutrition deprivation, hypoxia, and inflammation. Angiogenesis is tightly controlled^1,3,4^. Impaired or excessive angiogenesis is associated with the pathogenesis of human retina diseases such as familial exudative vitreoretinopathy (FEVR), retinal arteriovenous malformations^5–10^, diabetic retinopathy (DR) and age-related macular degeneration (AMD)^11,12^.

The murine retina provides a good model for the analysis of sprouting angiogenesis. The retinal vasculature invades the eye through the optic nerve head and spreads toward the periphery along the ganglion cell layer during the first postnatal week (P1–P7) to form the superficial vascular plexus. Beginning at P8, the primary plexi sprout perpendicularly or migrate toward the deeper retina, to form the intermediate and deep vascular plexi^13^. Several angiogenic signaling cascades, including VEGF-VEGFRs and Dll4-Notch, are the best characterized to regulate sprouting tip cell migration and stalk cell proliferation^1,13,14^. It is now well established that angiogenic ECs primarily use glycolysis pathway^15^. While glycolysis is a major ATP source in ECs, mitochondrial respiration-dependent ATP production is thought to play a marginal role in EC metabolism. However, recent data suggest that mitochondrial activity is critical for the biosynthetic and bioenergetic demands that are required for angiogenesis. Specifically, mitochondrial respiration, by providing the building blocks and metabolites necessary for EC proliferation rather than producing ATP, regulates angiogenesis at various steps. Coutelle et al. showed that mice harboring defects in the proofreading function of the catalytic subunit of mitochondrial DNA (mtDNA) polymerase (POLGA) had an altered angiogenesis^16^. The genetic deletion of fatty acid metabolizing enzyme mitochondrial carnitine palmitoyltransferase 1 (*Cpt*1) attenuated the formation and functioning of tip cells^17^. Similarly, the loss of a subunit in complex III (QPC) caused a reduction in EC respiration that impaired cell proliferation and angiogenesis in mice^18^. Recently, Schiffmann et al. showed that mitochondrial respiration is important for EC growth and angiogenesis in embryonic development, wound healing and tumor growth in mice with EC-specific *Cox*10 deficiency^19^. These studies support the pivotal role of mitochondrial activity in angiogenesis.

However, how exactly various mitochondrial activities regulate angiogenic sprouting and proliferation is unclear. In the present study, we explore if distinct mitochondrial activities regulate common EC signaling pathways during angiogenesis. To this end, we investigated retinal angiogenesis in mice with an inducible EC-specific deletion of three separate nuclear genes that encode for mitochondrial proteins responsible for distinct mitochondrial functions, including TFAM, which is required for mitochondrial DNA replication^20^, COX10, which is essential for respiration^21^, and TRX2, which is critical for the mitochondrial redox state^22^. Our study reveals that distinct mitochondrial activities regulate common signaling pathways that impact retinal vascular development and remodeling.

## Results

### Mitochondrial activity is critical for EC sprouting in 3D sprouting models

To determine mitochondrial function in angiogenesis, we silenced *Tfam*, *Cox10*, and *Trx2* in ECs. Deletion of these three genes had distinct effects on EC mitochondrial DNA copy, ROS generation and respiration (Fig. 1a–i). Specifically, (1) mitochondrial DNA copy was reduced in *Tfam*-KD, but not in *Cox10-* or *Trx2*-KD ECs (Fig. 1b); (2) *Trx2*-KD resulted in a 5.0-fold increase in mitochondrial ROS (mtROS) generation as measured by MitoSOX (Fig. 1c); (3) mitochondrial ATP contents were reduced in all mutant ECs as measured by a bioluminescent assay (Fig. 1d); (4) the Seahorse analyses showed that all mutant ECs decreased the basal oxygen consumption rate, the ATP-linked oxygen consumption, and the reserve capacity (Fig. 1e–i). We then examined the effects of silencing *Tfam*, *Cox10*, and *Trx2* on EC proliferation and migration, two critical processes involved in sprouting angiogenesis. Silencing of *Tfam*, *Cox10*, or *Trx2* attenuated EC proliferation as measured by 5-Ethynyl-2´-deoxyuridine (EdU) incorporation assays (Fig. 2a–b), and EC migration as measured by transwell assays (Fig. 2c–e). To correlate EC proliferation and migration to EC sprouting, siRNA-transfected ECs (with stably expressed EGFP) were applied to a 3D sprouting assay. Silencing of *Tfam*, *Cox10*, or *Trx2* significantly attenuated sprouting as indicated by the reduced number of sprouts and mean sprout length. Consistent with ROS generation in *Trx2*-deficient ECs, ROS scavenger mito-TEMPO rescued *Trx2* siRNA, but not *Tfam* or *Cox10* siRNA impaired-sprouting (Fig. 2f–h). Live/dead cell staining indicated that silencing of *Tfam*, *Cox10*, or *Trx2* did not induce significant cell death compared to the WT control during the sprouting assay (Supplementary Fig. 1a–b).

**Fig. 1:**
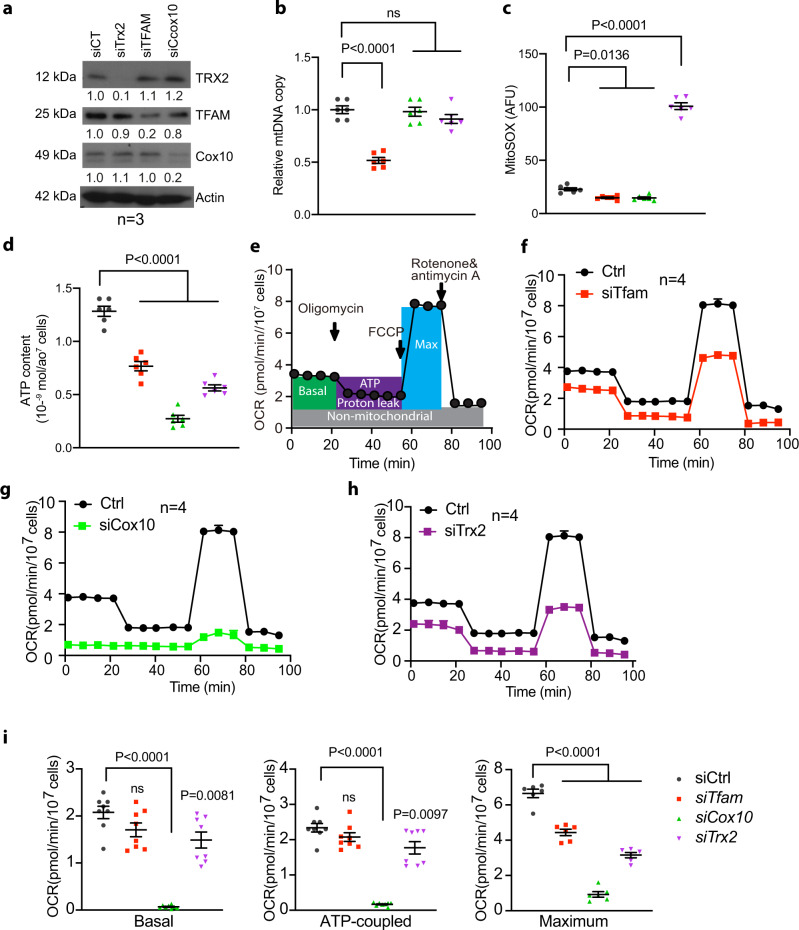
Distinct effects of *Tfam*, *Cox10* and *Trx2* silencing on mitochondrial function. HUVECs were transfected with control, *Tfam*, *Cox10* or *Trx2* siRNAs. 48 h after transfection, cells were subjected to various assays. **a** Cell lysates were analyzed by Western blotting for TFAM, COX10 and TRX2 depletion with respective antibodies. Protein levels were quantified and presented as fold changes by taking control siRNA as 1.0. *n* = 3 (three independent experiments). **b** Mitochondrial DNA contents were quantitated by qPCR and presented as fold changes compared to control siRNA, *n* = 6 (duplicates from three independent experiments). **c** Mitochondrial ROS (mtROS) were assessed by a mitochondrial-specific ROS probe mitoSOX and fluorescence intensity was presented as arbitrary fluorescence unit (AFU). *n* = 6. **d** ATP production was measured and presented as mmol/cell, *n* = 6 (duplicates from three independent experiments). **e**–**i** The oxygen consumption rate (OCR) measured by Seahorse. **e** A diagram for typical mitochondrial stress test profiles. The addition of the coupled respiration inhibitor oligomycin (1 μM) was used to assess ATP production and proton leak. Maximal respiration was measured by adding 1 μM carbonyl cyanide-4-(trifluoromethoxy) phenylhydrazone (FCCP), and spare respiratory capacity and non-mitochondrial respiration was measured by adding 0.5 μM rotenone and 0.5 μM antimycin A. **f**–**h** OCR in siRNA-transfected HUVECs. **i** The basal, the ATP-coupled and the maximum oxygen consumption rate were calculated. *n* = 6 (Duplicates from three independent experiments). Data are means ± SEM. *P* values are indicated, using one-way ANOVA followed by Tukey’s multiple comparisons test. ns: non-significance (*P* > 0.05). Source data are provided as a Source Data file.

**Fig. 2:**
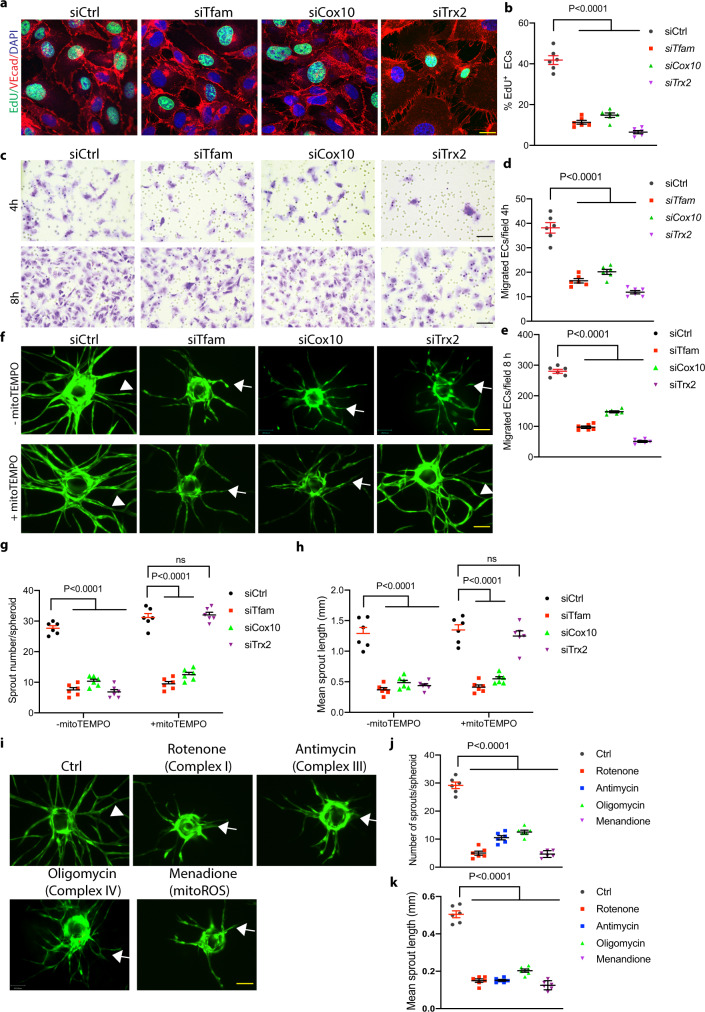
Mitochondrial activity is critical for EC sprouting in 3D sprouting models. HUVECs were transfected with control, *Tfam*, *Cox10* or *Trx2* siRNAs. 48 h after transfection, cells were subjected to various assays. **a**, **b** EdU incorporation assays for EC proliferation. ECs were stained with anti-VE-cad with counterstaining by DAPI while EdU was detected by a Click-iT assay. % EdU^+^ ECs were quantified (**b**). 10 random fields were counted for each group. Data are duplicates from and three independent experiments. **c**–**e** Cells were plated in fibronectin-coated Transwell filter and incubated for 4 h and 8 h. Migrated cells were visualized by crystal violet staining and quantified. 10 random fields were counted for each group. Data are duplicates from and three independent experiments. **f**–**h** GFP-expressing HUVECs were transfected with control, *Tfam*, *Cox10* or *Trx2* siRNAs. 48 h after transfection, cells were applied to spheroid sprouting assays in the absence or presence of mito-TEMPO (10 μM). Quantification of the sprout number per spheroid (**g**) and mean sprout lengths (**h**) on day 7. 10 spheroids per sample were counted. Data are duplicates from and three independent experiments. **I**, **k** GFP-expressing HUVEC spheroids were cultured in the presence of rotenone (2.5 μM), antimycin (2.5 μM), oligomycin (5 μM) or menadione (1 μM). Quantification of the sprout number per spheroid (**j**) and mean sprout lengths (**k**) on day 7. 10 spheroids per sample were counted. Data are duplicates from and three independent experiments. Data are duplicates from and three independent experiments. Data are means ± SEM. *P* values are indicated, using one-way ANOVA followed by Tukey’s multiple comparisons test (**b**, **d**, **e**, **j**, **k**) or two-way ANOVA followed by Sidak’s multiple comparisons test (**g**, **h**). Scale bar: 10 μm (**a**); 50 μm (**c**, **f**, **i**). Source data are provided as a Source Data file.

Inhibitors targeting various mitochondrial activities, including rotenone on complex I, antimycin on complex III, oligomycin on complex IV also impaired EC sprouting in sprouting assays (Fig. 2i). Quantification analyses indicated that the inhibitors attenuated both average sprout number per spheroid and mean sprout length (Fig. 2j, k).

Taken together, these data suggest that mitochondrial activities are critical for EC sprouting, and are correlated with EC respiration, EC proliferation, and migration.

### Mitochondrial activity is critical for vessel sprouting and maturation in mice

To study the role of mitochondrial proteins in vivo, we generated an inducible EC-specific inactivation for TFAM (*Tfam*^ECKO^), COX10 (*Cox10*^ECKO^), and TRX2 (*Trx2*^ECKO^), respectively. Mitochondrial proteins were expressed in retinal ECs of the control floxed mice with enhanced expression in the angiogenic front of retinas, including tip cells. However, the mitochondrial proteins TFAM, COX10, and TRX2 were depleted in vessels of the respective EC-deficient retinas (Supplementary Fig. 2a). Interestingly, we observed that the mitochondrial proteins were highly abundant in the diving cells toward the deep layer, with less expression in the central vasculature. Mitochondrial proteins TFAM, COX10, and TRX2 were not detected in vessels of respective EC-deficient retinas. Notably, positive staining was visible in neuron cells underneath, suggesting EC-specific deletion in the mutant retinas (Supplementary Fig. 2b). These data suggest that mitochondria might be important for vascular EC sprouting toward the peripheral plexi and diving toward deep layers.

The control floxed mice showed similar vascular progression as visualized by isolectin B4 (IB4) whole-mount staining (Supplementary Fig. 2c–d). However, deletion of *Tfam*, *Cox10*, or *Trx2* resulted in retarded vessel growth in the radial extension of the vascular plexus from the optic nerve head to the periphery (Fig. 3a, b). Abnormal tip cell morphology was evident in mutant retinas, with mutant sprouts displaying short shafts as well as fewer and shorter distal filopodia as visualized by IB4 staining (Fig. 3a–c). The tips cells were further visualized by a tip cell-specific marker ESM1 with CD31 and a reduced numbers of tip cells were obtained from the mutant retinas (Fig. 3d, e). Moreover, a significant reduction (40–60%) in the vascular density (vascular area/total area) in the mutant retinas compared with WT (Fig. 3d, f).

**Fig. 3:**
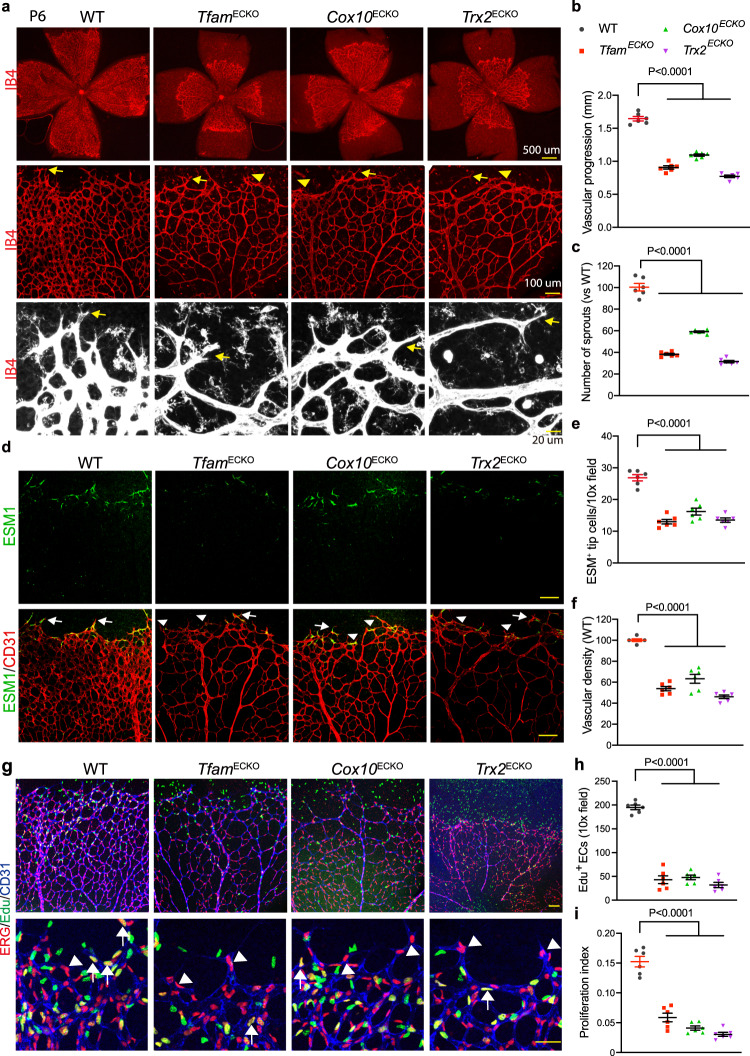
Mitochondrial activity is critical for retinal sprouting in mice. **a**–**c** P6 retinas from WT, *Tfam*^ECKO^, *Cox10*^ECKO^ and *Trx2*^ECKO^ were subjected to whole-mount staining for IB4. **a** Different power images are shown. Arrows and arrowheads indicate normal and defective sprouts, respectively. **b**–**c** Vascular progression (the distance of radial extension of the vascular plexus from the optic center) and number of sprouts was quantified. *n* = 6 mice per group. **d**–**f** Visualization of tip cells. P6 retinas were subjected to whole-mount staining for IB4 with ESM1. Arrows and arrowheads indicate normal and defective tip cells, respectively. ESM1^+^ Tip cell number (**e**) and relative vascular density (**f**) were quantified. *n* = 6 mice per group. **g**–**i** WT, *Tfam*^ECKO^, *Cox10*^ECKO^ and *Trx2*^ECKO^ were received intraperitoneal injection of EdU (100 μg per gram of body weight). At 4 h, retinas were harvested and subjected to whole mount staining with ERG (red) with CD31 (blue) and EdU Click-iT assays (green). Arrows and arrowheads indicate EdU^+^ and EdU^-^ EC, respectively. Total EdU^+^ERG^+^ cells (EdU^+^ EC) and EC proliferation index (EdU^+^ERG^+^/ERG^+^ ECs) were quantified (**h**, **i**). *n* = 6 mice per group. Data are means ± SEM. *P* values are indicated, using one-way ANOVA followed by Tukey’s multiple comparisons test. Scale bar: Three panels in (**a**) are indicated (500 μm, 100 μm and 20 μm, respectively). 100 μm (**d**, **g** top panel); 20 μm (**g** bottom panel). Source data are provided as a Source Data file.

We then examined EC proliferation in *Tfam*^ECKO^, *Cox10*^ECKO^, and *Trx2*^ECKO^ retinas at P6 when the retinal vessels were active in sprouting. Proliferative ECs were detected by EdU incorporation, which visualized DNA replication, followed by co-staining with an EC-specific nuclear marker ERG. The EdU^+^ERG^+^ ECs were detected abundantly in the WT, primarily in the front region of the retina. However, the number of EdU^+^ERG^+^ ECs were significantly reduced in the mutant retinas compared to WT when measured for EC density (ERG^+^/mm^2^ retinal area) and EC proliferation index (EdU^+^ERG^+^/ERG^+^ ECs) (Fig. 3g–i). These data indicate that deletion of *Tfam*, *Cox10*, or *Trx2* delays retinal angiogenesis, correlating with reduced EC proliferation which is critical for retinal angiogenesis^23^.

Trx2 functions as an endogenous antioxidant that modulates the cellular redox status to regulate cell proliferation and death, and mtROS contributes significantly to the phenotypes observed in various tissues of *Trx2*-deficient mice^22,24^. In contrast, loss of *Tfam* or *Cox10* may attenuate basal ROS due to reduced mitochondrial respiration^20,25^. To visualize mtROS in the vasculature of fresh tissues, vessels were perfused with a high molecular weight FITC-dextran (2000 kDa) by retro-orbital injection together with a mtROS indicator MitoSOX^22,24^. Consistent with our in vitro findings, mtROS were detected abundantly in *Trx2*^ECKO^ retinas inside and outside the vessels, consistent with the notion that ROS can leak and induce oxidative stress in neighboring cells or tissue^26,27^. However, mtROS were barely detected in WT, *Tfam*^ECKO^, or *Cox10*^ECKO^ retinas (Supplementary Fig. 3a–c). Therefore, mtROS do not represent a common EC signaling mediating the angiogenic defects caused by mitochondrial dysfunction.

### *Tfam*^ECKO^, *Cox10*^ECKO^, and *Trx2*^ECKO^ retinas exhibit microaneurysm and arterialization at advanced ages

The retinal ECs begin to migrate into the deep layers around P8 to form three layers of vascular network around P12-21, i.e. the surface ganglier cell layer (GCL), the intermediate inner plexus layer (IPL), and the deep inner nuclear layer(INL)/outer plexus layer (OPL)^13^. The mutant retinas contained avascular areas in the primary plexus, less vascular density and vascular malformation with an arteriovenous shunt at peripheral regions at P15. Moreover, co-staining of IB4 with collagen IV showed a complete colocalization of IB4/Col IV without empty Col IV sleeves (Supplementary Fig. 4a–c). These data suggest that the mutant retinal vessels exhibited retarded sprouting without sprout retraction or vessel collapse after growth.

We then examined the intraretinal vascular phenotype in the P15 mutant retinas by confocal imaging analyses of the different layers. Retinal vessels in WT mice had multiple layers of vessels. However, the mutant retinas contained only the surface vasculature and exhibited a dramatic reduction in branch points with arterial-venous shunts compared to the normal vascular patterning in WT (Fig. 4a, c). This was further verified by presenting the surface GCL, the intermediate IPL and the deep INL/OPL layers individually with each layer pseudo-colored by red, blue and green, respectively. Notably, the stalled diving vessels formed microaneurysm primarily at the surface (Fig. 4b–c). Consistently, there was no detectable intraretinal vessels in the mutant retinas as measured by immunostaining of retinal sections, and microaneurysms were located at the surface with protrusion towards the adjacent immediate layer (Fig. 4d–f). This suggests that retinal vascular ECs could not migrate into deeper layers in the mutant retinas, suggesting that mitochondrial activities are required for intraretinal migration. Notably, the retinas were thinner in the mutant mice compared to the WT mice, consistent with that vascular diving into the inner retina occurs at the same time as neuronal activity begins^28^.

**Fig. 4:**
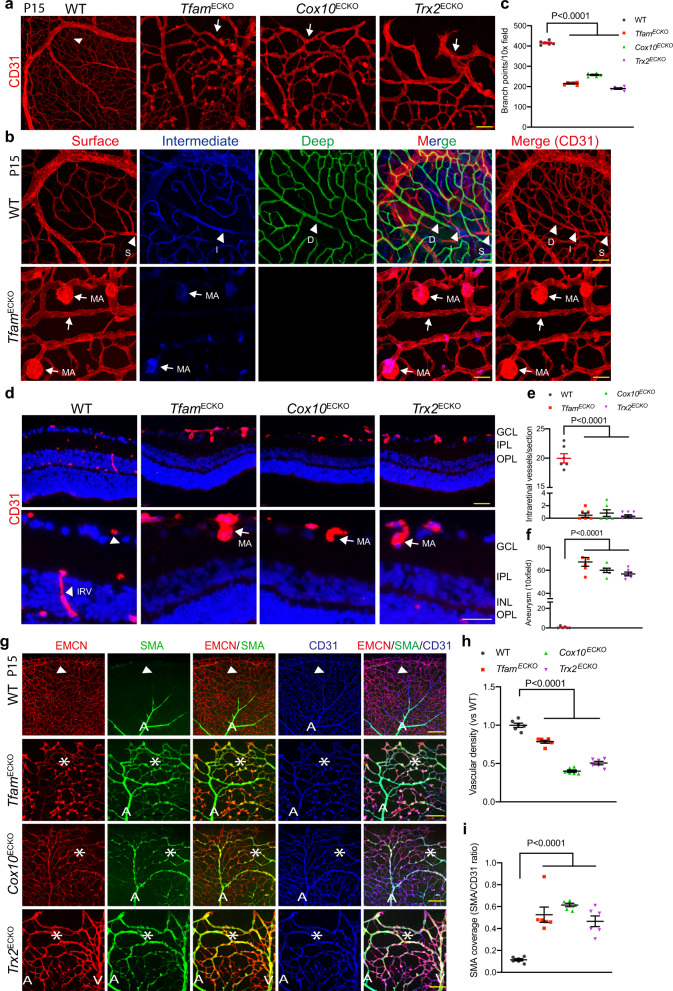
*Tfam*^ECKO^, *Cox10*^ECKO^ and *Trx2*^ECKO^ retinas exhibit microaneurysm and arterialization at advanced ages. **a**–**c** P15 retinas from WT, *Tfam*^ECKO^, *Cox10*^ECKO^ and *Trx2*^ECKO^ treated with TAM at P1 were subjected to whole mount staining for CD31 (**a**). Vasculatures in three retinal layers (surface, intermediate and deep) were imaged by confocal microscopy analyses, and pseudo-colored by red, blue and green, respectively. WT had three layers of vasculature (unique vessels in each layer are indicated by arrows) while the mutant retinas had only the surface vessels with stalled diving vessels (arrowheads) (**b**). Vessel branch points were quantified (**c**). *n* = 6 mice per group. **d**–**f** Intraretinal vessels from GCL into intermediate IPL and deep INL/OPL layers were examined by CD31 staining of retina cross sections (**d**). Microaneurysm (**e**) and intraretinal vessels/section (**f**) were quantified. *n* = 6 mice per group. **g**–**i** P15 retinas were subjected to whole mount co-staining with α-SMA, endomucin (EMCN) and CD31. Arrowheads and asterisks indicate normal α-SMA^-^ microvessels in WT and α-SMA^+^ microvessels in the mutant retinas, respectively. A: artery/arterial; V: vein. Microvessel density (**h**) and α-SMA coverage (α-SMA:CD31) (**i**) were quantified by Image J. *n* = 6 mice per group. Data are means ± SEM. *P* values are indicated, using one-way ANOVA followed by Tukey’s multiple comparisons test. Scale bar: 50 μm (**a**, **d**); 25 μm (**b**); 100 μm (**g**). Source data are provided as a Source Data file.

The observation of arterial-venous shunts in the mutant retinas prompted us to investigate if arterial-venous identify had been altered. To this end, WT and mutant retinas were subjected to whole-mount staining with venule and arterial markers. Results showed that SMA positive vessels were significantly increased in the mutant retinal veins, which was indicative of arterialization in these vessels (Supplementary Fig. 5a, b; Fig. 4g–i). The increased arterialization in the mutant mice was confirmed with an intrinsic arterial marker Sox17 (Supplementary Fig. 5c, d). Taken together, deletion of *Tfam*, *Cox10*, or *Trx2* induced vessel growth retardation at early stages and vascular malformation at advanced ages.

### High resolution images visualize mitochondrial abnormality in retinal microvessels of mutant mice

We further performed high resolution imaging analyses to examine defects in the mutant retinal microvessels. An increased diameter of the capillary vessels in the mutant retinas was detected (Fig. 5a, b). Notably, the SMA^+^ microvessels were increased in the mutant retinas (Fig. 5c). Endothelial gain of SMA expression, a process of endothelial-mesenchymal transition (EndMT), has been implicated in many pathological diseases^29^. Super resolution stimulated emission depletion (STED) microscopy analyses showed that the SMA^+^ cells in the microvessels of *Tfam*^ECKO^ were mostly NG2^+^ pericytes with few CD31^+^ ECs (Fig. 5d–f), suggesting a minimum of EndMT occurred in the mutant retinas.

**Fig. 5:**
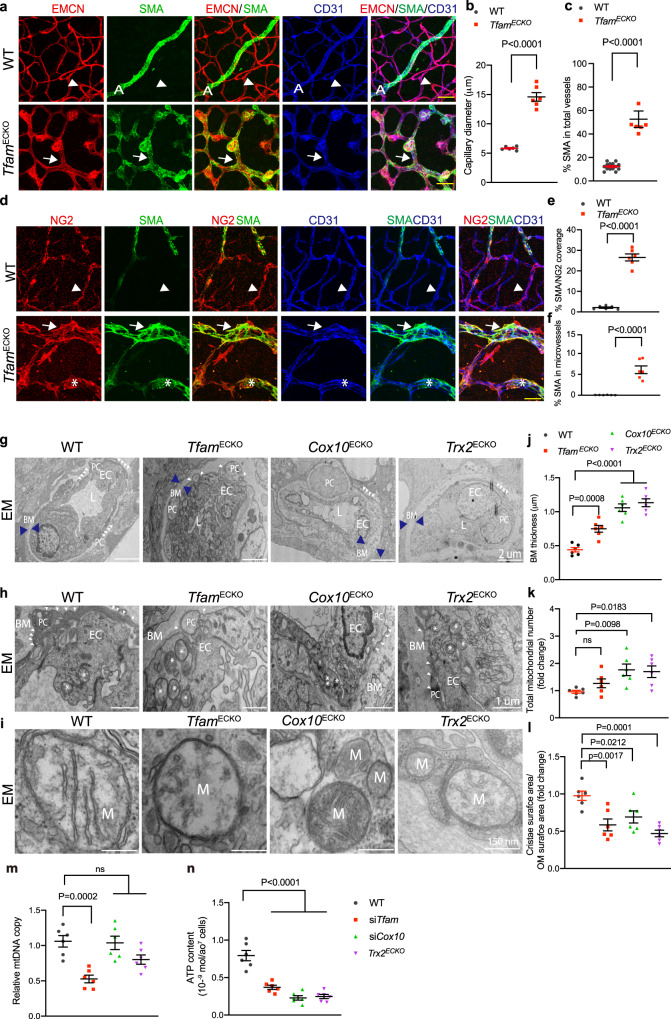
High resolution images visualize mitochondrial abnormality in retinal microvessels of mutant mice. **a**–**c** P15 retinas were subjected to whole mount co-staining with α-SMA, endomucin (EMCN) and CD31. Arrowheads and arrows indicate normal α-SMA^-^ microvessels in WT and α-SMA^+^ microvessels in the mutant retinas, respectively. A: artery/arterial. Capillary diameter (**b**) and % α-SMA coverage in total vessels (**c**) were quantified by Image J. **d**–**f** P15 retinas were subjected to whole mount co-staining with NG2, α-SMA and CD31 followed by imaging under STED microscope. Arrowheads and arrows indicate normal α-SMA^-^NG2^+^ microvessels in WT and α-SMA^+^NG2^+^ microvessels in the mutant retinas, respectively. α-SMA^+^CD31^+^ microvessels in the mutant retinas were indicated by asterisks. % α-SMA/NG2 overlap (**e**) and % α-SMA/CD31 overlap (**f**) were quantified by Image J. **g**–**l** P15 retinas from WT and mutant mice were subjected to EM. **g**–**i** Representative images of capillaries containing EC surrounded by pericyte (PC), basement membrane (BM) and mitochondria (M). L: capillary lumen. PC processes are indicated by white arrowheads. **j** Mean BM thickness, (**k**) Total mitochondrial number, (**l**) Cristae surface area/outer membrane surface area are quantified. 10 EM section per mouse. *n* = 6 mice per group. Data are means ± SEM. *P* values are indicated, using one-way ANOVA followed by Tukey’s multiple comparisons test. Scale bar: 25 μm (**a**); 10 μm (**d**); 2 μm (**g**); 1 μm (**h**); 150 nm (**i**). Source data are provided as a Source Data file.

Increased extracellular matrix with thickening of basement membrane surrounding capillaries is detected in human retinal microaneurysm^30^. Indeed, electron microscopy (EM) image analyses revealed that capillaries in the mutant retinas exhibited significantly increased basement membrane thickness compared to WT (Fig. 5g, h, j), Notably, pericytes (PCs) in WT were tightly associated with EC with elongated foot processes^31^. However, mutant microvessels showed more rounded PC with shortened foot processes (Fig. 5g, h).

EM image analyses revealed altered mitochondrial numbers and structures. Total number of mitochondria were increased in the mutant retinal ECs (Fig. 5h, i, k). However, mitochondria in retinal ECs of the mutant mice had disrupted cristae with reduced ratio of cristae surface area/outer membrane surface area, indicative of mitochondrial dysfunction in these mutant ECs (Fig. 5h, i, l). There were no obvious apoptotic ECs characterized by blebbing nuclei or mitophagy characterized by typical autophagic vacuoles engulfing damaged mitochondria^22,24,32^. Consistently, mitochondrial DNA copy was reduced in isolated retinal ECs from *Tfam*^ECKO^ mice, but not in *Cox10-* or *Trx2*-deficient retinal ECs. ATP contents were reduced in all mutant ECs (Fig. 5m, n). Taken together, our data suggest that the angiogenic retardation in the mutant mice was due to mitochondrial dysfunction rather than as a result of massive cellular collapse.

### Single-cell RNA-seq analyses reveal altered TGFβ signaling associated with increased extracellular matrix and reduced vessel maturation

The common AVM phenotype in the mutant mice prompted us to further examine its underlying mechanisms. To this end, we performed single-cell (sc)RNA-seq transcriptome analyses of P12 retinal ECs. 

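Cells positive for CD31, an endothelial surface protein, and negative for CD45, a leukocyte protein, were sorted from the retinas of 3 mice per group at P12 and sequenced as 10x Genomics 3' libraries, 1 library each for WT, *Tfam* ECKO, *Cox10* ECKO and *Trx2* ECKO mice. The name of the deposited *Cox10* ECKO library gives P11 instead of P12. The paper states a tamoxifen dose of 50 µg per day from P1 to P3 for the mutants and names vehicle littermates as WT in its methods, while a supplementary legend has control littermates fed tamoxifen. Which holds for these libraries is not stated, so tamoxifen itself is not set apart from the mutations in any ratio here. The authors counted UMIs per gene and cell barcode with Cell Ranger 3.0.2 on mm10, and the deposited values are raw counts, with totals of 21750721, 12015268, 18810119 and 14268523 UMIs in the 4 libraries in that order. The paper's stated limits (500 to 6000 genes, under 20% mitochondrial UMIs, *Pecam1* detected and *Ptprc* not detected) left 1284, 560, 582 and 503 cells. Without the cells that the deposited annotation labels pericyte or photoreceptor, 1211, 537, 548 and 486 endothelial cells with 15388401, 7254256, 7828859 and 7339978 UMIs stood for clusters 0 to 7. Their UMIs were summed per gene and library and scaled with edgeR's TMM factors. Each mutant library was then compared with the WT library as a log2 ratio, with 0.5 UMI added to each sum, over 5858 genes with a mean of at least 20 CPM. Values of the mutants are given in the order *Tfam* ECKO, *Cox10* ECKO, *Trx2* ECKO, and square brackets hold exact 95% intervals from the Poisson or binomial distribution, which cover counting error only. For a list of genes, the median log2 ratio is given with its 95% range over 1000 Poisson redraws of the UMI sums and its percentile among 10000 random lists of the same size and similar expression. With 1 library per condition no difference has a replicate check, no test is given, and each value compares these libraries.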

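The targeted gene was lower in its own library for *Tfam* and *Txn2*, and not for *Cox10*. *Tfam* encodes the packaging and transcription factor of mitochondrial DNA. It was at 8.26 CPM [6.30 to 10.6] (60 UMIs) in the *Tfam* ECKO library against 23.6 CPM [21.3 to 26.1] (377 UMIs) in the WT library, a log2 ratio of -1.51 [-1.93 to -1.12]. *Txn2* encodes mitochondrial thioredoxin, the TRX2 protein, and was at 49.1 CPM [44.1 to 54.5] (348 UMIs) in the *Trx2* ECKO library against 111 CPM [106 to 117] (1778 UMIs) in the WT library, a log2 ratio of -1.18 [-1.35 to -1.01]. *Cox10* encodes an enzyme needed to make the heme A of complex IV, and was at 12.2 CPM [9.86 to 14.9] (95 UMIs) in the *Cox10* ECKO library against 11.8 CPM [10.2 to 13.6] (189 UMIs) in the WT library, a log2 ratio of 0.042 [-0.33 to 0.41]. In the mutant libraries of the other genes, *Tfam* lay at 27.3 CPM in *Cox10* ECKO and 24.3 CPM in *Trx2* ECKO, and *Txn2* at 88.8 CPM in *Tfam* ECKO and 96.6 CPM in *Cox10* ECKO. Tags at the 3' end need not lie in the deleted exons, so an unchanged level does not check a label. On GRCm38 the genes are *Tfam* (ENSMUSG00000003923, chromosome 10 from 71225464 to 71238280), *Cox10* (ENSMUSG00000042148, chromosome 11 from 63962627 to 64079468) and *Txn2* (ENSMUSG00000005354, chromosome 15 from 77915047 to 77929006).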

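The WT library held 1969 barcodes and the mutant libraries 897, 1215 and 1105. The median was 2581 genes per barcode in WT and 2547, 2709 and 1720 in the mutants, at medians of 6926 and 6936, 8000 and 5027 UMIs. Mitochondrial UMIs exceeded 20% in 34.8% of the *Trx2* ECKO barcodes, against 20.9% in WT, 14.8% in *Tfam* ECKO and 14.5% in *Cox10* ECKO. Among the endothelial cells compared, the medians were 3316 genes in WT and 3353, 3459.5 and 3471.5 in the mutants, and 1091 and 1076, 1058 and 1019.5 with each cell thinned to 2000 UMIs (1169, 498, 526 and 458 cells of the 4 libraries had that many). RNA of rod photoreceptors, which endothelial cells lack, gave at least 1 UMI in 49.3% of the *Cox10* ECKO endothelial cells and in 21.8%, 21.4% and 21.4% of the WT, *Tfam* ECKO and *Trx2* ECKO cells (14.1% and 5.82%, 5.02% and 3.28% after thinning). The number of barcodes also depends on how many cells were loaded. Scrublet marked 4 barcodes of all libraries as doublets and so has not worked on these libraries.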

The WT had more CD31^+^CD45^-^ ECs collected compared to the mutant retinas but similar median genes per cell were obtained in all four groups (Supplementary Fig. 6a, b). A total of 10 clusters were identified using unsupervised graph-based clustering (Fig. 6a). 

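The clusters ranged from 20 photoreceptor cells (cluster 9) to 364 cells (cluster 4) among the 1998 of the paper's 2926 cells whose cluster was used here. Clusters 0 to 7 held 300, 255, 306, 147, 364, 188, 199 and 149 of these cells. Cluster 6 had the lowest depth, a median of 3163 UMIs, and the highest median share of mitochondrial UMIs, 9.67%, while its ribosomal protein genes held 12.4% of UMIs. Cluster 2 followed with 5412 UMIs and the highest ribosomal share, 28.8%. Clusters 1, 5 and 4 were the deepest endothelial clusters, with medians of 21083, 18214 and 16522 UMIs. The clusters come from a copy of the paper's Source Data that covers every *Tfam* ECKO and *Cox10* ECKO cell, 501 of the *Trx2* ECKO cells and 355 of the WT cells, and descriptions of clusters use these cells. Comparisons with WT inside a cluster and the weighting by the WT cluster shares also use the other 929 of the 1284 WT cells, each given the cluster of its nearest labelled neighbours, which returned the authors' cluster for 11 of 21 labelled WT cells of cluster 6 and 22 of 28 of cluster 7. The genes that define a cluster describe it and are no result of their own. CPM values of single genes in a cluster pool its labelled cells over the libraries, so they also carry the mix of libraries.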

The positive differentially expressed genes for each cluster compared to all other cells were analyzed (Fig. 6b dotplot for specific marker genes; Supplementary Table 1 for top 50 genes). Two smaller segregated clusters were identified as pericytes using *Pdgfrb* and *Cspg*4 genes (PC; cluster 8) and photoreceptor cells using *Gngt*1 and *Sag* genes (Cluster 9). Both clusters were excluded from further analyses. 

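*Pdgfrb*, the PDGF receptor of pericytes, was at 500.4 CPM in cluster 8 and at 0 to 4.68 CPM in the other clusters. *Cspg4*, which encodes the NG2 proteoglycan, was at 240.4 CPM in cluster 8 and at 0 to 2.55 CPM elsewhere. The rod genes *Gngt1* and *Sag* (rod arrestin) were at 3689 and 5653 CPM in cluster 9. In the endothelial clusters 0 to 7, *Gngt1* was at 0 to 3.44 CPM and *Sag* at 8.51 to 20.0 CPM, a low level shared by all of them. The deposited annotation labels 69 of the 70 cells of cluster 8 as pericytes and 18 of the 20 cells of cluster 9 as photoreceptors. *Rgs5*, another pericyte gene, was at 6381 CPM in cluster 8 and at 16.6 to 175 CPM in clusters 0 to 7.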

The seven major EC clusters were subjected to gene ontology (GO) analyses (Fig. 6c for the representative GO pathways; Supplementary Table 2 for top 50 GO list). 

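Cells of cluster 0 carried genes of arterial endothelium. *Cxcl12*, a chemokine of arteries, was at 1685 CPM in cluster 0 and at 18.6 to 135 CPM in clusters 1 to 7. *Gja4*, which encodes connexin 37, was at 891 CPM against 30.9 to 145, and *Bmx*, an arterial tyrosine kinase gene, at 106 CPM against 0.258 to 6.77. The summed UMIs of 20 arterial genes fixed before the data were examined were higher in cluster 0 than in the other clusters of the same library by 1.96 to 2.58 (log2) in the 4 libraries. *Gja4* and *Bmx* were picked for the text after their values could be seen.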

Cluster 0 cells were enriched for EC development and vasculogenesis-related genes (named as EC development). 

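Cells of cluster 1 had high levels of immediate early and *Smad*-related genes. *Junb*, an AP-1 subunit, was at 2855 CPM in cluster 1 and at 351 to 1694 CPM in the other endothelial clusters. *Id1*, a direct target of BMP-SMAD signaling, was at 2155 CPM, close to the 1961 CPM of cluster 0, and *Klf4* at 940.5 CPM against 941 in cluster 0. *Smad7*, the inhibitory SMAD, was at 587 CPM in cluster 1 and higher in cluster 6, at 731 CPM. Against the other clusters of the same library, 20 immediate early genes were higher in cluster 1 by 0.88 to 1.54 (log2), 14 BMP targets by 0.69 to 1.12 and 20 SMAD2/3 targets by 0.27 to 0.95. In cluster 0 the BMP targets were higher by 0.65 to 1.17. *Junb*, *Id1*, *Klf4* and *Smad7* were named after their values could be seen.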

Cluster 1 cells were enriched for transcriptional factors, including *Smad*-regulatory genes (named as Transcriptional factors). 

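Ribosomal protein genes, which encode the subunits of the cytosolic ribosome, held 24.5% to 34.5% of the UMIs of cluster 2 in the 4 libraries. Compared with the other clusters of the same library they were higher in cluster 2 by 0.36 to 0.59 on the log2 scale. Cluster 4 followed with 0.28 to 0.35 in the 3 mutant libraries, and cluster 0 had the opposite sign with -0.59 to -0.47. Cells of cluster 2 were shallow, with a median of 1728 genes.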

Cluster 2 cells were enriched for ribosomal subunits and ribosome biogenesis-related genes. Besides the ribosomal genes, a group of respiration-related genes were specifically altered. 

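Genes of oxidative phosphorylation encoded in the nucleus were also higher in cluster 2. Over 70 such genes the summed UMIs exceeded those of the other clusters by 0.37 to 0.47 (log2) in the 4 libraries, against 0.19 to 0.27 in cluster 7 and -1.28 to -0.70 in cluster 6. *Cox4i1*, a subunit of complex IV, was at 1288 CPM in cluster 2 and at 486 to 1013 CPM in the other endothelial clusters. *Ndufa4*, another respiratory subunit, was at 762 CPM against 241 to 721. The photoreceptor cells of cluster 9 had more of both, 1477 and 1407 CPM. Both genes were picked after their values could be seen.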

We therefore named this cluster as Respirasome. 

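Cells of cluster 3 had the highest levels of *Slc16a1* (the monocarboxylate transporter MCT1), *Bsg* (basigin, its chaperone) and *Mfsd2a* (a lipid transporter of the blood-brain barrier). *Slc16a1* was at 836 CPM in cluster 3 and 52.2 to 365 CPM in the other endothelial clusters, *Bsg* at 9329.7 CPM against 1183 to 6729, *Lrp8* at 636 CPM against 130.3 to 454 and *Mfsd2a* at 629 CPM against 259 to 539. The 25 transporter genes of Fig. 6f were higher in cluster 3 than in the other clusters by 0.34 to 0.96 (log2) in WT, *Cox10* ECKO and *Trx2* ECKO, and 20 barrier transporters by 0.53 to 0.73. In cluster 0 the barrier transporters were higher by 0.57 to 0.78 in the 4 libraries. Only 7 *Tfam* ECKO cells fell in cluster 3, too few for a value. The CPM values of single genes pool the 4 libraries, and 88 of the 147 cells of cluster 3 were WT. As *Slc16a1*, *Bsg* and *Lrp8* were lower in all 3 mutant libraries, these values also carry the mix of libraries. The 25 genes were chosen by the study on these cells and are not independent evidence, and *Mfsd2a* was named after its values could be seen.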

Cluster 3 cells were enriched for transporter genes (named as Transporter). 

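In cluster 4, *Igfbp3* (an insulin-like growth factor binding protein) was at 917 CPM, *Plvap* (the diaphragm protein of fenestrae and caveolae) at 224 CPM and *Esm1* (endocan, a secreted proteoglycan) at 148 CPM. Cluster 0 had more of all 3, 1647, 238 and 210.2 CPM. The summed UMIs of the 25 ECM-associated genes of Fig. 6g, which the study chose on these cells, differed between cluster 4 and the other clusters of the same mutant library by -0.19 to -0.033 (log2), and in cluster 0 by 0.38 to 0.78. For 15 basement membrane genes the values were -0.23 to 0.0045 in cluster 4 and 0.20 to 0.57 in cluster 5. WT had 2 cells in cluster 4, so no WT value exists.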

Cluster 4 cells were enriched for extracellular matrix (ECM)-related genes (named as ECM). Cluster 5 cells were enriched for angiogenic and tip cell-associated genes. 

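Several genes of endothelial tip cells, the leading cells of a sprout, were highest in cluster 5. *Apln* (apelin) was at 472 CPM in cluster 5 and at 62.8 to 247 CPM in the other endothelial clusters, *Sirpa* at 181 CPM against 6.26 to 89.9 and *Trp53i11* at 857 CPM against 32.8 to 422. *Angpt2* (angiopoietin 2) was at 215 CPM, below the 272 CPM of cluster 6, and *Esm1* at 105 CPM, below cluster 0. *Igfbp3* was at 312 CPM, below the 1647 CPM of cluster 0. A list of 20 tip cell genes was higher in cluster 5 than in the other clusters of the same library by 0.68 to 1.12 (log2). *Trp53i11* was picked after its values could be seen.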

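In cluster 6 the long noncoding RNA *Malat1* was at 55845 CPM against 2689 to 34242 CPM in the other endothelial clusters, and *Gm42418* at 21658 CPM against 2813 to 5321. As its cells also had the lowest depth and the highest mitochondrial share, RNA quality is not set apart from cell type here. Nuclear genes of oxidative phosphorylation and ribosomal protein genes were lower in cluster 6 than in the other clusters in all 4 libraries, the latter by -1.08 to -0.44 (log2). Cluster 7 held the dividing cells. *Top2a* (topoisomerase II alpha) was at 372 CPM, *Mki67* at 292 CPM and *Birc5* (survivin) at 398 CPM in cluster 7, and none of them exceeded 10.1 CPM in clusters 0 to 6. A list of 24 cell cycle genes was higher in cluster 7 by 3.68 to 3.84 (log2). The deposited annotation labels 145 of the 149 cells of cluster 7 as progenitors. No list of splicing genes was fixed, and *Birc5* was named after its values could be seen.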

Cluster 6 were enriched for RNA splicing (named as RNA splicing), and Cluster 7 cells were enriched for cell cycle-related genes (named as Mitotic). More importantly, Cluster 3 (Transporter) was primarily composed by WT ECs whereas Cluster 4 (ECM) was largely composed by the mutant ECs without WT ECs (Fig. 6d). In addition, the cell number in angiogenic/tip cell cluster (Cluster 5) were reduced in all three mutant ECs compared to WT (Fig. 6d). These data were consistent with the reduced vessel maturation and the increased basement membrane thickening observed in the mutant mice.

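By the authors' assignment, cluster 3 held 24.8% (88 of 355 cells, 20.4 to 29.6) of the WT library, 1.25% (7 of 560 cells) of the *Tfam* ECKO, 5.67% (33 of 582 cells) of the *Cox10* ECKO and 3.79% (19 of 501 cells) of the *Trx2* ECKO library. Cluster 4 held 0.563% (2 of 355 cells, 0.0683 to 2.02) of the WT library and 21.4% (120 of 560 cells, 18.1 to 25.1), 24.1% (140 of 582 cells, 20.6 to 27.7) and 20.4% (102 of 501 cells, 16.9 to 24.2) of the mutant libraries. With all WT cells placed by their nearest labelled neighbours, the WT share of cluster 4 was 2.02%. The paper's reported share over all its WT cells is 0.546%, so the placement put more WT cells in cluster 4 than the authors did. The 26 WT cells it gave cluster 4 also enter the values weighted by the WT cluster shares. The transporter genes that define cluster 3 also differ between the libraries, so these shares are no separate result. All endothelial cells were therefore clustered again without the 138 genes that the paper lists as common to the mutants, its top 50 genes of clusters 3, 4 and 5, and the ribosomal and mitochondrial genes. The new cluster that took most cells of cluster 3, 94 of 147 (of 273 labelled cells in it), held 27.0% of the WT cells against 15.3%, 10.9% and 8.23% of the mutants. The one that took most cells of cluster 4, 201 of 364, held 3.06% of the WT cells and 13.2%, 17.0% and 16.3% of the mutants. This match was chosen after the result was seen and rests on the authors' clusters. Only 2 of the 364 labelled cells of cluster 4 were WT, so picking a new cluster by these cells favours mutant cells in advance. Of the mutant cells in the picked cluster, 52 of 71, 78 of 93 and 70 of 79 came from cluster 4. The shares of the picked clusters are therefore no separate result either. With 1 library per condition, a cluster made mostly of 1 library's cells need not be a cell type.

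**Figure D1:**
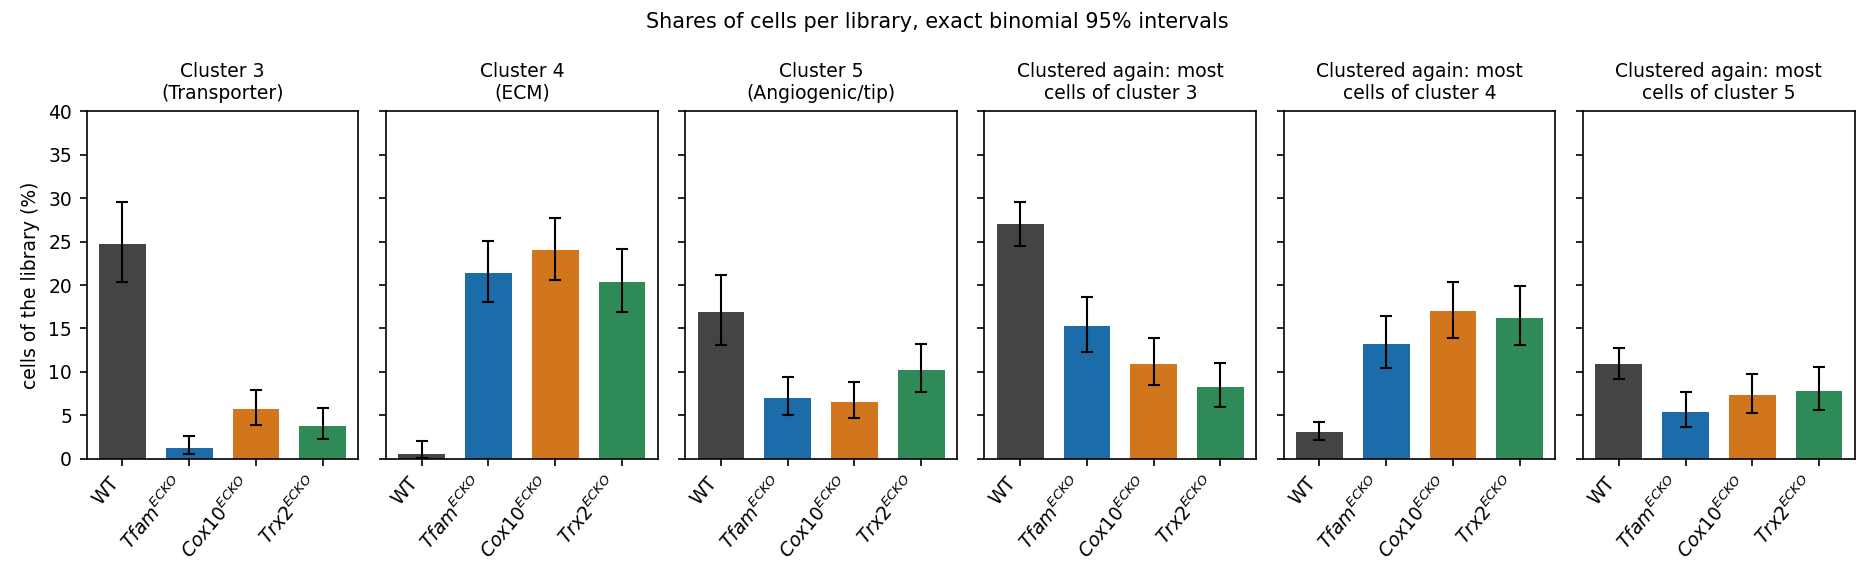
Share of each library's cells (percent, vertical axis) in clusters 3, 4 and 5 of the authors (3 panels on the left) and in the new clusters, made without the defining genes, that took most of their cells (3 panels on the right), for WT (grey), *Tfam* ECKO (blue), *Cox10* ECKO (orange) and *Trx2* ECKO (green); lines are exact binomial 95% intervals. WT lies highest in clusters 3 and 5 and lowest in cluster 4 (0.563%), on the left as on the right. The clusters on the right were picked by their overlap with those on the left, so the right side is no separate result.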

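The authors' angiogenic/tip cluster held 16.9% (60 of 355 cells, 13.2 to 21.2) of the WT cells and 6.96% (39 of 560 cells, 5.00 to 9.40), 6.53% (38 of 582 cells, 4.66 to 8.85) and 10.2% (51 of 501 cells, 7.67 to 13.2) of the mutant cells. With all WT cells placed by their nearest labelled neighbours, which gave the authors' cluster back for 305 of 355 WT cells, the WT share was 15.8%. The paper's reported share over all its WT cells is 14.0%, lower than both. *Apln*, a tip cell gene highest in this cluster, also differs between the libraries. After clustering without the defining genes, 100 of the 188 cells of cluster 5 fell in a cluster that held 10.9% of the WT cells and 5.40%, 7.30% and 7.82% of the mutants. This cluster was picked by that overlap, so its shares are no separate result. Cells with a UMI of *Mki67* or *Top2a* after thinning to 2000 UMIs made up 7.87% of the WT cells and 5.02%, 5.13% and 11.8% of the mutants (17.6%, 14.3%, 16.1% and 25.3% without thinning). After thinning they made up 2.40% (40 of 1666 cells) of clusters 0 to 6 over the 4 libraries, 61.9% (91 of 147 cells) of cluster 7 and 4.29% (3 of 70 cells) of the pericytes, so the share does not count dividing cells alone. A UMI of *Top2a* was found in 73.8% of the cells of cluster 7, at a median of 14561 UMIs, and in 10.0% of the pericytes of cluster 8, at 23983 UMIs.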

**Fig. 6:**
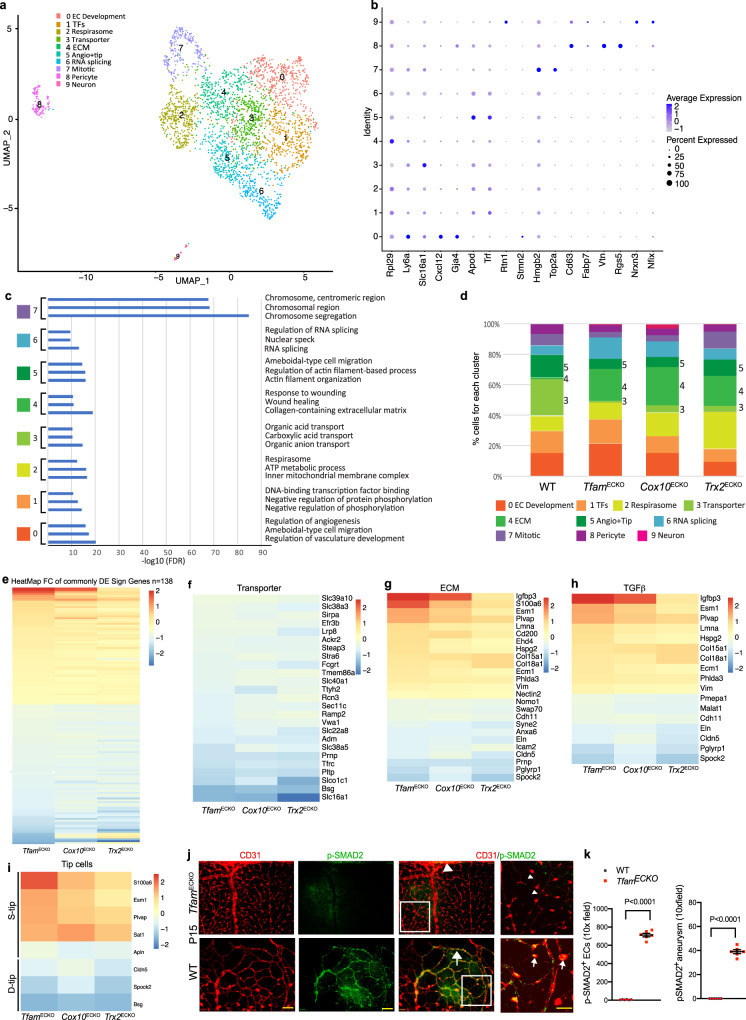
Single-cell RNA-seq analyses reveal gene signatures in the mutant ECs. **a** Uniform Manifold Approximation and Projection (UMAP) for single-cell transcriptomes in ECs from WT, *Tfam*^ECKO^, *Cox10*^ECKO^, and *Trx2*^ECKO^ retinas colored accordingly to identified clusters. **b** Dotplots for specific marker genes in each cluster. **c** The representative GO pathways for each cluster. False discovery rate (FDR) was adjusted by p.adjust function in R with “method = ”BH”” parameter. **d** Percentage of cells for each cluster in WT and mutant retinas. Clusters 3, 4, and 5 in the mutant retinas were evidently altered compared to WT are indicated. **e** Heatmap of the log2 fold changes of the gene expression of the common differentially expressed genes (Common DEGs) (*n* = 138, adjusted *p*-value < 0.05) between each mutant and the WT. **f**–**i** Heatmaps of the log2 fold changes of specific groups of genes (Transporters, ECM, and TGFβ signaling) from the 138 DEGs. *n* = 3 mice. Genes were considered significantly differentially expressed when the two-sided Wilcoxon Rank Sum test adjusted *p*-value, based on Bonferroni correction using the total number of genes in the dataset, was below 0.05. **j**, **k** Visualization of p-SMAD2. P15 *Tfam*^ECKO^ retinas were subjected to whole mount co-staining with p-SMAD2 and CD31. **j** Low power images of vascular plexi at top and high-power images at bottom. Arrowheads and arrows indicate p-SMAD2^-^ normal vessels in WT and p-SMAD2/3^+^ vessels in the mutant retinas, respectively. (k) SMAD2^+^ ECs and p^-^SMAD2^+^ microaneurysm were quantified. *n* = 6 mice per group. Data are means ± SEM. *P* values are indicated, using unpaired, two-tailed Student’s *t* test. Source data are provided as a Source Data file.

We then performed unbiased comparisons of differential expressed genes (DEGs) between the different mutant mouse models and WT. Specifically, DEGs in the total EC populations (Cluster 0-7 combined together upon removing pericyte and neuron clusters) were compared between each mutant with the WT (see GEO files). 

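The median of the endothelial marker genes was close to WT in *Tfam* ECKO and *Cox10* ECKO and lower in *Trx2* ECKO, while their summed UMIs were lower in all 3 (-0.26, -0.15 and -0.44). Of 10 endothelial marker genes, 2 were higher and 4 lower in all 3 mutants, with medians of -0.017 [-0.087 to 0.050], -0.035 [-0.066 to -0.0054] and -0.31 [-0.34 to -0.27]. *Cldn5*, the main claudin of endothelial tight junctions, was lower (-0.54, -0.24 and -0.67), as was *Kdr*, the VEGF receptor 2 gene (-0.24, -0.40 and -0.31), while *Emcn* (endomucin) was higher (0.49, 0.35 and 0.30). Of 10 markers of pericytes and smooth muscle, only *Rgs5* passed the floor of 20 CPM. Erythrocyte RNA came from few cells: a UMI of a globin gene or *Alas2* was found in 3.80%, 2.79%, 3.28% and 2.26% of the cells of the 4 libraries, and the median of 4 globin genes was 0.78, -9.49 and -0.71. Over all barcodes this RNA was at 1598 CPM in WT and 1519, 416 and 2375 CPM in the mutants, so the directions in *Tfam* ECKO and *Trx2* ECKO depend on the selection of cells. The mutant libraries also differed in sex, with *Xist* at 1.15, 0.025 and -10.62. The erythrocyte median in *Tfam* ECKO had the opposite sign with cells weighted equally, -0.34, and with cells thinned to 2000 UMIs, -0.38.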

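Supplementary Table 3 of the study lists 138 genes, of which 23 encode ribosomal proteins, and all 23 were higher in the 3 mutants. Over the 138 genes, 62 were higher and 71 lower in all 3 mutant libraries, and 5 were mixed. The study chose these genes on these cells, so the counts are not independent evidence. Among all 81 measured ribosomal protein genes, 81 were higher in all 3 mutants, with medians of 0.44 [0.43 to 0.45], 0.26 [0.25 to 0.27] and 0.43 [0.42 to 0.44]. Without the 23, the other 58 had medians of 0.39, 0.22 and 0.38. The members with the largest mean log2 ratio were *Rpl29* (3.22, 2.74 and 1.09), *Rpl27* (1.15, 1.00 and 0.89), *Rpl13a* (1.25, 0.87 and 0.85) and *Rps28* (1.25, 0.91 and 0.79). Copies of ribosomal protein genes share reads, and the 27 members with no shared 3' end had medians of 0.39, 0.22 and 0.39. With cluster means weighted by the WT cluster shares, the median was 0.077 in *Cox10* ECKO and 0.25 in *Trx2* ECKO.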

We identified 138 common significantly DEGs (Two-sided Wilcoxon Rank Sum test adjusted *p*-values < 0.5, based on Bonferroni correction using the total number of genes, Supplementary Table 3) among all 3 comparisons. 

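Genes were ranked among those with a mean of at least 50 CPM. Those furthest above WT in all 3 mutants included *S100a6* (a calcium-binding protein, 5.41, 4.01 and 3.67), *Plvap* (3.89, 3.58 and 3.26), *Esm1* (4.71, 4.28 and 3.21), *Col15a1* (collagen XV, 2.72, 3.08 and 3.42) and *Fam167b* (2.63, 2.84 and 2.74). With the same floor, the genes furthest below WT included *Slc16a1* (-1.91, -1.93 and -3.36), *Bsg* (-1.45, -1.25 and -1.47), *Adm* (adrenomedullin, -1.38, -1.41 and -1.23), *Ankrd37* (-1.59, -1.96 and -1.06) and *Tfrc* (the transferrin receptor, -1.47, -1.06 and -1.13). *Gas6*, *Crip1*, *Gmfg*, *Cxcl1*, *Sat1*, *Igfbp3* and *Gm47283* also ranked among the 12 higher genes, and *Rgs5*, *Prnp*, *Pltp*, *Ackr2*, *Fcgrt*, *Slc22a8* and *Slco1c1* among the 12 lower ones. *Gm47283* is annotated on chromosome Y, and the sex mix differed between the pools. *Rgs5* is a pericyte gene, at 6381 CPM in cluster 8, so its ratio need not be endothelial. Of 5858 genes, 1464 were higher and 1471 lower in all 3 mutants, 50.1% in all. Unchanged groups simulated against the same WT library gave 40.4% on average and at most 42.4%, and WT cells split into 3 parts, each the control of 1 mutant, gave 46.2%. The share was 42.2% with cells weighted equally, 42.7% with cells thinned to 2000 UMIs and 45.3% with no filter on low counts. It was 53.3% by total UMIs, 52.2% without cluster 7 and 53.8% with the WT cluster shares. Unchanged groups were simulated for the main setting only. Across genes, which are not independent replicates, the log2 ratios of *Tfam* ECKO and *Cox10* ECKO correlated at r = 0.60, of *Tfam* ECKO and *Trx2* ECKO at 0.46 and of *Cox10* ECKO and *Trx2* ECKO at 0.49. Unchanged groups gave 0.32, 0.31 and 0.32. For *Tfam* ECKO and *Trx2* ECKO, r was 0.33 with cells weighted equally, 0.33 with cells thinned and 0.43 with no filter on low counts. It was 0.50 without cluster 7, 0.50 with the WT cluster shares and 0.51 with mitochondrial and ribosomal genes left out. The covariances were 0.118, 0.0782 and 0.0836, against 0.00285, 0.00285 and 0.00286 for unchanged groups. The SD of the log2 ratios was 0.44, 0.44 and 0.39 against WT, and 0.39, 0.43 and 0.42 between *Tfam* ECKO and *Cox10* ECKO, *Tfam* ECKO and *Trx2* ECKO, and *Cox10* ECKO and *Trx2* ECKO. Libraries simulated with no effect of the mutations, but each with its own deviation per gene of the size seen between the 4 libraries, gave 49.4% and correlations of 0.49 on average, at most 0.515 for *Tfam* ECKO and *Cox10* ECKO and at least 0.462 for *Tfam* ECKO and *Trx2* ECKO. The observed r of *Tfam* ECKO and *Cox10* ECKO lay above these simulations, as did their covariance (simulated up to 0.0911), and the observed r of *Tfam* ECKO and *Trx2* ECKO, 0.458, lay below them. The values do not separate a shared effect of the mutations from a deviation of the 1 WT library, which all 3 ratios share.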

Interestingly, these genes were similarly upregulated or downregulated in the mutant ECs compared to WT (Fig. 6e). Among these 138 genes, transporter genes were drastically downregulated in the mutant ECs (Fig. 6f), consistent with immature vasculature in the mutant retinas. On the other hand, the ECM-associated genes were either highly upregulated or downregulated in the mutant ECs (Fig. 6g). Moreover, we found that the TGFβ regulatory pathway, a major regulator of ECM-associated genes, was commonly altered in the three mutant ECs (Fig. 6h). In addition, classical sprouting tip cell (S-Tip) genes were upregulated while the diving tip cell genes (D-Tip) genes recently identified^33^ were specifically downregulated in the mutant retinas (Fig. 6i). 

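All 25 transporter genes of Fig. 6f were lower in all 3 mutant libraries, with medians of -0.97 [-1.03 to -0.88], -0.90 [-0.93 to -0.80] and -0.93 [-1.01 to -0.82] on the log2 scale. *Slc16a1*, which carries lactate and ketone bodies, was at 609 CPM in WT and at 162, 159 and 59.1 CPM in the mutants. *Slco1c1*, a thyroxine transporter of the blood-brain barrier, had log2 ratios of -1.39 [-1.48 to -1.31], -0.78 [-0.86 to -0.71] and -2.30 [-2.42 to -2.19], and *Slc22a8*, an organic anion transporter, -1.29, -0.83 and -1.60. *Pltp* (phospholipid transfer protein) was at -1.14, -0.91 and -1.12, *Stra6* (a retinol-binding protein receptor) at -1.42, -0.99 and -1.44, *Steap3* at -0.99, -1.11 and -1.20 and *Slc40a1* (ferroportin) at -0.75, -0.31 and -0.54. The study chose these genes on these cells, so their count is not independent evidence. The pericyte marker *Rgs5* was lower as well (-1.23 [-1.42 to -1.04], -0.96 [-1.13 to -0.79] and -1.43 [-1.64 to -1.23]). Within single clusters with at least 30 cells in both libraries the list was lower in 18 of 18 comparisons (-1.13 to -0.15), WT cells placed by their neighbours included, and in 13 of 13 without these. With cluster means weighted by the WT cluster shares, the median in *Trx2* ECKO was -0.62. *Slc16a1* (ENSMUSG00000032902, chromosome 3 from 104638668 to 104658462) and *Bsg* (ENSMUSG00000023175, chromosome 10 from 79704491 to 79711969) are given on GRCm38.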

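Of the 25 ECM-associated genes of Fig. 6g, 14 were higher and 11 lower in all 3 mutant libraries. The higher genes include components of basement membrane, *Col18a1* (0.94 [0.86 to 1.01], 1.05 [0.97 to 1.12] and 1.49 [1.43 to 1.56]) and *Hspg2* (perlecan; 0.97, 0.64 and 0.64), with *Ecm1* (1.02, 0.93 and 0.57), *Lmna* (lamin A/C; 1.45, 1.05 and 0.96), *Igfbp3* (3.42, 3.17 and 1.24), *Phlda3* (3.50, 3.46 and 3.35) and *Vim* (vimentin; 0.57, 0.48 and 0.37). *Eln*, the gene of elastin, was lower (-1.52 [-1.74 to -1.31], -1.40 [-1.60 to -1.20] and -2.27 [-2.56 to -2.01]), as were *Spock2* (-1.16, -0.60 and -1.22), *Pglyrp1* (-1.56, -0.71 and -1.31), *Icam2* (-0.70, -0.46 and -0.32) and *Cdh11* (-0.90, -0.76 and -0.78). The medians of the list were 0.57 [0.55 to 0.62], 0.52 [0.47 to 0.61] and 0.53 [0.41 to 0.60], while its summed UMIs gave 0.069, 0.12 and -0.22, which is below 0 in *Trx2* ECKO. Not all members encode matrix: *Lmna* encodes a nuclear protein and *Icam2* an adhesion molecule. The study chose the list on these cells, so its counts are not independent evidence. On GRCm38 the genes lie at *Hspg2* (ENSMUSG00000028763, chromosome 4 from 137468769 to 137570630) and *Eln* (ENSMUSG00000029675, chromosome 5 from 134702593 to 134747323).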

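Of the 17 genes of Fig. 6h, 10 were higher and 7 lower in all 3 mutants. The list shares 15 genes with the ECM-associated genes, and its other members are *Pmepa1* and *Malat1*, both lower. *Pmepa1*, an inhibitor of TGFβ signaling, is also a member of the fixed list of SMAD2/3 targets. It was at -0.27 [-0.32 to -0.23], -0.39 [-0.43 to -0.34] and -0.39 [-0.44 to -0.34], and *Malat1* was at -0.50, -0.50 and -0.34. The medians were 0.94 [0.86 to 0.99], 0.64 [0.57 to 0.70] and 0.57 [0.48 to 0.64]. The summed UMIs of the list had the opposite sign, -0.30, -0.27 and -0.30, and *Malat1*, its most abundant member, was at 23294 CPM in WT. Of its higher members, *Plvap*, *Esm1* and *Phlda3* were below the floor of 20 CPM in WT, at 13.0, 6.95 and 5.20 CPM. The study chose the list on these cells, so its counts are not independent evidence.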

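Of the 5 S-tip genes of Fig. 6i, *S100a6*, *Esm1*, *Plvap* and *Sat1* (the polyamine acetyltransferase) were higher in all 3 mutants and *Apln* was lower. *Sat1* was at 1.74 [1.69 to 1.80], 2.00 [1.95 to 2.05] and 1.53 [1.48 to 1.59] and *Apln* at -0.38 [-0.47 to -0.29], -0.70 [-0.80 to -0.61] and -0.60 [-0.70 to -0.51]. The medians of the 5 genes were 3.89 [3.69 to 4.12], 3.58 [3.38 to 3.80] and 3.21 [2.92 to 3.38]. The 3 D-tip genes were lower: *Spock2* (testican 2) with intervals of -1.21 to -1.11, -0.64 to -0.56 and -1.27 to -1.17, besides *Cldn5* and *Bsg*, and *Spock2* is also the median gene of the 3. The study chose both lists on these cells, so they are not independent evidence. *Angpt2*, a tip cell gene outside these lists, was higher (1.88, 1.52 and 1.20). With cluster means weighted by the WT cluster shares, the D-tip median was -0.77 in *Trx2* ECKO. *Plvap* (ENSMUSG00000034845, chromosome 8 from 71497765 to 71511752) and *Esm1* (ENSMUSG00000042379, chromosome 13 from 113209659 to 113218098) are given on GRCm38.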

We further determined if the TGFβ signaling was altered in the mutant retinas. Immunostaining indicated that phosphor-SMAD2 was highly upregulated in the retinal ECs in the mutant retinas (Fig. 6j, k). Therefore, our scRNA-seq analyses revealed that altered gene expressions in EC sprouting, vascular maturation, and ECM are tightly associated with the observed phenotypes in the mutant mice. Moreover, the TGFβ−SMAD signaling was commonly upregulated in the three mutant retinal ECs.

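On lists fixed in advance, barrier transporters had medians below 0 in all 3 mutants, in *Tfam* ECKO and *Cox10* ECKO only with the members that the paper also picked, and basement membrane genes were higher in *Tfam* ECKO and *Cox10* ECKO and close to WT in *Trx2* ECKO. Of 20 transporters of the blood-brain and blood-retina barriers, 1 was higher, 12 lower and 7 mixed across the 3 mutants, with medians of -0.20 [-0.25 to -0.17], -0.26 [-0.30 to -0.21] and -0.61 [-0.70 to -0.58] (percentiles 0.490, 0 and 0), while the summed UMIs had the opposite sign in *Cox10* ECKO (0.017). The lower members were largely those that the paper also picked from these cells, among them *Slc16a1*, *Slco1c1*, *Tfrc* and *Slc38a3* (-0.53, -0.59 and -0.94). Without these 9 genes the other 11 had medians of 0.22, 0.030 and -0.33, a split made after the medians were seen. The glucose transporter *Slc2a1* was at 0.98, 1.12 and -0.0014. Of 15 basement membrane genes, 8 were higher, 2 lower and 5 mixed, with medians of 0.64 [0.59 to 0.66], 0.26 [0.17 to 0.32] and 0.073 [0.027 to 0.18] (percentiles 100, 99.9 and 58.4) and 0.30, 0.012 and 0.050 without *Col15a1*, *Col18a1* and *Hspg2*, which the paper picked. Their summed UMIs gave 0.18, 0.15 and -8.6e-05. *Lamb2*, a laminin chain, was at 1.03, 0.52 and 0.071. Of 19 measured tip cell genes, 9 were higher, 4 lower and 6 mixed, with medians of 0.18 [0.12 to 0.29], 0.00048 [-0.035 to 0.099] and 0.13 [0.062 to 0.20], and 0.40, 0.11 and 0.20 without the 6 that the paper picked. Of 9 measured tight junction genes, 2 were higher, 4 lower and 3 mixed, with medians of -0.033 [-0.16 to 0.0080], 0.058 [-0.086 to 0.096] and -0.32 [-0.47 to -0.26] and summed UMIs at -0.41, -0.17 and -0.55. *Jam2* was lower (-0.39, -0.32 and -0.80), as was *Esam* (-0.40, -0.13 and -0.51). In *Trx2* ECKO the basement membrane median was -0.032 with scaling by total UMIs and the tip cell median -0.0069 with cells weighted equally. From the altered sprouting, maturation and ECM genes, the paper concludes that these changes go with the vascular phenotypes of the mutant mice.

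**Figure D2:**
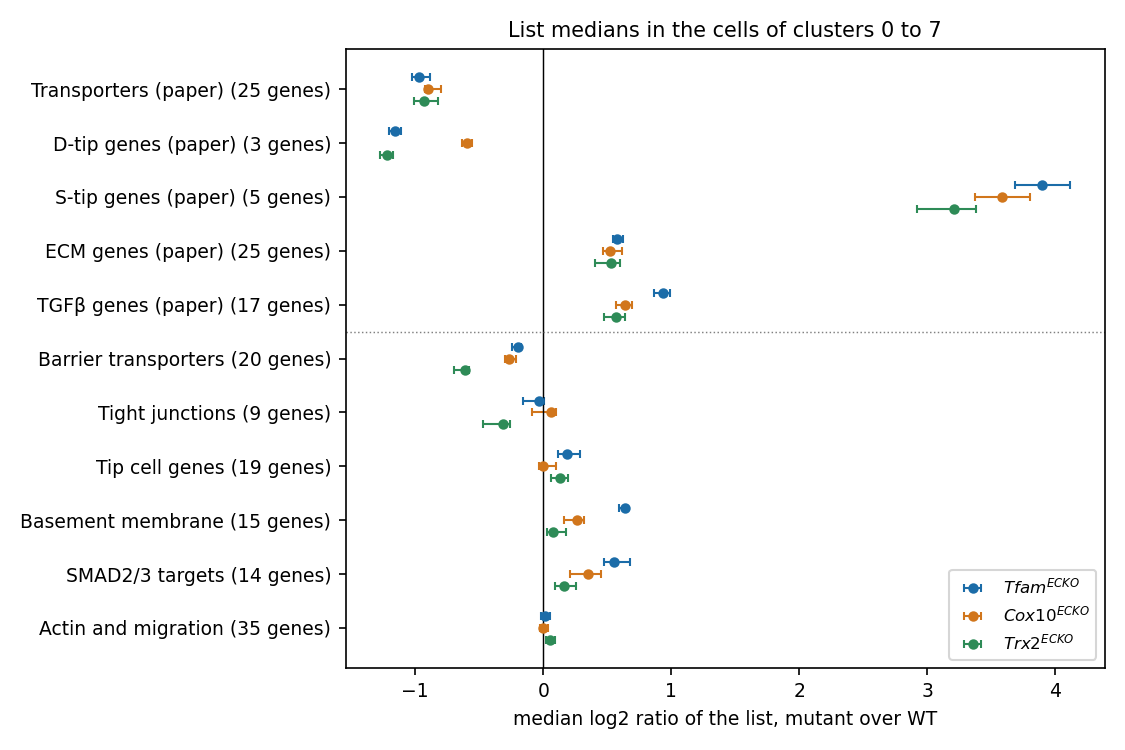
Median log2 ratio of each gene list, mutant over WT (horizontal axis), for *Tfam* ECKO (blue), *Cox10* ECKO (orange) and *Trx2* ECKO (green), in the cells of clusters 0 to 7; lines are 95% ranges over Poisson redraws and cover counting error only. Above the dotted line are the paper's lists, chosen on these cells, from a transporter median of -0.97 to an S-tip median of 3.89 in *Tfam* ECKO; below it are lists fixed beforehand.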

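Targets of SMAD2/3, the transcription factors below the TGFβ receptor, had medians above 0 in all 3 mutants, with the smallest in *Trx2* ECKO. Of 14 measured targets, 10 were higher, 2 lower and 2 mixed, with medians of 0.55 [0.47 to 0.68], 0.35 [0.21 to 0.45] and 0.16 [0.090 to 0.25] (percentiles 100, 99.98 and 94.1). *Cdkn1a* (p21, also a target of p53) was at 1.56 [1.50 to 1.61], 1.44 [1.39 to 1.50] and 1.02 [0.96 to 1.09], *Tgif1* at 0.89, 0.51 and 0.48 and *Klf10* at 0.78, 0.56 and 0.28. *Serpine1*, the PAI-1 gene, was higher in *Tfam* ECKO and *Cox10* ECKO (1.56 [1.47 to 1.65] and 1.33 [1.24 to 1.42]) and near WT in *Trx2* ECKO (0.21 [0.089 to 0.33], and -0.0031 with cells weighted equally), and *Ctgf* was higher in *Tfam* ECKO and *Cox10* ECKO and lower in *Trx2* ECKO (0.93, 0.92 and -0.96). *Pmepa1*, 1 of the 2 lower members, was at -0.27, -0.39 and -0.39. Summed over the list, the UMIs of *Trx2* ECKO had the opposite sign to the median (-0.16). Of 14 measured ligands, receptors and SMADs of the TGFβ family, 6 were higher, 4 lower and 4 mixed, with medians of 0.22, 0.061 and -0.015, the *Cox10* ECKO median at -0.0056 with cells weighted equally. *Tgfbr1* (ALK5) was higher (0.71 [0.48 to 0.94], 0.51 [0.28 to 0.75] and 0.33 [0.082 to 0.58]), as was *Tgfb2* (0.87, 0.65 and 0.47), *Tgfbr2* was lower (-0.38, -0.20 and -0.38) and *Smad2* was at 0.092 [-0.13 to 0.31], 0.30 [0.092 to 0.50] and 0.18 [-0.034 to 0.40]. The SMAD2/3 medians were 0.078 in *Cox10* ECKO with no filter on low counts, and 0.060 in *Trx2* ECKO with scaling by total UMIs. With the WT cluster shares they were 0.16 and 0.34 in these libraries. On GRCm38 the genes lie at *Tgfbr1* (ENSMUSG00000007613, chromosome 4 from 47353222 to 47414931) and *Serpine1* (ENSMUSG00000037411, chromosome 5 from 137061504 to 137072268).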

### Mitochondrial dysfunction augments TGFβ-ALK5-SMAD2 signaling

Canonical TGFβ signaling^34^ is initiated by TGFβ ligand dimer binding to the trans-membrane receptors TβRII and TβRI, forming a receptor tetrameric complex in which TβRI is trans-phosphorylated by TβRII. Activated TβRI phosphorylates downstream R-SMAD (e.g., SMAD2) proteins, resulting in the formation of SMAD2–SMAD4 complexes, which accumulate in the nucleus and act as transcription factors to activate or repress gene transcriptions. The non-canonical PI3K/Akt signaling pathways can be also activated. ALK5 is a major TGFβR1 in ECs that represses EC proliferation and migration, which leads to quiescent state^9,35^. Many proteins involved in TGFβ activation could be transcriptionally induced by TGFβ, including TGFβR1 and SMADs, forming a feedback loop^36–39^. We dissected the mitochondrial effects on the TGFβ signaling in cultured ECs. Silencing of *Tfam, Cox10, or Trx2* in human ECs (HUVECs) increased phosphor-SMAD2 in the absence of ligand TGFβ. Interestingly, the levels of ALK5 and SMAD2 proteins, but not TGFβR2 or SMAD1, were increased in *Tfam, Cox10, or Trx2*-silenced ECs (Fig. 7a). Similarly, the mRNA levels of *Alk5* and *Smad2*, but not of *Tgfbr2* or *Smad1* (Fig. 7b). The half-lives of ALK5 and SMAD2 were not significantly altered in the *Tfam*-silencing ECs (Fig.7c), suggesting that they were regulated primarily at a transcriptional level. Immunostaining showed that nuclear SMAD2 was increased in the mutant ECs (Fig. 7d, e). Interestingly, colocalization of phosphor-SMAD2 with mitochondrial marker TOM20 was detected in *Tfam*-silenced ECs by high resolution microscopy (Fig. 7f, g). The enhanced mitochondrial localization of phosphor-SMAD2 upon *Tfam* depletion was further confirmed by immunogold electron microscopy (immuno-EM)^40^. TFAM protein was detected in WT but was absent in *Tfam*-silenced ECs, and phosphor-SMAD2 was evidently translocated from cytosol in WT ECs to mitochondria in *Tfam*-silenced ECs (Fig. 7h, i). Consistent with increased ALK5 expression in the mutant ECs, ALK5-specific inhibitors (LY364947, RepSox and SB535) blunted the TGFβ-induced SMAD2 activation in *Tfam-silenced* ECs. Interestingly, *Tfam* silencing did not augment Akt activation, suggesting that mitochondrial dysfunction specifically activated the canonical TGFβ pathway (Fig. 7j).

**Fig. 7:**
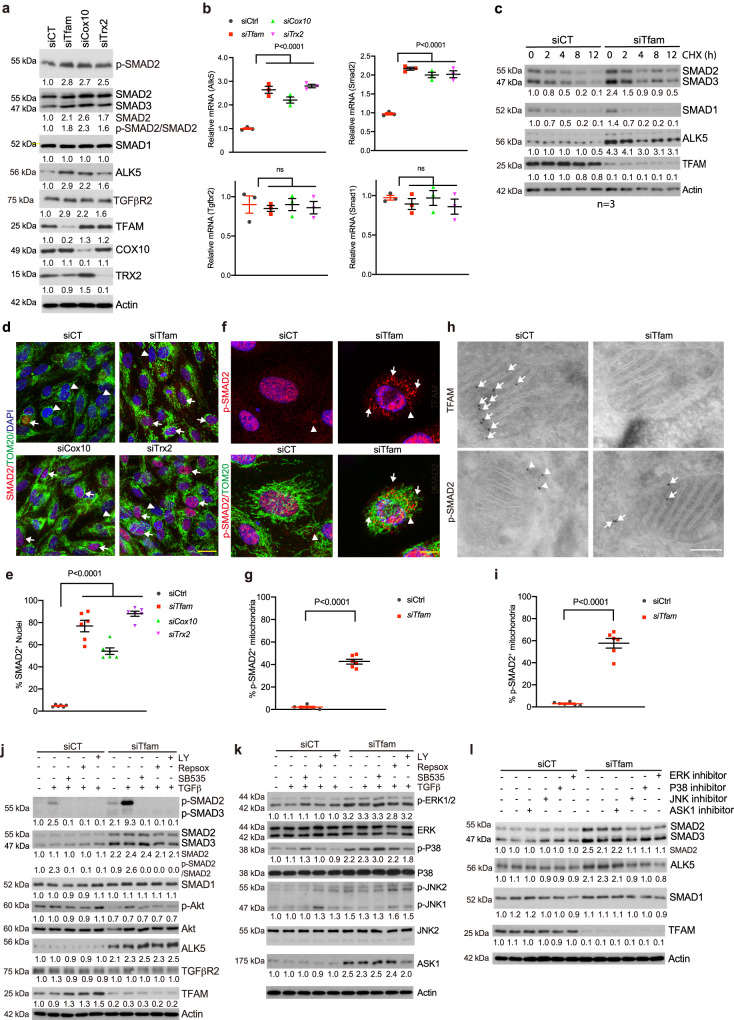
Mitochondrial dysfunction augments TGFβ-ALK5-SMAD2 signaling. HUVECs were transfected with control, *Tfam*, *Cox10*, or *Trx2* siRNAs for 48 h. **a** Cell lysates were subjected to Western blotting with respective antibodies. Protein levels were quantified and presented as fold changes by taking control siRNA as 1.0. *n* = 3 (three independent experiments). **b** mRNA expression of *Alk*5, *Tgfbr*2, *Smad*1, and *Smad*2 was determined by qRT-PCR with specific primers. Relative mRNA levels were quantified and presented as fold changes by taking control siRNA as 1.0. *n* = 3 (three independent experiments). **c** Cells were treated with cycloheximide (10 μg/ml) for indicated times. Cell lysates were subjected to Western blotting with respective antibodies. Protein levels were quantified and presented as fold changes by taking control siRNA as 1.0. *n* = 3 (three independent experiments). **d**, **e** Cells were subjected to indirect immunofluorescence staining for SMAD2 or phosphor-SMAD2 and mitochondrial marker TOM20. Arrowheads and arrows (d) indicate SMAD2^-^ and SMAD2^+^ nuclei, respectively. % nuclear SMAD2 was quantified (**e**). **f** Arrowheads and arrows indicate phosphor-SMAD2^-^ and phosphor-SMAD2^+^ mitochondria, respectively. % phosphor-SMAD2^+^ mitochondria were quantified (**g**). *n* = 6 (duplicates from three independent experiments; 10 cells were counted for each biological sample). **h**, **i** Immuno-EM. HUVECs were transfected with control or *Tfam* siRNAs for 48 h and subjected to immunogold electron microscopy for TFAM and phosphor-SMAD2. Arrows and arrowheads indicate immunogold particles (5 nm) outside and inside mitochondria, respectively. %phosphor-SMAD2^+^ mitochondria were quantified (**h**). 10 EM section per sample. *n* = 3 per group. **j**–**l** ECs were pre-treated with TGFβR1 inhibitors (5 μM each) for 60 min followed by treatment with TGF-β (10 ng/ml) for 30 min. **l** ECs were pre-treated with LY3214996 (ERK inhibitor), SP600125 (JNK inhibitor), SB203580 (p38 MAPK inhibitor) or GS444217 (ASK1 inhibitor) (5 μM each) for 2 h. Cell lysates were subjected to Western blotting with respective antibodies. Protein levels were quantified and presented as fold changes by taking control siRNA as 1.0. Ratios of p-SMAD2/SMAD2 and p-Akt/Akt are also presented. *n* = 3 (three independent experiments). Data are means ± SEM. *P* values are indicated, using one-way ANOVA followed by Tukey’s multiple comparisons test. Scale bar: 50 μm (**d**); 10 μm (**f**); 150 nm (**h**). Source data are provided as a Source Data file.

SMADs can be directly phosphorylated by MPAKs to enhance their transactivation^36–39^. We detected increased phosphorylations of MAPKs (ERK1/2, p-38 and JNK) in *Tfam*-silenced ECs. Expression of ASK1, an upstream of p38/JNK MAPK that could be activated by mitochondrial dysfunction in *Trx*2-deficient cells^22^, was also increased in *Tfam*-silenced ECs. Furthermore, the activation of ASK1 and MAPKs in *Tfam*-silenced ECs was TGFβ-independent (Fig. 7k). We then examined if ASK1 and MAPKs mediated the upregulation of ALK5 and SMAD2 in *Tfam*-silenced ECs using specific inhibitors. JNK-, p38- and ERK1/2-specific inhibitors, but not ASK1 inhibitor^22^, diminished the upregulation of ALK5 and SMAD2 protein levels in *Tfam* silenced ECs (Fig. 7l).

Taken together, these data suggest that mitochondrial dysfunction via activating MAPKs enhances TGFβ-ALK5-SMAD2 signaling.

### ALK5 inhibitor rescued the retarded vessel growth and vascular malformation in the mutant mice

To determine if augmented ALK5 signaling contributed to the vascular defects observed in mutant mice, we first tested the effect of ALK5 inhibitors in a 3D sprouting assay. Silencing of *Tfam* significantly attenuated sprouting as indicated by the reduced number of sprouts and mean sprout length. Inhibition ALK5 signaling by LY364947 partially rescued *Tfam-*siRNA impaired sprouting as indicated by the increased sprout numbers and sprout lengths (Supplementary Fig. 7a, c).

We next examined if inhibition of TGFβR could rescue the defects in vascular sprouting and malformations in the mutant mice. To this end, gene deletion was induced by tamoxifen at P1-3 followed by intraperitoneal injections of ALK5 inhibitor LY364947 daily from P2–P6 or P2–P14 (Fig. 8a for Protocols). LY364947 blocked the augmented TGFβR signaling in *Tfam*^ECKO^ mice as measured by Western blotting for phosphor-SMAD2 (Supplementary Fig. 8a, b) and by co-immunostaining (Supplementary Fig. 8c, d). Deletion of *Tfam* significantly reduced the vascular areas and vascular branches. However, the ALK5 inhibitor LY markedly rescued the retarded retinal vessel growth in the mutant retinas (Fig. 8b, c for *Tfam*^ECKO^; Supplementary Fig. 9a, b for *Cox10*^ECKO^ and *Trx2*^ECKO^).

**Fig. 8:**
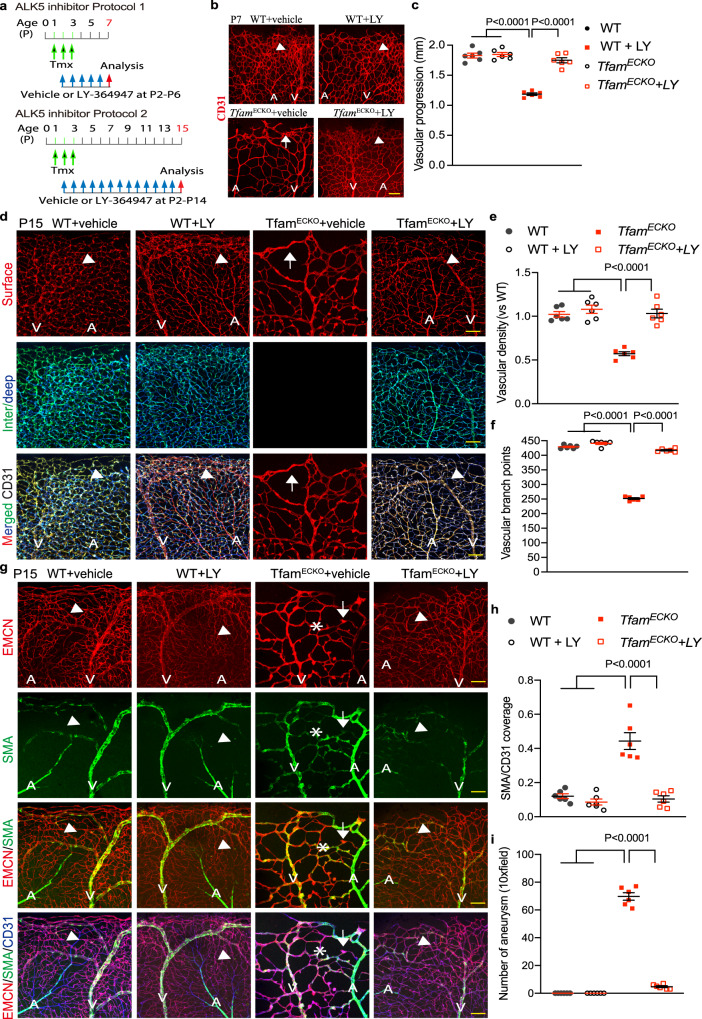
ALK5 inhibitor attenuates EC proliferation and the retarded vessel growth in *Tfam*^ECKO^ retinas. **a** A diagram for the ALK5 inhibitor protocols. WT and the mutant pups were received i.p. injection of vehicle or ALK5 inhibitor LY364947 compound at 5 μg/g body weight daily from P2-P6 (Protocol 1) or P2-P14 (Protocol 2). Mice were subjected to analyses at P7 or P15. **b**, **c** Retina lysates were subjected to Western blotting with respective antibodies. Protein levels were quantified and presented as fold changes by vehicle WT as 1.0. Ratios of p-SMAD2:SMAD2 are presented as a graph (**c**). Data presented from one of 3 mice per group. **d**, **e** P7 retinas were subjected to whole mount staining for CD31. Vascular progression (the distance of radial extension of the vascular plexus from the optic center) was quantified (**e**). *n* = 6 mice per group. **f**, **h** Vehicle or LY364947 treated WT and *Tfam*^ECKO^ mice at P7 were injected with EdU (100 μg per gram of body weight). 4 h after i.p. injection of EdU, retinas were harvested and subjected to whole-mount staining with ERG (red) and CD31 (blue) followed by the EdU Click-iT assay (green). Arrows and arrowheads indicate EdU^+^ and EdU^-^ EC, respectively. EC density (ERG^+^/mm^2^ retinal area) and EC proliferation (EdU^+^ERG^+^/total ERG^+^ ECs) were quantified by taking WT vehicle as 1.0 (**g**, **h**). *n* = 6 mice per group. Data are means ± SEM. *P* values are indicated, using one-way ANOVA followed by Tukey’s multiple comparisons test. Scale bar: 100 μm (**b**); 25 μm (**d**, **g**). Source data are provided as a Source Data file.

Confocal imaging analyses showed that the ALK5 inhibitor treatment did not affect the superficial and intraretinal vessel growth in the WT retinas. However, the ALK5 inhibitor rescued the delayed superficial vessel growth and branching as well as intraretinal vessel growth in P15 *Tfam*^ECKO^ mice (Fig. 8d–f; Supplementary Fig. 9c, d for *Cox10*^ECKO^ and *Trx2*^ECKO^). High resolution imaging indicated that ALK5 inhibitor did not affect vascular patterning in WT retinas, which exhibited normal arterial and venule network. However, the ALK5 inhibitor significantly attenuated the arterialization of capillary beds and normalized the vascular pattern in the mutant retinas (Fig. 8g, h). Similarly, the ALK5 inhibitor significantly diminished microaneurysms in the mutant retinas (Fig. 8i).

Taken together, these data suggest that the augmented ALK5 signaling contributed to the retinal growth retardation and vascular malformation in the mutant retinas.

### Genetic deficiency of Smad2 rescued the vascular malformation in Tfam^ECKO^ mice

Finally, we tested if genetic deficiency of *Alk*5 or *Smad*2 could rescue the phenotype in the mutant mice. Deficiency of *Alk*5, but not of the canonical *Smad* effectors, cause retinal sprouting defects and hemorrhagic vascular malformations^33^. Therefore, we focused on genetic rescues by the *Smad* deficiency^41^. *Smad2*^ECKO^ and *Tfam*^ECKO^*Smad2*^ECKO^ (DKO) were obtained by treating Cdh5CreER^T2^:*Smad2*^fl/fl^ and Cdh5CreER^T2^:*Tfam*^fl/fl^*:Smad2*^fl/fl^ pups at P1 to P3 with tamoxifen. P15 retinal tissues were examined for sprouting defects and microaneurysms. *Smad2* deletion in retinal ECs was verified by qRT-PCR and Western blotting by comparing ECs vs non-EC populations from *Smad2*^ECKO^ retinas (Supplementary Fig. 10a, b). Phosphor-SMAD2 was increased in *Tfam*^ECKO^ retinas but was diminished in the DKO mice (Supplementary Fig. 10c). No obvious vascular defects were found in *Smad2*^ECKO^ retinas. However, *Smad2* deletion completely rescued the vascular defects caused by *Tfam* deletion, as measured by the normalized vascular progression, diminished arterialization, and normalized microvascular density (Supplementary Fig. 10d–f; Fig. 9a–c). Moreover, *Smad2* deletion completely recovered vascular diving into deep layer, and diminished formation of AVM and microaneurysm in DKO compared to *Tfam*^ECKO^ mice (Fig. 9d–f). Taken together, these data suggest that increased SMAD2 mediated the mitochondrial dysfunction-induced retinal vascular effects in the mutant mice.

**Fig. 9:**
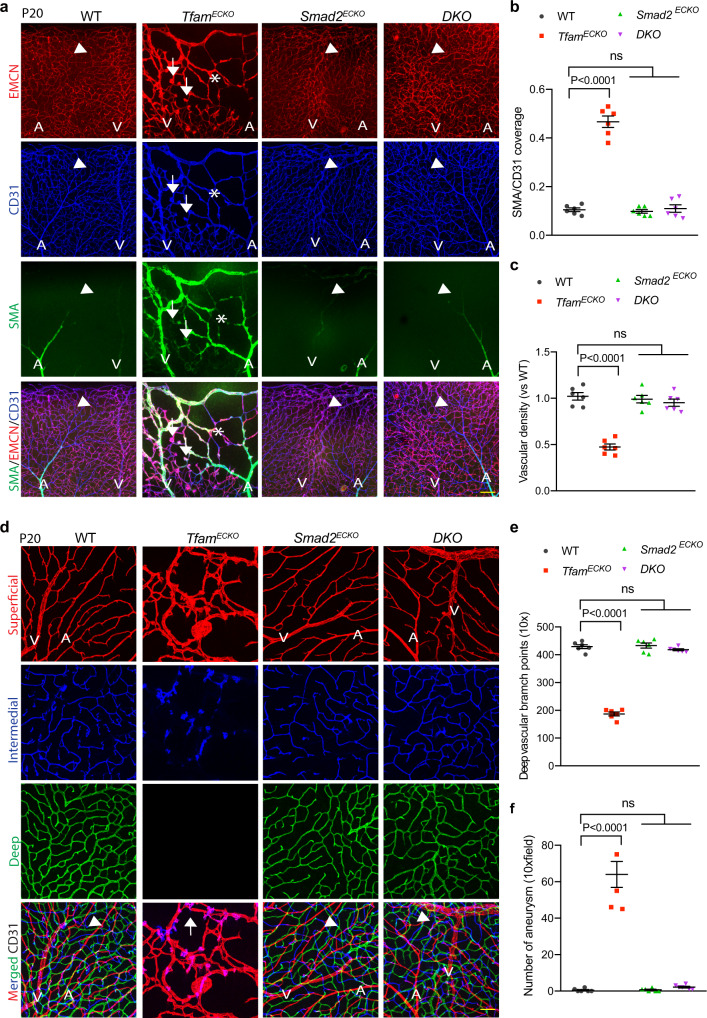
*Smad2* genetic deficiency rescues the vascular malformation in *Tfam*^*ECKO*^ mice. Retinal tissues from WT, *Tfam*^ECKO^, *Smad2*^ECKO^ and double knockout (DKO) mice were harvested at P15. **a**–**c** Attenuation of arterialization and microaneurysm formation in the DKO retinas. Whole mount co-staining with α-SMA, endomucin (EMCN) and CD31. Arrowheads indicate normal or normalized vessels and arrows indicate microaneurysm in the mutant retinas. Asterisks indicate arterialized microvessels. α-SMA coverage (α-SMA/CD31 ratio) and vascular density were quantified. *n* = 6 mice per group. A: artery/arterial; V: vein. **d**–**f** Whole mount staining for CD31. Vasculatures in three retinal layers (surface, intermediate and deep) were imaged by confocal microscopy analyses, and pseudo-colored by red, blue and green, respectively. *Tfam*^ECKO^ retinas had only the surface vessels with malformation and microaneurysms (arrows). Normal (WT and *Smad2*^ECKO^) or normalized capillaries in DKO are indicated by arrowheads. Vessel density and branch points were quantified. n = 6 mice per group. Data are means ± SEM. *P* values are indicated, using one-way ANOVA followed by Tukey’s multiple comparisons test. Scale bar: 50 μm (**a**); 25 μm (**d**). Source data are provided as a Source Data file.

## Discussion

Mitochondrial activity is critical for angiogenesis; however, its mechanism is not fully understood. By examining retinal angiogenesis and transcriptomics in mice with an inducible EC-specific deletion of TFAM, COX10, and TRX2 that are responsible for distinct mitochondrial functions, we reveal that distinct mitochondrial activities can regulate common signaling pathways critical for angiogenesis, including EC sprouting, proliferation, and maturation. More specifically, the silencing of *Tfam, Cox10*, or *Trx2* in ECs causes defects in cell migration, proliferation and angiogenic sprouting using an in vitro 3D sprouting assay; attenuated EC sprouting is correlated with reduced EC respiration and ATP production. Consistently, pharmacological inhibition of complex I, complex III, or complex IV or induction of mtROS impairs EC sprouting. Inducible EC-specific deletion of a single gene *Tfam*, *Cox10*, or *Trx2* in mice retards retinal vessel growth at early ages (P5–P12) and induces AVM at advanced ages (P15–P30) in these mice. The common phenotypes of *Tfam*^ECKO^*, Cox10*^ECKO^, and *Trx2*^ECKO^ mice are correlated with attenuated tip cell sprouting, EC proliferation, but not with ROS production in the mutant mice. The scRNA-seq analyses of retinal ECs reveal common EC populations with altered gene expressions in angiogenic sprouting, vascular maturation, ECM, and TGFβ signaling. In supporting TGFβ signaling in the mutant mice, increased ALK5-SMAD2 activations are observed in the mutant ECs and by immunostaining in the mutant retinal ECs compared to WT retinas. Although a low basal TGFβR signaling is maintained in the tip ECs^42^, our study suggests that overactivated TGFβR signaling blocks vascular sprouting and diving. Mechanistically, the MAPKs pathways induced by mitochondrial dysfunction contribute to the observed overactivation of the ALK5-SMAD2 signaling in retinal ECs. Importantly, pharmacological blockade by ALK5 inhibitors or genetic deficiency of SMAD2 attenuates retinal vessel growth retardation and vascular malformation in all the mutant mice. Our study reveals a critical role of the ALK5-SMAD2 signaling in mediating mitochondrial dysfunction-induced vascular defects (Fig. 10a).

**Fig. 10:**
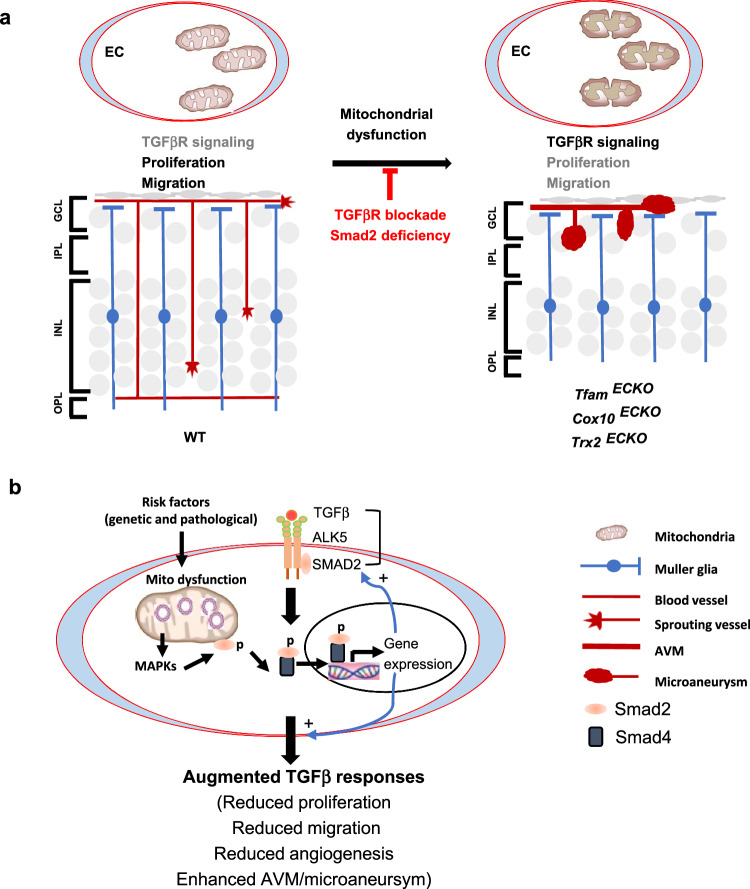
A proposed model for TGFβ signaling mediates mitochondrial dysfunction-induced vascular malformation. **a** A summary for mitochondrial dysfunction-induced vascular malformation. Normal retinal vessels begin to dive into the deep layers around P8 to form three layers of vascular network around P12-21 (the surface ganglier layer, the intermediate inner plexus layer and the deep outer plexus layer). Retinas in mice with an inducible deletion of *Tfam*, *Cox10*, or *Trx2* exhibit retarded vessel growth without penetration into the deep plexi, and developed arteriovenous malformations (AVM) with microaneurysm formation. While tip EC retains a low level of TGFβ signaling with a high proliferation and migratory activity, the overactivated ALK5-SMAD2 signaling mediates both retarded vascular growth and malformations. Pharmacological blockade of ALK5 or genetic deletion of *Smad2* prevent the retinal vascular malformation. **b** Mechanism for mitochondrial dysfunction-induced TGFβ signaling. We propose that that mitochondrial dysfunction induces activation of the MAPK pathway, leading to enhanced transcription of TGFβ signaling components (including TGFβ, ALK5 and SMAD2); increased TGFβ signaling can in turn attenuate mitochondrial function, forming feedback loop (see text for details).

The role of glycolysis in tip cell formation and vascular sprouting has been well documented^43,44^. It is proposed that the high amounts of glycolysis-produced ATP in tip cells are needed for actin cytoskeleton remodeling and tip cell competition with neighboring stalk cells^43,44^. Despite the important role of glycolysis in tip cells, the role of mitochondria in tip cell formation has not been directly tested. An important finding in our study is that mitochondrial activity is critical for EC migration and sprouting. This is supported by the following observations: 1) we employed a transwell assay to directly measure EC migration at a single-cell level and the silencing of *Tfam*, *Cox10*, or *Trx2* attenuates EC migration; 2) in the in vitro 3D sprouting assay, the silencing of *Tfam*, *Cox10*, or *Trx2* significantly attenuated EC sprouting; 3) deletion of a single gene of *Tfam*, *Cox10*, or *Trx2* reduced tip cell formation; 4) deletion of a single gene of *Tfam*, *Cox10*, or *Trx2* also diminished penetration of inter-retinal vessels. Interestingly, we observed that the mitochondria were highly abundant in tip cells at the angiogenic front and diving cells toward the deep layer, and they were less abundant in the relatively mature central retinal vasculature. The mechanism by which mitochondria control tip cell sprouting is unclear. Mitochondria in ECs have been shown to contribute to mtROS-dependent VEGF production and migration^27^. It is also reported that mtROS are critical for EC polarity and migration by activating the MST1-FOXO1 axis^45^. Therefore, mitochondria may regulate tip cell sprouting via basal ROS production and respiration metabolite-mediated signaling and gene expression^46^. Alternatively, mitochondrial activity may regulate cell migration through cytoskeleton assembly and organization. In support of this model, our scRNA-seq assays identify an EC population were enriched in actin cytoskeleton genes, which were downregulated in the three mutant ECs. These data support the critical function of actin organization in sprouting angiogenesis^47,48^. Additionally, the role of integrin-ECM in cell migration is well documented^49–51^, and ECM genes are also altered in the three mutant ECs. 

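Taken as a list, actin and migration genes were highest in cluster 5, though not every such gene was. *Actb* (beta-actin) was at 11648 CPM in cluster 5 and at 4720.3 to 8589.7 CPM in the other endothelial clusters, and *Tmsb4x* (thymosin beta 4, which binds actin monomers) at 25199.9 CPM against 8906 to 21856. A list of 35 actin and migration genes was higher in cluster 5 than in the other clusters by 0.47 to 0.66 (log2) in the 4 libraries, and in cluster 2 by 0.31 to 0.40. Over all endothelial cells, 8 of the 35 genes were higher in all 3 mutants than in WT, 6 were lower and 21 were mixed, with medians of 0.012 [-0.014 to 0.054], 0.00048 [-0.026 to 0.038] and 0.055 [0.023 to 0.089]. *Marcksl1* (1.03, 0.88 and 1.55) and the Arp2/3 subunit gene *Arpc5* (0.48, 0.54 and 0.78) were higher, and *Cap1* was lower in *Tfam* ECKO and *Cox10* ECKO (-0.85, -0.73 and 0.11). *Tmsb4x* was lower in all 3 (-0.41, -0.33 and -0.18). The summed UMIs of the list gave -0.18, -0.14 and 0.11. With scaling by total UMIs the medians were -0.039, -0.060 and -0.049. Percentiles among random lists were 34.3, 13.8 and 32.0. *Actb* and *Tmsb4x* were named after their values could be seen.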

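Within single clusters the ECM-associated genes of Fig. 6g had medians above WT, as over all endothelial cells. In 18 comparisons of a mutant with WT inside 1 cluster, each with at least 30 cells in both libraries and with WT cells placed by their neighbours, the median of the list was higher in all 18, from 0.10 to 0.72 (log2). The counting range lay above 0 in 17 of them. The summed UMIs of the list were lower in 8 of them. With the labelled cells alone, 13 comparisons were left, from 0.098 to 0.90. Over all cells, *Ehd4* (1.55, 1.05 and 0.71) and *Nectin2* (0.52, 0.52 and 0.53) of this list were higher, and *Anxa6* (-0.79, -0.82 and -0.72) and *Syne2* (-1.15, -1.43 and -1.54) lower. The study chose the list on these cells, and 14 of its members were higher and 11 lower over all cells. A median above 0 inside a cluster can follow from that split alone and is not independent evidence. Cluster 4 gave no comparison because WT had too few cells there.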

More work is needed to define the mechanism by which mitochondria regulate actin organization and ECM remodeling that is associated with EC migration.

A key finding in our study is that the TGFβR signaling is a critical effector that links mitochondrial dysfunction to retarded EC proliferation and sprouting angiogenesis. This conclusion is based on the culmination of multiple pieces of data. (1) scRNA-seq analyses show that genes associated with migration and actin assembling were downregulated in all EC populations. 

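Inside single clusters, the 35 actin and migration genes had a higher median in the mutant than in WT in 13 of 18 comparisons and a lower one in 5, from -0.14 to 0.70 (log2). WT cells placed by their neighbours are included; with the labelled cells alone the median was higher in 10 and lower in 3 of 13. With the placed cells, the counting range lay below 0 in 1 comparison and above 0 in 11. The summed UMIs were lower in 9 of them, so the abundant members went the other way from the median in part of the clusters. In clusters with at least 60 cells in both libraries, the median was higher in 7 of 9 and the summed UMIs were lower in 6. With the labelled cells alone, at the limit of 30 cells, the sums were lower in 8 of 13. SMAD2/3 targets were higher in 16 of the 18 comparisons and barrier transporters lower in 16, with a counting range away from 0 on that side in 13 and 13 and summed UMIs of the other sign in 5 and 6. The barrier list includes 9 genes that the paper picked from these cells, on which its direction in *Tfam* ECKO and *Cox10* ECKO rests over all cells. *Rhob*, a small GTPase of actin organization, was higher in *Tfam* ECKO and *Cox10* ECKO (0.61 [0.56 to 0.66] and 0.55 [0.50 to 0.60]) and near WT in *Trx2* ECKO (-0.0033 [-0.060 to 0.053]).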

An extensive literature search reveals that these genes are TGFβ responsive (either up or downregulation). (2) ALK5-dependent SMAD2 phosphorylation is detected in the mutant retinas. (3) The silencing of *Tfam, Cox10*, or *Trx2* gene enhances ALK5-SMAD2 activities which are blocked by ALK5 inhibitors. (4) Furthermore, we uncover that mitochondrial dysfunction via activating MAPKs enhances the ALK5-SMAD2 expression signaling in a ligand-independent manner. We postulate that SMAD2-associated mitochondria can sense the mitochondrial defects and are readily phosphorylated by MAPKs, leading to enhanced SMAD2 nuclear translocation and SMAD2-dependent gene expression. (5) Importantly, ALK5 inhibitors or genetic deletion of *Smad2* in ECs normalizes EC proliferation and vessel growth, and diminished vascular malformation (arterialization and microaneurysm) in the mutant mice. Therefore, the augmented ALK5-SMAD2 signaling in *Tfam*, *Cox10*, and *Trx2*-deficient ECs drives vascular defects and malformations in the mutant mice (Fig. 10b).

Loss or gain of TGFβ signaling has been implicated in several vascular malformation, such as HHT and cerebral cavernous malformation (CCM). HHT, a genetic bleeding disorder that leads to systemic AVMs in multiple organs, is caused by loss-of-function mutations in the ALK1/ENG/SMAD4 pathway. Mechanism studies suggest that the pathogenesis of HHT strongly relies on overactivation of the non-canonical PI3K/AKT signaling in ECs, which leads to EC proliferation and vascular hyperplasia^7^. Given that the ALK1 signaling pathway can inhibit ALK5-dependent transcriptional activation^9,35^, it is unclear whether ALK5-SMAD2 are upregulated in HHT as we observed in our mitochondrial mutant mice. Of note, EC proliferation is enhanced rather than attenuated in HHT models. Furthermore, the AVM in the retinas of mouse HHT models occurs primarily in the central plexus^6,7^. Similarly, augmented EC proliferation contributes to the pathogenesis of CCM, which forms clusters of enlarged capillary endothelial channels (“caverns”) within the vasculature of the central nervous system^52,53^. Interestingly, a gain of TGFβ is involved in CCM progression, which can be blocked by TGFβ inhibitors^9,54^. Therefore, mitochondrial dysfunction-induced AVMs have similarity but distinct features from that of HHT and CCM in the aspects of anatomy of the vasculature, the ALK5-SMAD2 signaling, and the reduction in EC proliferation.

Of clinical significance, the hypovascular phenotype with microaneurysm formation observed in the *Tfam*, *Cox10*, or *Trx2* resembled that of the retinal microaneurysm in aged human retinas^30^. The AVM phenotypes may also resemble that of human primitive retinal vascular abnormalities such as Coats’ disease and Leber’s miliary aneurysms^55^. Leber hereditary optic neuropathy (LHON) is a well-known mitochondria-associated inherited disease with vision loss^56^. Whether or not Leber’s miliary aneurysms and its severe form Coats’ disease are associated with mitochondria need further investigations. Moreover, the phenotype encompassing an incomplete formation of the retinal primary vascular plexus and absence of the deep plexi with a microaneurysm at the tip of the penetration vessels seems to resemble the pathological features of familial exudative vitreoretinopathy (FEVR)^5–10^. FEVR is a human disease characterized by defective retinal angiogenesis and is associated with complications that can result in vision loss. Although defective WNT/β-catenin signaling is an established cause of FEVR^57^, EC-specific deletion of serum response factor (SRF) or integrin-linked kinase (ILK) results in sprouting defects, reduced endothelial proliferation, and disruption of the blood-retina barrier, all of which resemble phenotypes seen in established mouse models of FEVR^50,51^. These data suggest that other molecular alterations may also contribute to FEVR disease. Since defective cell-matrix interactions are linked to WNT signaling and FEVR, further investigation is warranted to determine how mitochondrial dysfunction is linked to endothelial WNT, SRF, or ILK signaling in FEVR.

In conclusion, we uncover a novel mechanism whereby mitochondrial dysfunction via the ALK5-SMAD2 signaling induces retinal vascular malformations, and our study has therapeutic value for the alleviation of the angiogenesis-associated human retinal diseases.

## Methods

All data and the methods supporting this study’s findings are available from the corresponding authors on request.

### Generation of tamoxifen-inducible endothelial-specific deficient mice (*Trx2*^ECKO^, *Tfam*^ECKO,^*COX10*^ECKO^)

*Trx2*^fl/fl^ mice was generated in our lab as we previously described^22^. *Tfam*^fl/fl^ and *Cox10*^fl/fl^ mice were obtained from Dr. Navdeep Chandel, Northwestern University)^20^ and Dr. Carlos Moraes (University of Miami)^21^, respectively. *Trx2*^fl/fl^*, Tfam*^fl/fl^ and *Cox10*^fl/fl^ mice crossed with Cdh5-CreER^T2^ mice in which the Cre recombinase expression is driven by the Cdh5 promoter to generate mice with inducible endothelial cell (EC)-specific deletion of these three genes. For the in vivo tamoxifen-induced gene deletion, tamoxifen (Sigma, T5648) was diluted at 10 mg/ml in corn oil and fed mice at a dose of 50 μg once daily from postnatal day (P)1 to P3. For pups, littermates were randomly separated into vehicle (WT) and tamoxifen-fed (*Tfam2*^ECKO^, *Cox10*^ECKO^ and *Trx2*^ECKO^ groups such that the sex ratios of mice in both groups were equal. For genetic rescue by *Smad*2 deficiency, Cdh5CreER^T2^:*Tfam*^fl/fl^ were bred with Cdh5CreER^T2^:*SMAD2*^fl/fl41^ (obtained from collaborator Dr. Anne Eichmann at Yale) to Cdh5CreER^T2^:*Tfam*^fl/fl^*:Smad2*^fl/fl^. *Smad2*^ECKO^ and *Tfam*^ECKO^*Smad2*^ECKO^ (DKO; inducible EC-deletion of *Tfam* and *Smad2*) were obtained upon feeding Cdh5CreER^T2^:*Smad2*^fl/fl^ and Cdh5CreER^T2^:*Tfam*^fl/fl^*:Smad2*^fl/fl^ pups, respectively, at P1 to P3 with tamoxifen. For adult mice, male and female animals were used in equal numbers for all experiments. Mice were housing under diet from Charles River Laboratory and were housed in the animal care facility of Yale University under standard pathogen-free conditions with a 12 h light/dark schedule and provided with food and water ad libitum, temperature was between 20 and 24 °C and relative humidity between 45 and 65 rH. Mice were cared for in accordance with the National Institutes of Health guidelines, and all procedures were approved by the Yale University Animal Care and Use Committee.

### Treatment with TGFβ inhibitor (LY364947)

TGFβ inhibitor LY364947 (L6293; Sigma-Aldrich, St. Louis, MO, USA) was dissolved in 10% DMSO as 0.5 mg/ml. Littermate of WT, *Tfam*^ECKO^*, Cox10*^ECKO^*, Trx2*^ECKO^pups were received daily intraperitoneal injection of TGFβ inhibitor (5 μg/g body weight) or 10% DMSO at P2–P6 or P2–P14. Mice were subjected to analyses on P7 or P15.

### Fluorescent staining of whole-mount retinas

Eyeballs were enucleated and fixed in 4% PFA for 2 h on ice. The cornea, lens, sclera and hyaloid vessels were dissected and removed. Retinal samples were blocked with 5% normal donkey serum in PBST (0.3%Triton X-100 in PBS) overnight at 4 °C, followed by incubation with various antibodies diluted 1:50 in blocking solution overnight at 4 °C. After several washes with PBS, retinas were mounted in fluorescent mounting medium. The following first antibodies were used: isolectin B4 (IB4), TFAM, COX10, TRX2, VEGFR3, Endomucin, CD31, Isolectin B4, SMA, collagen IV, ESM1, ERG, p-SMAD2/3. The secondary antibodies were produced in either donkey or goat and targeted against the appropriate species, with conjugation with AlexaFlour 488, 555 or 647 (Invitrogen) (Supplementary Table 4: Antibodies for immunostaining). Pictures were taken with the same exposure and gain settings using a confocal Zeiss Airyscan 880 microscope (Zeiss, Germany). Vascular areas were outlined using NIH Image J software and quantified as the percentage of the total area of the retina analyzed.

### Immunofluorescence analysis for retina sections^58^

Mouse retinas were harvested, fixed with 4% PFA, embedded in OCT and sectioned (5 μm thick). Slides were washed with PBS twice to remove OCT, and 5% donkey serum in 0.3% TritonX-100 in PBS was used for half hour to block non-specific staining and to permeabilize section tissue. Slides were incubated with primary antibodies such as anti-CD31 overnight at 4°C, then were washed with PBS three times and incubated with secondary antibodies (1:200 to 1:400) at room temperature for one hour. After washed in PBS three more times, slides were mounted with VECTASHIELD Mounting medium with DAPI (Vector Laboratory), and photographed. TUNEL (Roche, catalog 11684795910) staining was performed according to the manufacturer’s instructions.

### FITC-dextran perfusion and mtROS detection

FITC-dextran (FD2000S; Sigma-Aldrich, St. Louis, MO, USA) was dissolved in sterile normal saline at a concentration of 50 mg/ml followed by centrifugation at 10,000 x g for 5 min. The supernatant was collected and protected from light for injection. Littermate of WT, *Tfam2*^ECKO^, *Cox10*^ECKO^ and *Trx2*^ECKO^ pups were weighed and anesthetized with an intraperitoneal injection of anesthetic (katamine 100 mg/kg + xylazine 10 mg/kg). The retro-orbital injection was followed by the published protocols. Briefly, the lateral canthus of the left orbit was chosen as the injection site. A 31-gauge needle with a 3/10 ml insulin syringe was used to gently pierce into the mouse’s orbital venous sinus about 2–3 mm with the bevel of the needle facing upward at a 45o angle. 10 ml per g body weight of FITC-dextran was injected into each pup and waited for 5 min. Fresh retinas were harvested and dissected for cornea, lens, sclera and hyaloid removed. The isolated retinas were subjected to MitoSox staining with MitoSOX™ Red mitochondrial superoxide indicator (M36008; Invitrogen). Mean fluorescence intensity (MFI) of FITC-Dextran and MitoSOX were quantified by ImageJ.

### Transmission electron microscopy (TEM) and electron tomography

Retina tissues were fixed in 2.5% glutaraldehyde and 2% paraformaldehyde in 0.1 M sodium cacodylate buffer pH7.4 containing 2% sucrose for 1 hour and post-fixed in 1% osmium tetroxide for 1 hour. The sample was rinsed in buffer and en-bloc stained in aqueous 2% uranyl acetate for 1 h followed by rinsing in distilled water, dehydrated in an ethanol series and infiltrated with Embed 812 (Electron Microscopy Sciences) resin. The samples were place in silicone molds and baked at 60 °C for 24 h. Hardened blocked were sectioned using a Leica UltraCut UC7. 60 nm sections were collected on formvar coated nickel grids and 250 nm sections on copper slot grids and stained using 2% uranyl acetate and lead citrate. 60 nm sections on grids were viewed FEI Tencai Biotwin TEM at 80Kv. Images were taken using Morada CCD and iTEM (Olympus) cellSens Dimension software. For electron tomography, 250 nm thick sections with 15 nm fiducial gold to aid alignment. Tomography was done using FEI Tecnai TF20 at 200Kv. Data was collected using SerialEM3.8 (Boulder) on a FEI Eagle 4Kx4K CCD camera using tilt angles −60° to 60° and reconstructed using Imod4.9 (University of Colorado Boulder).

### Immunoblotting

Tissue or cells were lysed in 2x Laemmli buffer and boiled for 5 min at 100 °C followed by centrifugation at 20,000x*g* for 15 min at 4 °C. The protein extracts were subjected to standard Western blot analysis which was performed. The following antibodies were used for western blotting: Antibody against COX10 (ab84053), TRX2 (ab185544) from Abcam; p-Akt (rabbit, 9271), Akt (rabbit, 9272), p-SMAD1/5/9 (13820), p-SMAD2/3 (8828), SMAD2/3 (8685), SMAD1 (9743), SMAD2 (5339), TFAM (8076) were from Cell Signaling Technology; TGFβR1 (E-AB-70130; recognizing human and mouse), and TGFβR2 (E-AB-60379) were from Elabscience; ALK1 was from Origen (AP01172PU-N) and ALK5 was from R&D (AF3025-sp; recognizing human); β-actin (mouse, A1978) were from Sigma; p-SMAD2 (44–244 G) and SMAD1 (38-5400) were from ThermoFisher. All primary antibodies were diluted 1:1000. For data presented in the same figure panel, the samples were derived from the same experiment and that gels/blots were processed in parallel. Uncropped gel images were provided in Supplementary Fig. 12.

### Gene expression

Total RNA was isolated from tissues or cells using the RNeasy kit with DNase I digestion (Qiagen, Valencia, CA). Reverse transcription was performed using standard procedures (Super Script first-strand synthesis system; Qiagen) with 1 μg of total RNA. Quantitative real-time polymerase chain reaction (qPCR) was performed using iQ SYBR Green Supermix on an iCycler real-time detection system (Bio-Rad Laboratories, Inc., Hercules, CA). qRT-PCR was performed with specific primers (Provided in Supplementary Table 5).

### Cell culture, inhibitors, cytokines, and transfection

Human umbilical vein EC (HUVEC) was from Yale Endothelial Cell Facility (Yale University). Primary mouse retinal endothelial cells were isolated from P7 mouse retinas by the method described previously^59,60^. Briefly, mouse retinas were digested with 1 μg/ml collagenase CLS2 (Worthington) in Dulbecco’s modified Eagle’s medium (DMEM; Sigma) containing 50 μg/ml gentamycin and 2 mM glutamine in a shaker for 2 h at 37 °C. The cell pallet was separated by centrifugation in 20% bovine serum albumin (BSA)–DMEM (1,000 × g, 20 min). The microvessels obtained in the pellet were further digested with 1 μg/ml Collagenase/Dispase (Roche) in DMEM for 1.5 h at 37 °C. Retinal endothelial cell clusters were separated on a 33% continuous Percoll gradient, and washed twice in DMEM before planting on collagen type IV and human fibronectin-coated 35-mm plastic dishes. Cultures were maintained in DMEM supplemented with 20% FBS and 1 ng/ml basic fibroblast growth factor (Roche). When the cultures reached 80% confluency (5–6 days in vitro), the endothelial cells were passed by brief treatment with trypsin (0.05% wt/vol)–EDTA (0.02% wt/vol) solution (Sigma) for experiments. Mouse retinal EC were confirmed by positive immunostaining for EC markers CD31 (or PECAM-1) and von Willebrand factor (vWF) with negative for astrocyte marker GFAP and pericyte marker NG2.

LY3214996 (ERK inhibitor), SP600125 (JNK inhibitor), SB203580 (p38 MAPK inhibitor) were purchased from EMD Millipore. GS444217 (ASK1 inhibitor) was purchased from Gilead Company.

Human recombinant TGFβ were from R&D Systems Inc. (Minneapolis, MN) and used at 10 ng/ml. siRNAs were purchased from Santa Cruz: si-Tfam (sc-45912), si-Cox10 (sc-72304), si-Trx2 (sc-44173). siRNAs (20 μM) were transfected into cells by Oligofectamine (Life Technologies, Inc.; Invitrogen), following protocols provided by the manufacturer (Invitrogen). At 48 h post-transfection, cells were harvested for protein analysis.

### Mitochondrial function assays

Cellular oxygen consumption was assessed using the Seahorse XF96 analyzer. Briefly, 20,000 ECs were seeded into each well of gelatin-coated XF96 cell culture microplates and cultured in a growth medium. On the day of the experiment, the ECs were washed and then cultured in Agilent Seahorse XF Base Medium (supplemented with 25 mM glucose and 1 mM pyruvate) in a non-CO_2_ incubator at 37 °C for 1 h. The cells were then transferred to a temperature-controlled Seahorse analyzer to perform the mitochondrial stress test. After obtaining three basal respiration measurements, we obtained three respiration measurements after adding the coupled respiration inhibitor oligomycin (1 μM) to assess ATP production and proton leak. We measured maximal respiration three times after adding 1 μM carbonyl cyanide-4-(trifluoromethoxy) phenylhydrazone, and measured spare respiratory capacity and non-mitochondrial respiration after adding 0.5 μM rotenone and 0.5 μM antimycin A. Results were analyzed with Wave software (Agilent Technologies).

### Detection of mitochondrial DNA contents and mtROS production

Mitochondrial DNA was measured by real-time-PCR as described previously^22^. To measure mitochondrial ROS (mtROS) production in WAT samples, epididymal WAT was isolated from 14-week-old WT/*Trx2*^*ADKO*^ mice, placed in OCT compound (without fixation), and frozen. The fresh frozen 30-μm sections were washed in PBS for 15 min and then incubated with 2.5 μM MitoSOX (Molecular Probes; M36008) at 37 °C for 10 min followed by detection under microscope with the emission/excitation at 580 / 510 nm. The sections were washed again with PBS, stained with DAPI, and visualized using a fluorescent microscope (Zeiss). Fluorescence intensity were quantified in an average of six random fields per section. To determine mtROS production in differentiated adipocytes (day 8), adherent cells were washed with PBS three times and then incubated in 2.5 μM MitoSOX at 37 °C for 10 min. Images were acquired using a confocal microscope (Zeiss).

### Isolation of mitochondria and assessment of mitochondrial function

Mitochondria from ECs were isolated using a mitochondria isolation kit for tissue (Thermo Scientific; 89874) according to the manufacturer’s instructions. To determine the amount of ATP generated by the mitochondria, the cell pellet containing mitochondria was resuspended in sterile distilled water and assessed with an ATP bioluminescent assay kit (Sigma Aldrich; FLAA) following the manufacturer’s protocol.

For protein analyses, the cytosolic fraction and pellet containing mitochondria were boiled with Laemmli buffer, loaded on an SDS-PAGE gel and analyzed by Western blotting.

### EdU incorporation assays

For EdU incorporation assay in vitro, cells were incubated with 10 μM 5-ethynyl-2′-deoxyuridine (EdU) for 4 h prior to fixation with 4% PFA for 30 min at room temperature. Once fixed, cells were subjected to EdU assays using the Click-iT EdU kits (ThermoFisher Scientific).

For in vivo EdU incorporation assay, 100 μg EdU (Sigma) per gram of body weight dissolved in sterile PBS was injected intraperitoneally into the pups. 4 h after EdU injection, retinas were harvested and subjected to EdU assays using the Click-iT EdU kits (ThermoFisher Scientific).

### A transwell migration assay

Cell migration was examined using Transwell fitted with polycarbonate filters (8-μm pore size) (Corning Inc.). Briefly, the under surface of the filters were coated overnight at 4 °C with fibronectin (20 μg/ml) in PBS (pH 7.4). The coating solution was removed from the lower chamber before filling with migration medium. The lower chambers were filled with DMEM containing 0.5% BSA, with or without VEGF (50 ng/ml). Cells were harvested in PBS containing 5 mM EDTA, and after washing with DMEM containing 5 mM MgCl_2_, cells were resuspended to a concentration of 1 × 10^6^ cells/ml DMEM containing 0.5% BSA. We loaded 1 × 10^5^ cells (0.1 ml) into each upper chamber and cells were cultured for 6 h at 37 °C in the presence of 5% CO_2_ in a humidified incubator. Cells that did not migrate through the coated filters were removed with cotton swabs, and cells that migrated to the lower surfaces of the filters were stained for 30 min with 0.2% crystal violet in 10% ethanol. Cells on the lower surfaces of the filters were imaged under microscope and quantified.

### Three-dimensional bead sprouting assay

HUVECs were transfected with siRNAs overnight by Lipofectamine RNAiMAX following protocols provided by the manufacturer (Invitrogen) and changed to fresh prepared Microvascular Endothelial Cell Growth Medium-2 MV (EGM2, Lonza). Three-dimensional bead sprouting assay was performed according to a published protocol^58,61^. Briefly, cells were harvested at 24 h post-transfection and were coated with Cytodex 3 microcarrier beads (C3275, Sigma) with a concentration of 400 cells per bead in EGM2 medium. These coated beads were embedded in 2 mg/ml fibrin gels in 24-well plates by mixing 2 mg/ml fibrinogen (Calbiochem) in DPBS, 0.625 U/mL thrombin (Sigma-Aldrich), and 0.15 Units/ml aprotinin (Sigma-Aldrich). EGM2 medium containing fibroblasts (20,000 per well) was added to each well. The cells were cultured and maintained for 2–8 days by changing the medium every other day. Bright-field images were captured with Axiovert 200 (Zeiss) at ×10 magnification and sprout lengths were measured with NIH Image J.

### Cytotoxicity assay

A LIVE/DEAD viability/cytotoxicity assay Kit (ThermoFisher, L3224) was performed. The commercial kit consists of a two-color fluorescence cell viability assay with two probes that recognize intracellular esterase activity (calcein AM) and plasma membrane integrity (ethidium homodimer) and consequently produce green fluorescence in live cells and red in dead cells. Reagents were used according to manufacturer specifications. Fluorescent images were obtained using Axiovert 200 (Zeiss) at 10X magnification immediately upon completion of the assay.

#### scRNA-seq analyses

##### Methods for single-cell FACS sorting

Retinal tissues (n = 3 mice for each group) were sliced into small fragments roughly 6–10 mm^3^. The finely minced tissue is transferred to a digestion mix consisting of DMEM + 1 mg/ml collagenase type A + 0.5 mg/ml dispase for 1 h at 37 °C and pipetting every 10 min. DAPI is used to detect dead cells. The cell suspension is passed through a 100 μm filter before sorting. A FACS machine is used to sort CD31^+^CD45^-^ live ECs. Single cells are sorted into 0.04% BSA/PBS with 5000–10,000 cells are sufficient.

##### Methods for droplet-based scRNA-seq library preparation and sequencing

Sorted cells were processed for scRNA library preparation using the Chromium™ Single Cell Platform (10x Genomics) as per the manufacturer’s protocol. Briefly, single-cell suspensions were partitioned into Gel Beads in Emulsion in the Chromium™ system (10x Genomics), followed by cell lysis, and barcoded reverse transcription of RNA and cDNA amplification. Final scRNA-seq libraries were sequenced on an Illumina NextSeq 6000.

##### Data processing of scRNA-seq

Alignment, filtering, barcode counting, and unique molecular identifier (UMI) quantification for determining gene transcript counts per cell (generating a gene-barcode matrix) were performed by the count function of Cell Ranger (v3.0.2; 10x Genomics) with default parameters and the mouse reference genome, mm10 (Ensembl build 93). Filtered feature-barcode matrices for each library from the Cell Ranger workflow were further analyzed using the Seurat R package (v.4.1.1)^62^. Cells and genes were filtered based on quality following standard procedures. Cells with a unique feature count between 500 and 6000 and with less than 20% mitochondria content, and genes expressed in more than three cells were retained. In addition, to further enrich for ECs, only cells expressing *Pecam1* and not *Ptprc*, were kept for subsequent analyses. Normalization and variance stabilization was performed with Seurat SCTransform function (v2)^63^ with the glmGamPoi package^64^. The RunUMAP function with 30 dimensions in its default setting was applied to obtain the UMAP projections. The FindClusters function with a 0.8 resolution was carried out to cluster cells into different groups. Cell clusters were annotated into EC subtypes based on visual inspection (Supplementary table 1) and GO analyses (Supplementary Table 2) of the positive differentially expressed genes for each cluster compared to all other cells. To identify differential expression genes between WT and the different mutants within ECs, the Seurat FindMarkers function was applied with the default parameter using a Wilcoxon Rank Sum test and excluding cells from clusters 8 and 9 which were identified as pericytes cells and neuron cells. Genes were considered significantly differentially expressed when the adjusted *p*-value, based on Bonferroni correction using the total number of genes in the dataset, was below 0.05.

Gene Ontology analysis was performed on the DEGs by GOstats Bioconductor package (v2.46.0)^65^. False discovery rate (FDR) was adjusted by p.adjust function in R with “method = ”BH”” parameter.

### Statistics and reproducibility

Group sizes were determined by an a priori power analysis for a two-tailed, two-sample Student’s *t* test with an α of 0.05 and power of 0.8, in order to detect a 10% difference in lesion size at the endpoint. Animal were grouped with no blinding but randomized during the experiments. Male and female animals were used in equal numbers for all experiments. No samples or animals were excluded from analysis. All quantifications (lesion sizes, junctional integrity, sprout length and lumen) were performed in a blind fashion. All figures are representative of at least three experiments unless otherwise noted. All graphs report mean ± standard error of mean (SEM) values of biological replicates. The normality and variance were not tested to determine whether the applied parametric tests were appropriate. Comparisons between two groups were performed by unpaired, two-tailed Student’s *t* test, between more than two groups by one-way ANOVA followed by Tukey’s multiple comparisons test or by two-way ANOVA followed by Sidak’s multiple comparisons test using Prism 6.0 and 8.0 software software (GraphPad). *P* values were two-tailed and values <0.05 were considered to indicate statistical significance. Exact *p*-values and the respective test/analysis are listed in the figure and legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

## Source data

Source Data

## Data Availability

All data, including data associated with main figures and supplementary figures, are available within the article or in the online-only Data Supplement or from the corresponding author on request. Source data are provided with this paper. Accession codes, unique identifiers, or web links for publicly available datasets: scRNA-seq data have been deposited and accession codes are provided. The scRNA-seq data have been uploaded to the Gene Expression Omnibus (GEO) data repository (http://www.ncbi.nlm.nih.gov/projects/geo/) under accession number GSE172230. Source data are provided with this paper. A list of figures that have associated raw data: Main figures (Figs. 1–9), Supplementary tables (Tables 1–3) and Supplementary figures (Figs. 1–10) associated with raw data are presented in the source data. A description of any restrictions on data availability: No restrictions on data availability. Source data are provided with this paper.

# Supplementary material for: Mitochondrial dysfunction induces ALK5-SMAD2-mediated hypovascularization and arteriovenous malformations in mouse retinas
**Source:** Nat Commun. 2022 Dec 10;13:7637. doi: 10.1038/s41467-022-35262-w
**Supplement:** Supplementary file 1 — Supplementary Information

SUPPLEMENTARY FIGURE AND LEGENDS

Supplementary Figure 1. Silencing of *Tfam*, *Cox10*, or *Trx2* did not induce significant cell death during the sprouting assay.

Supplementary Figure 2. Depletion of *Tfam*, *Cox10* and *Trx2* in retinal vessels.

Supplementary Figure 3. EC ROS generation is not associated with retarded vessel growth.

Supplementary Figure 4. *Tfam*^{ECKO}, *Cox10*^{ECKO} and *Trx2*^{ECKO} retinas exhibit microaneurysm at advanced ages.

Supplementary Figure 5. *Tfam*^{ECKO}, *Cox10*^{ECKO} and *Trx2*^{ECKO} retinas exhibit AVM at advanced ages.

Supplementary Figure 6. The scRNA-seq analyses from WT, *Tfam*^{ECKO}, *Cox10*^{ECKO} and *Trx2*^{ECKO} retinas.

Supplementary Figure 7. ALK5 inhibitor rescues mitochondrial dysfunction-impaired EC sprouting.

Supplementary Figure 8. ALK5 inhibitor rescues the retarded vessel growth in the mutant mice.

Supplementary Figure 9. ALK5 inhibitor rescues the retarded vascular malformation in the mutant mice.

Supplementary Figure 10. *Smad2* genetic deficiency rescues the vascular malformation in *Tfam*^{ECKO} mice.

Supplementary Figure 11. Uncut gels for Supplemental Figures.

Supplementary Table 1. List of PCR primers.

Supplementary Table 2. List of antibodies.

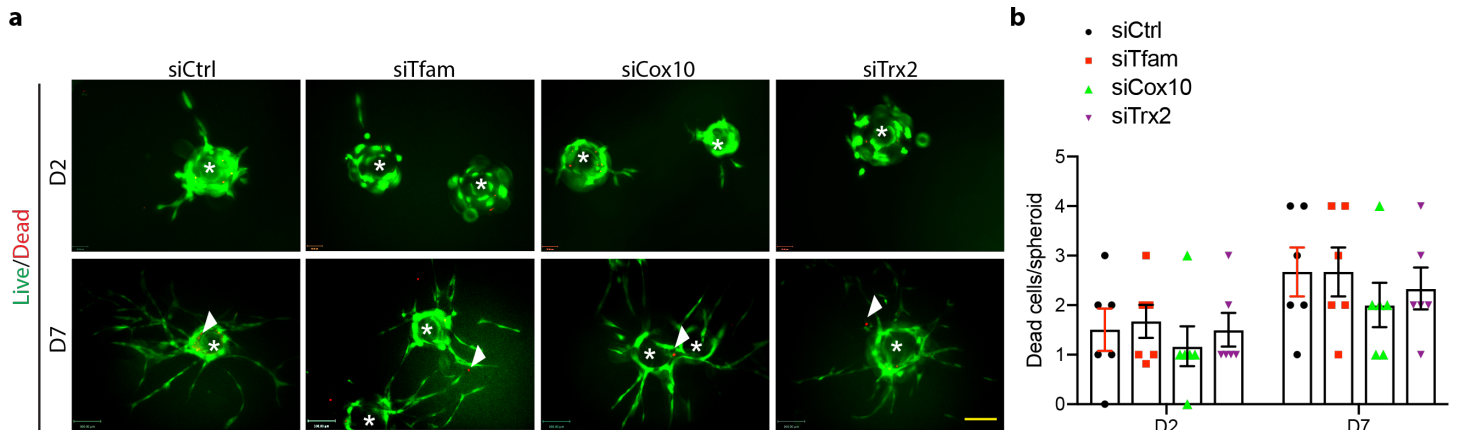

Supplementary Fig.1. Silencing of *Tfam*, *Cox10*, or *Trx2* did not induce significant cell death during the sprouting assay.

a-b. 48h after transfection with siRNA, HUVECs were coated with microbeads and grew in EGM2 medium as indicated days and stained with live/dead viability/cytotoxicity molecular probes. (a) Live cells were stained in green while dead cells were stained in red. Asterisks indicate beads and arrowheads for dead cells. (b) Quantification of dead cell number. 10 spheroids from each group were counted and three independent experiments were performed. Data are means $\pm$ SEM. *P* values are indicated, using one-way ANOVA followed by Tukey's multiple comparisons test. ns: non-significance ($P>0.05$). Scale bar: 50 μ m. Source data are provided as a Source Data file.

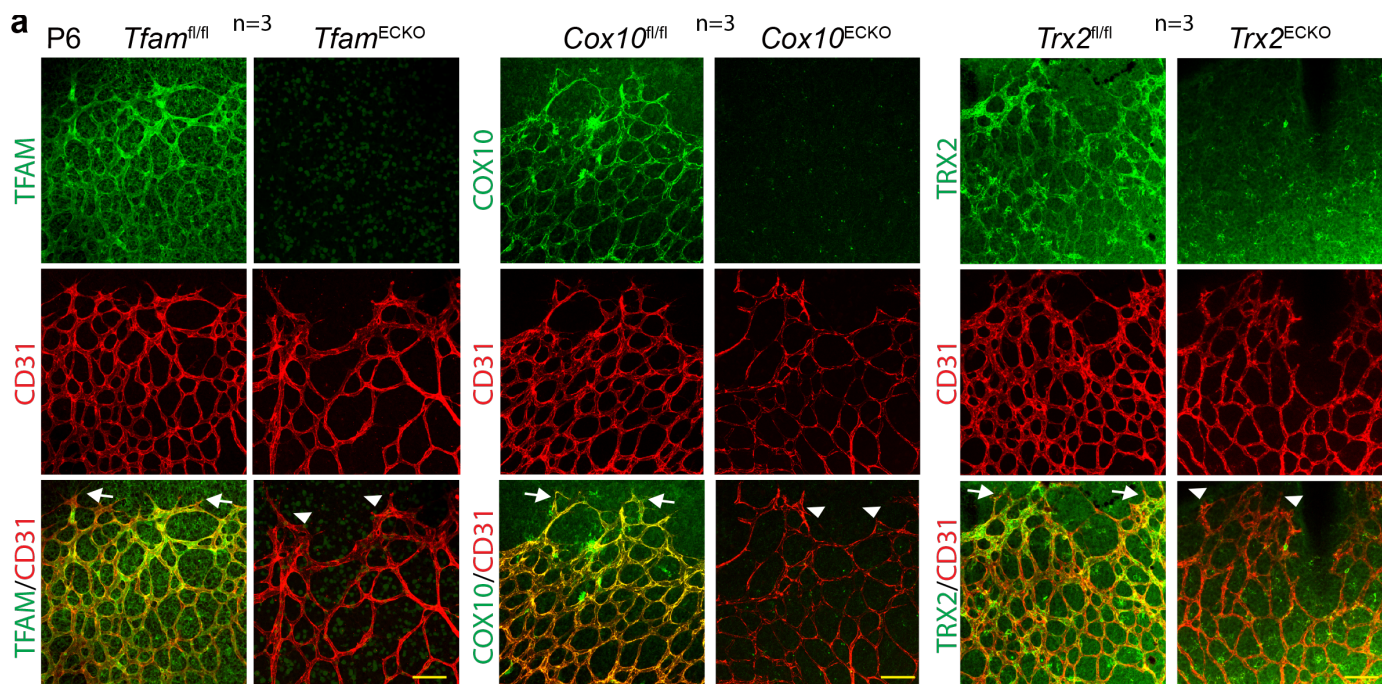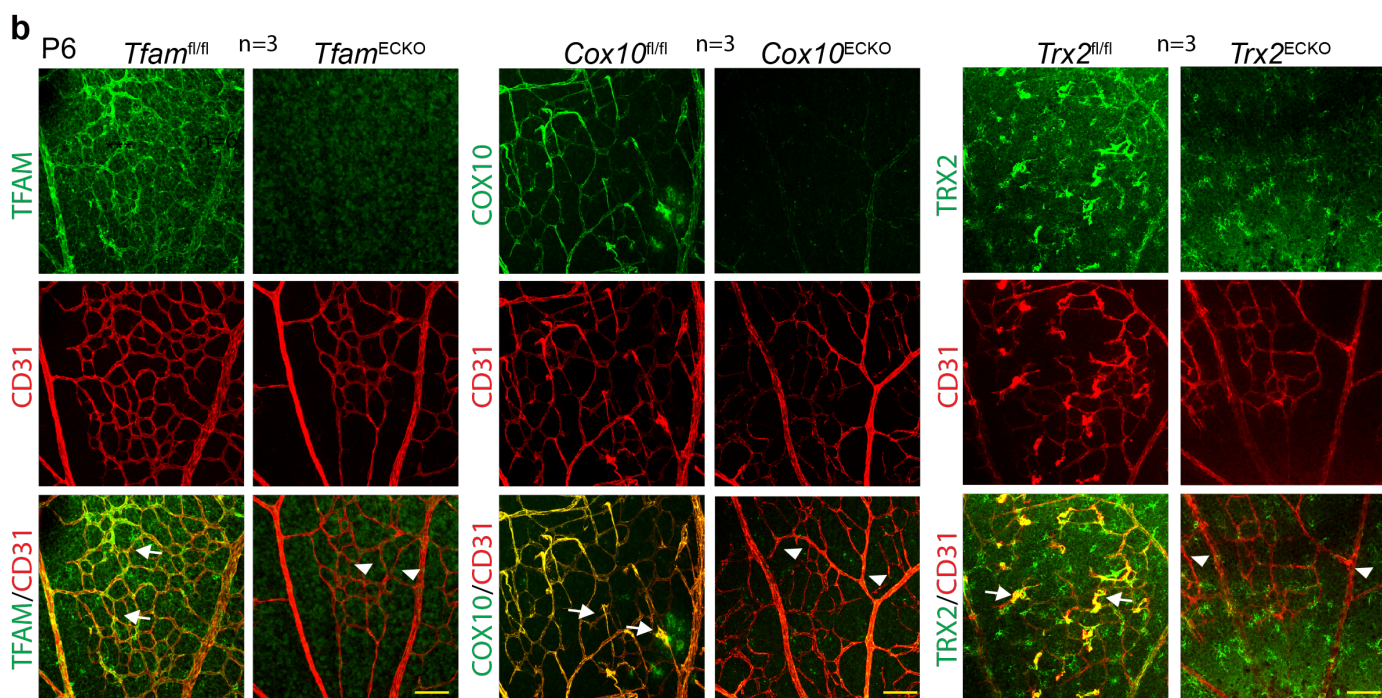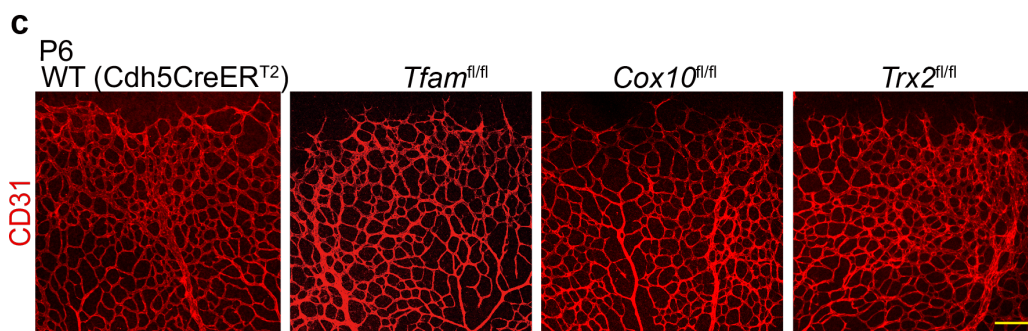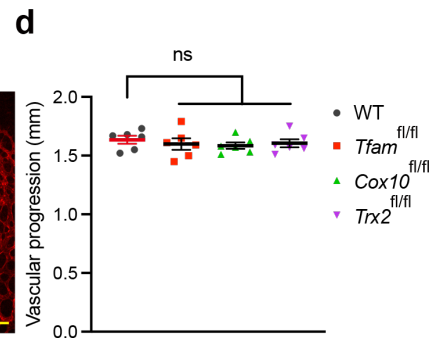

Supplementary Fig.2. Depletion of *Tfam*, *Cox10* and *Trx2* in retinal vessels.

a-b. Paired littermates of *Tfam*^{fl/fl} vs *Tfam*^{fl/fl}:*Cdh5CreER*^{T2}, *Cox10*^{fl/fl} vs *Cox10*^{fl/fl}:*Cdh5CreER*^{T2}, *Trx2*^{fl/fl} vs *Trx2*^{fl/fl}:*Cdh5CreER*^{T2} were fed with tamoxifen at postnatal days (P) 1-3. The deletion efficiency of *Tfam*, *Cox10*, or *Trx2* in ECs was verified by whole-mount staining of the retinas with CD31 (red) together with TFAM, COX10 or TRX2 (green), respectively. Peripheral (A) and central areas (B) are shown. Arrows indicate positive vessels while arrowheads for negative vessels. n=3 mice for each strain. **c-d.** The floxed mice (*Tfam*^{fl/fl}, *Cox10*^{fl/fl} and *Trx2*^{fl/fl}) showed similar vascular progression as WT (*Cdh5CreER*^{T2}) mice as visualized by whole mount staining with CD31 (c). Vascularized areas were quantified as a percentage of CD31 area/the total retinal surface (d). n=6 mice for each strain. Data are means ± SEM. ns: non-significance (P>0.05), using one-way ANOVA followed by Tukey's multiple comparisons test. Scale bar: 50 μm (a, b); 100 μm (c). Source data are provided as a Source Data file.

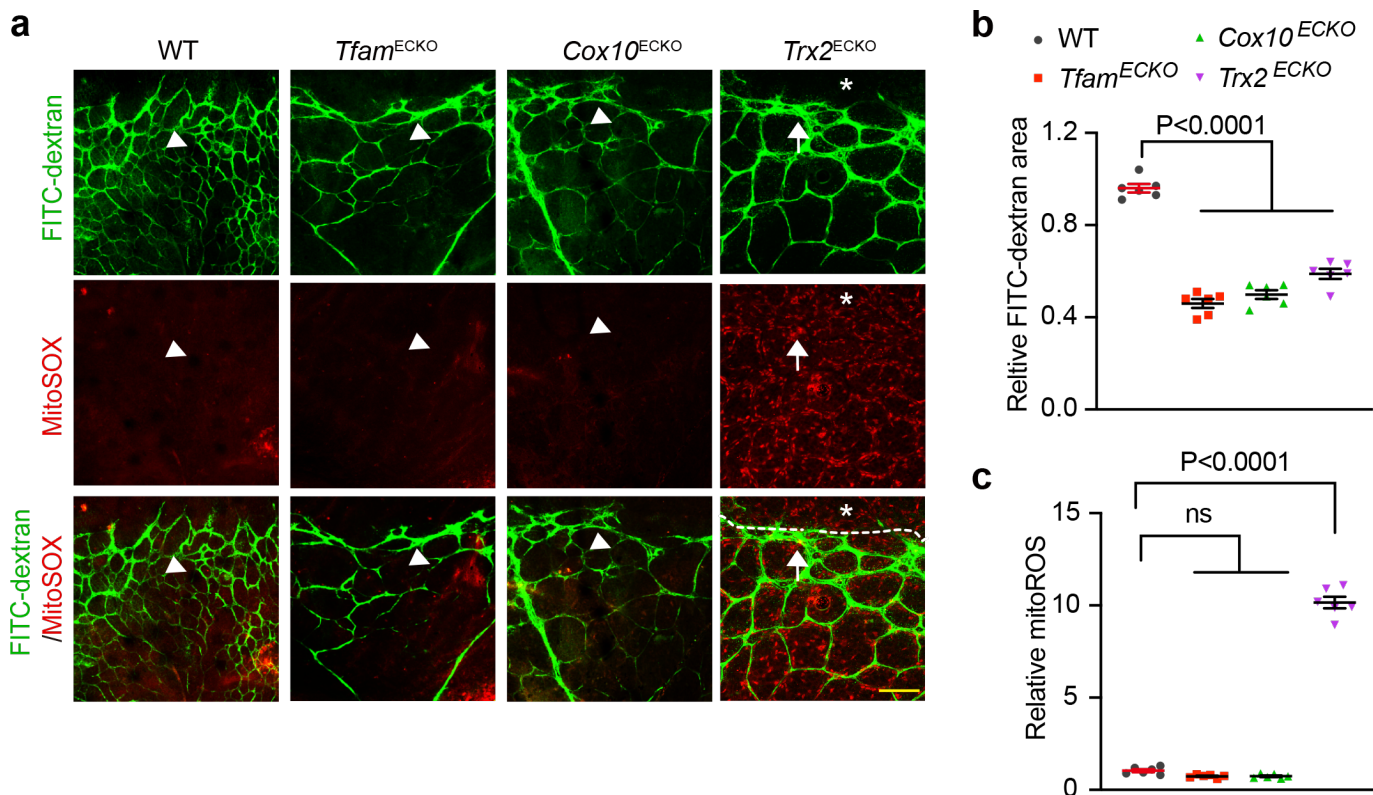

Supplementary Fig.3. EC ROS generation is not associated with retarded vessel growth.

a-c. P6 pups were injected retro-orbitally with FITC-dextran (2000 kDa) for 5 min and fresh retinas were subjected to MitoSox in situ staining (red). Arrowheads and arrows indicate mitoSOX⁻ and mitoSOX⁺ vascular areas, respectively. A mitoSOX⁺ area outside the vasculature (separated with a dashed line) in *Trx2*^{ECKO} retina was indicated by an asterisk. Quantification of FITC-dextran⁺ vascular areas (d) and mean fluorescence intensity (f). n=6 mice per group. Data are means ± SEM. *P* values are indicated, using one-way ANOVA followed by Tukey's multiple comparisons test. Scale bar: 25 μm (a). Source data are provided as a Source Data file.

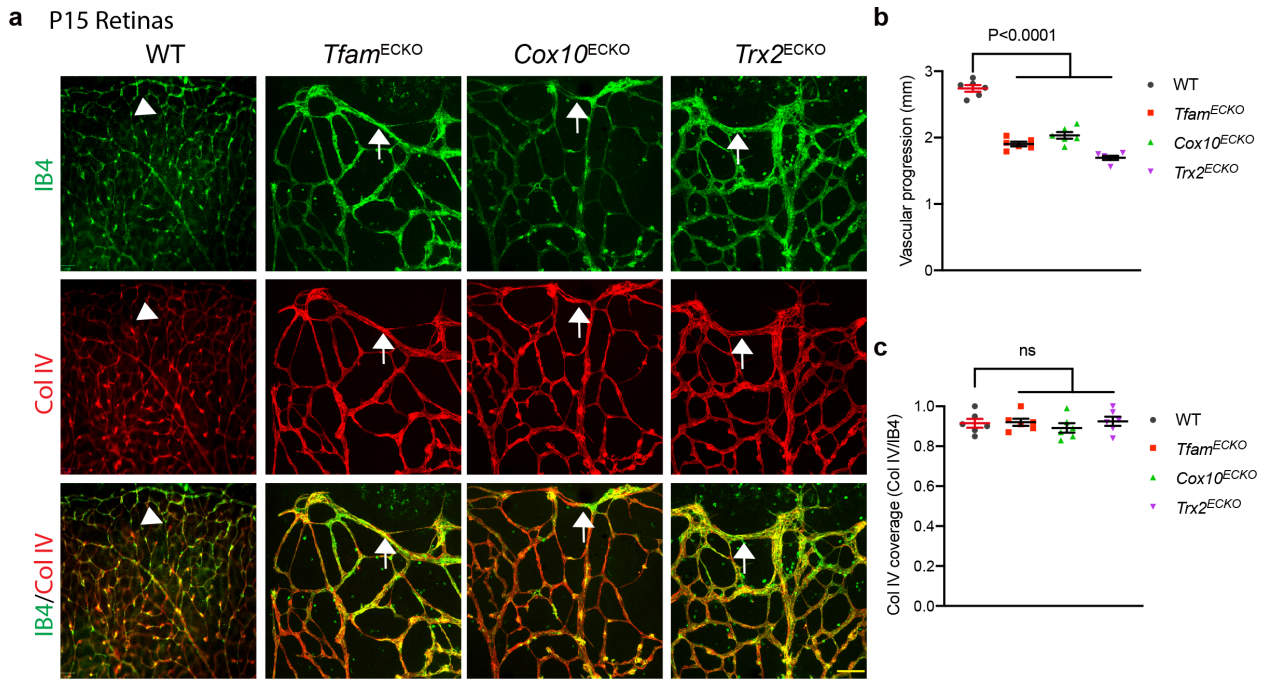

Supplementary Fig.4. *Tfam*^{ECKO}, *Cox10*^{ECKO} and *Trx2*^{ECKO} retinas exhibit microaneurysm at advanced ages.

a. Visualization of collagen IV. P15 retinas were subjected to whole mount staining for IB4 with Col IV. Arrowhead and arrow indicate normal vessel in WT and AVM in the mutant retinas, respectively. **b-c.** Vascular progression (the distance of radial extension of the vascular plexus from the optic center) and Col IV coverage (Col IV/IB4 ratio) were quantified (b, c). $n=6$ mice per group. Data are means $\pm$ SEM. P values are indicated, using one-way ANOVA followed by Tukey's multiple comparisons test. ns: non-significance ($P>0.05$). Scale bar: 50 μ m (a). Source data are provided as a Source Data file.

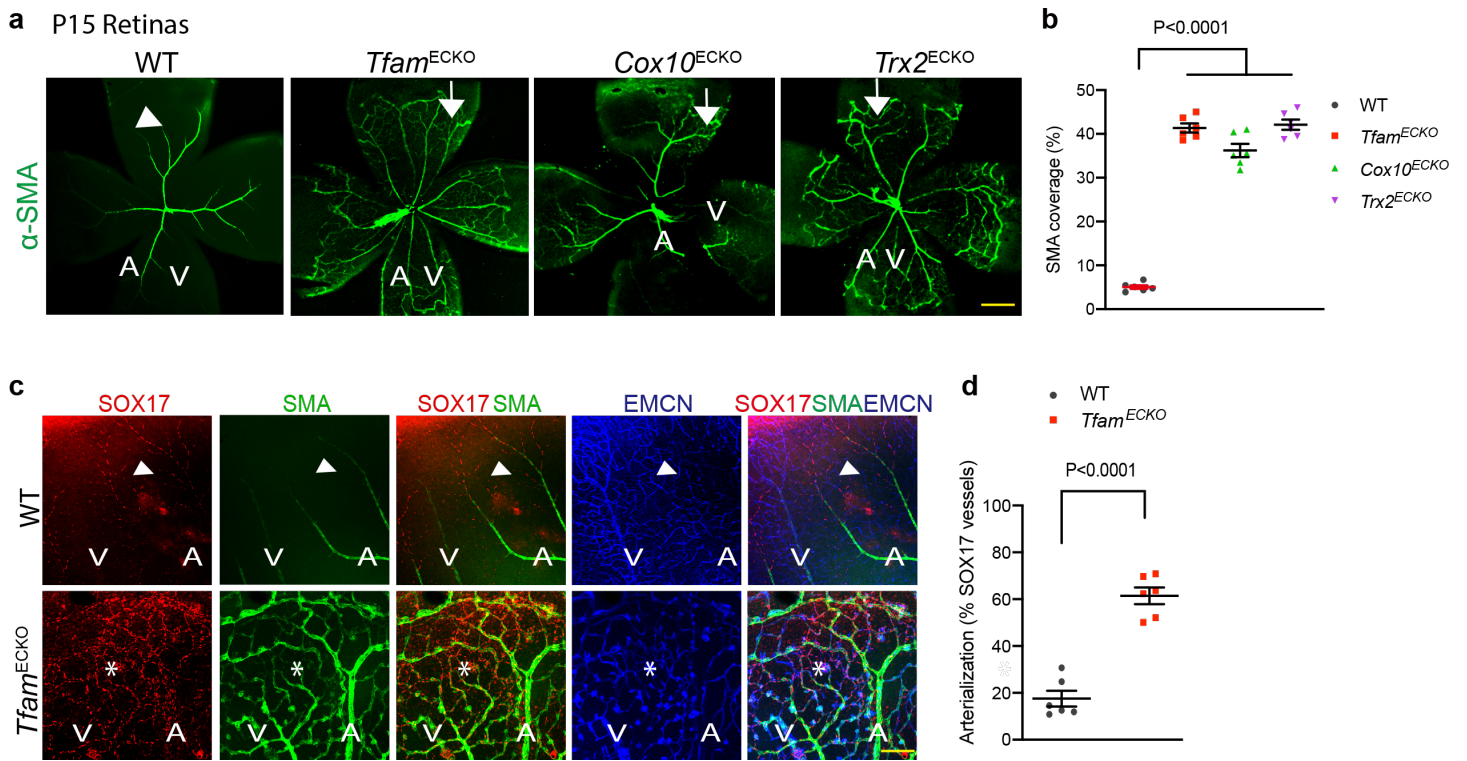

Supplementary Fig.5. *Tfam*^{ECKO}, *Cox10*^{ECKO} and *Trx2*^{ECKO} retinas exhibit arteriovenous malformation (AVM) at advanced ages. **a.** P15 retinas from WT, *Tfam*^{ECKO}, *Cox10*^{ECKO} and *Trx2*^{ECKO} were subjected to whole mount staining for α -SMA. Arrowhead and arrow indicate normal α -SMA⁻ microvessel area in WT and α -SMA⁺ microvessels in the mutant retinas, respectively. A: artery; V: vein. **b.** α -SMA area/retina area ratios in each group were quantified. n=6 mice per group. **c.** P15 retinas from WT and *Tfam*^{ECKO} were subjected to whole mount co-staining with SOX17, α -SMA and endomucin (EMCN). Arrowhead and arrow indicate normal SOX17⁻ microvessel area in WT and SOX17⁺ microvessels in the mutant retinas, respectively. A: artery; V: vein. **d.** SOX17⁺ microvessels in each group were quantified. n=6 mice per group. Data are means $\pm$ SEM. *P* values are indicated, using one-way ANOVA followed by Tukey's multiple comparisons test. Scale bar: 1 mm (a); 100 μ m (c). Source data are provided as a Source Data file.

a

Sample	Estimated cell number	Median genes per cell	Reads mapped to genome	Median UMI counts per cell
WT	1,969	2,583	95.00%	6,938
<i>Tfam</i> ^{ECKO}	897	2,549	94.50%	6,954
<i>Cox10</i> ^{ECKO}	1,216	2,704	94.60%	8,007
<i>Trx2</i> ^{ECKO}	1,105	1,722	94.80%	5,037

b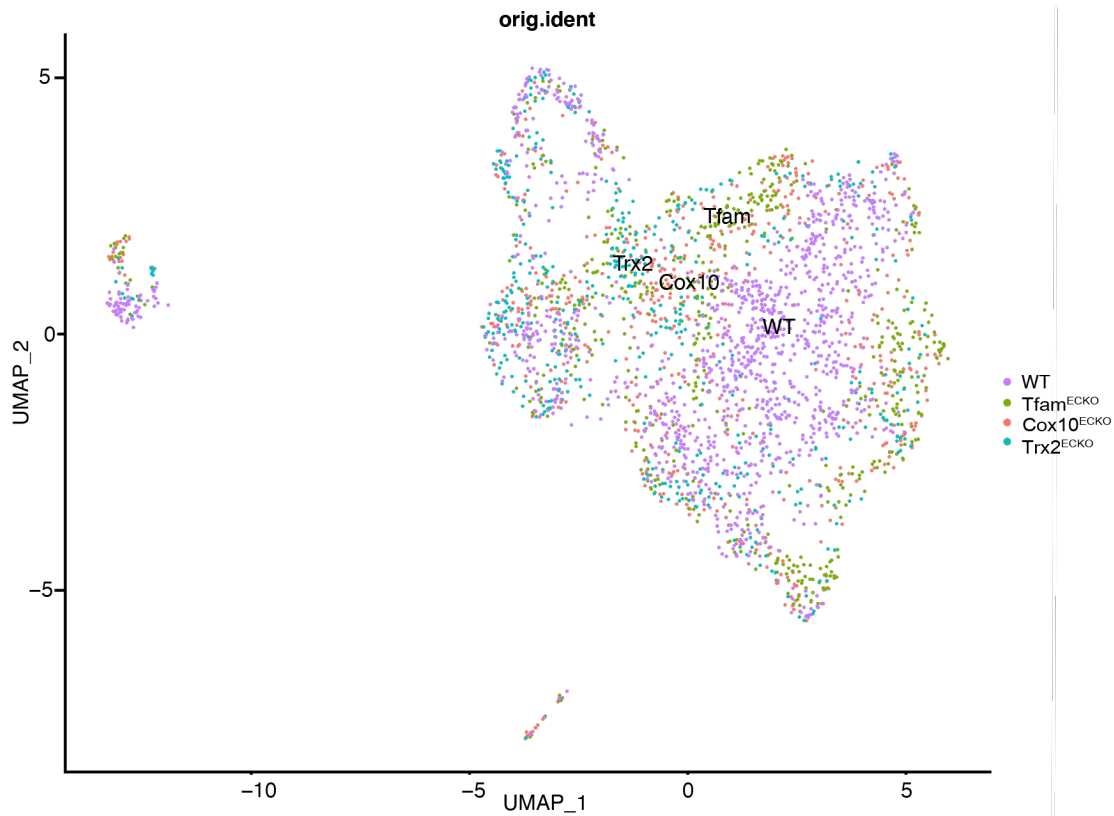

Supplementary Fig.6. The scRNA-seq analyses from WT, *Tfam*^{ECKO}, *Cox10*^{ECKO} and *Trx2*^{ECKO} retinas. a. Statistics of scRNA-seq in retinal ECs isolated from WT, *Tfam*^{ECKO}, *Cox10*^{ECKO} and *Trx2*^{ECKO} retinas. WT had more ECs collected compared to the mutant retinas but similar median genes per cell were obtained for 4 groups. **b.** UMAP projections for single-cell transcriptomes in ECs from WT, *Tfam*^{ECKO}, *Cox10*^{ECKO}, and *Trx2*^{ECKO} retinas colored accordingly to the sample of origin. Source data are provided as a Source Data file.

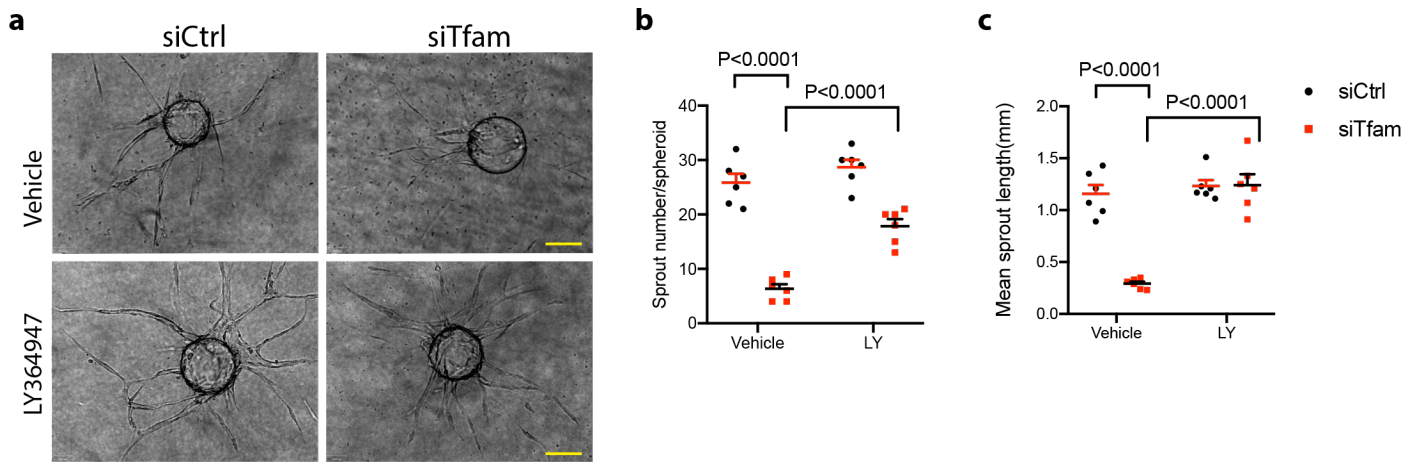

Supplementary Fig.7. ALK5 inhibitor rescues mitochondrial dysfunction-impaired EC sprouting in a 3D sprouting model. HUVECs were transfected with control or *Tfam* siRNAs. 48 h after transfection, cells were applied to spheroid sprouting assays in the absence or presence of ALK5 inhibitor LY364947 (5 μ M). Imager were taken on day 7 (**a**), and quantification of the sprout number per spheroid (**b**) and mean sprout lengths (**c**) 10 spheroids per sample were counted. Data are duplicates from and three independent experiments. Data are means $\pm$ SEM. *P* values are indicated, using two-way ANOVA followed by Sidak's multiple comparisons test. Scale bar: 10 μ m (**a**). Source data are provided as a Source Data file.

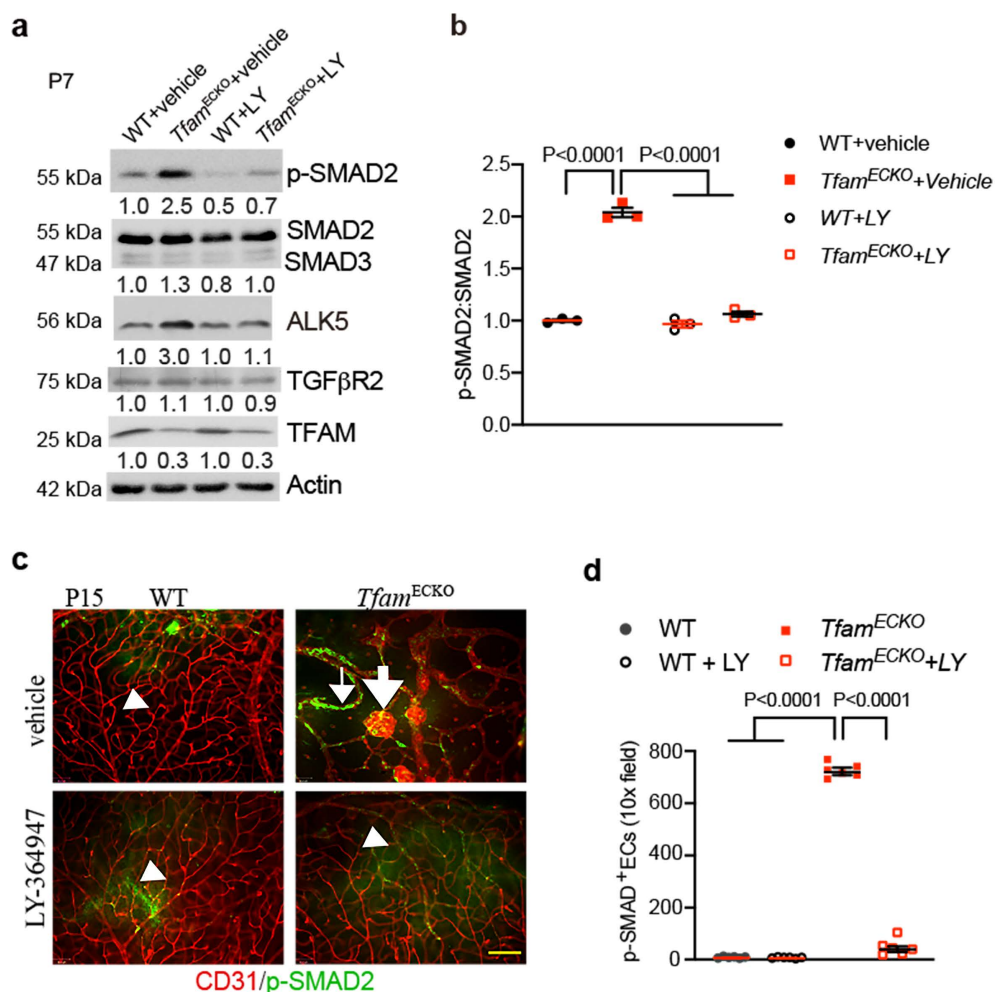

Supplementary Fig.8. ALK5 inhibitor attenuates EC proliferation and the retarded vessel growth in *Tfam*^{EKO} retinas. WT and the mutant pups were received i.p. injection of vehicle or ALK5 inhibitor LY364947 compound at 5 μ g/g body weight daily from P2-P6 or P2-P14. Mice were subjected to analyses at P7 or P15. **a-b.** Retina lysates were subjected to Western blotting with respective antibodies. Protein levels were quantified and presented as fold changes by vehicle WT as 1.0. Ratios of p-SMAD2:SMAD2 are presented as a graph. N= 3 mice per group. **c-d.** Visualization of p-SMAD2. P15 retinas were subjected to whole mount co-staining with p-SMAD2 and CD31. Arrowheads and arrows indicate normal SMAD2⁻ vessels in WT and SMAD2⁺ vessels in the mutant retinas, respectively. A large arrow indicates SMAD2/3⁺ microaneurysm. Scale bar: 25 μ m (c). Number of SMAD2⁺ ECs (p-SMAD2⁺ in CD31 vessels) were quantified. n=6 mice per group. Data in b and d are means $\pm$ SEM. *P* values are indicated, using one-way ANOVA followed by Tukey's multiple comparisons test. Source data are provided as a Source Data file.

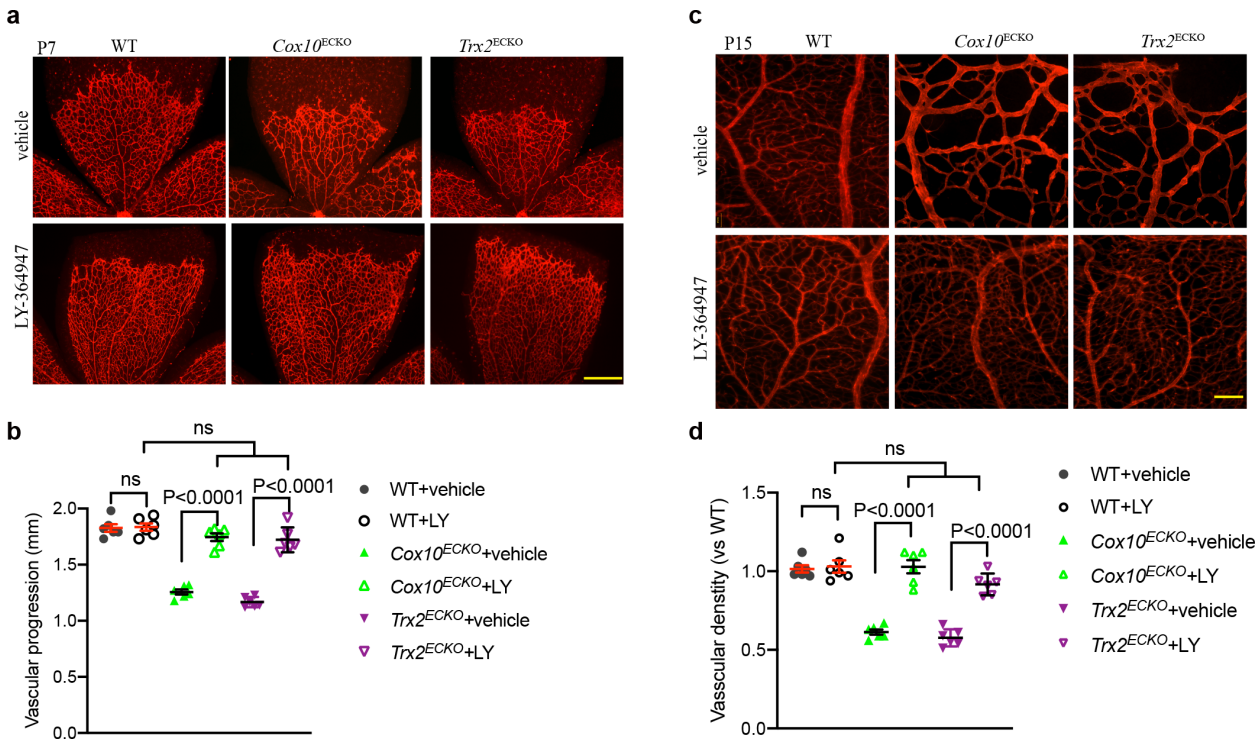

Supplementary Fig.9. ALK5 inhibitor rescues the retarded vessel growth and vascular malformation in the mutant mice. a-b. WT, *Cox10*^{ECKO} and *Trx2*^{ECKO} were injected with vehicle or ALK5 inhibitor LY364947 compound at 5 µg/g body weight daily i.p. from P2-P6 and retinas were harvested at P7 for CD31 whole-mount staining. Vascular progression (the distance of radial extension of the vascular plexus from the optic center) was quantified (b). n=6 mice per group. **c-d.** WT, *Cox10*^{ECKO} and *Trx2*^{ECKO} were injected with vehicle or ALK5 inhibitor LY364947 compound at 5 µg/g body weight daily i.p. from P2-P14 and retinas were harvested at P15 for CD31 whole-mount staining. Vessel density was quantified (d). n=6 mice per group. Data are means ± SEM. *P* values are indicated, using one-way ANOVA followed by Tukey's multiple comparisons test. ns: non-significance (*P*>0.05). Scale bar: 200 µm (b); 100 µm (c). Source data are provided as a Source Data file.

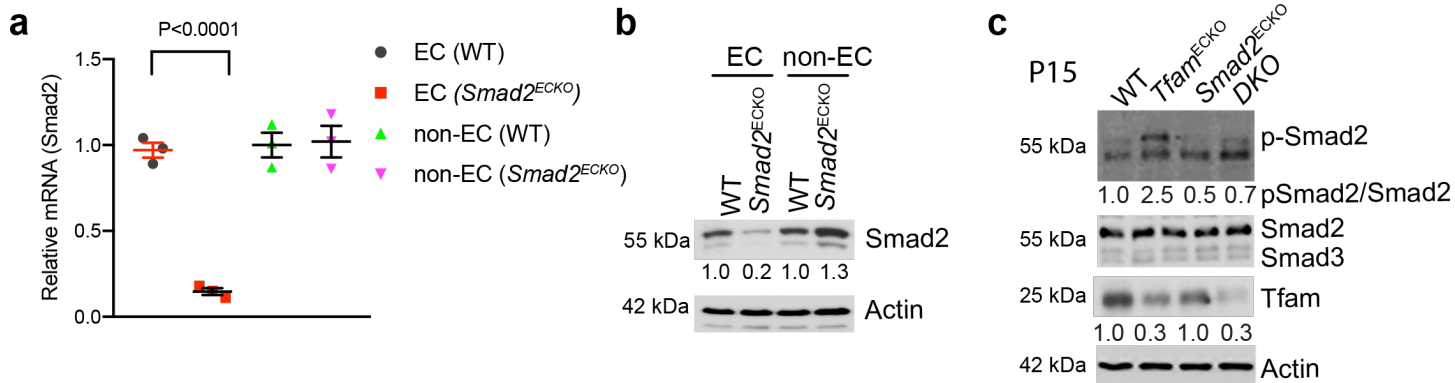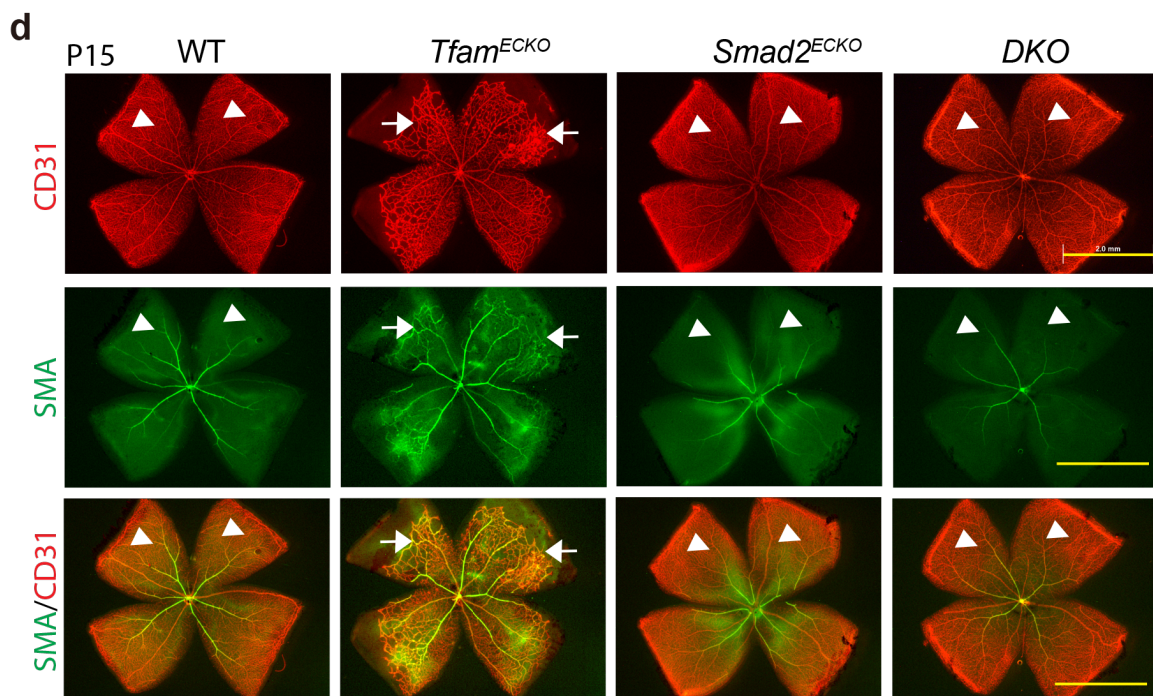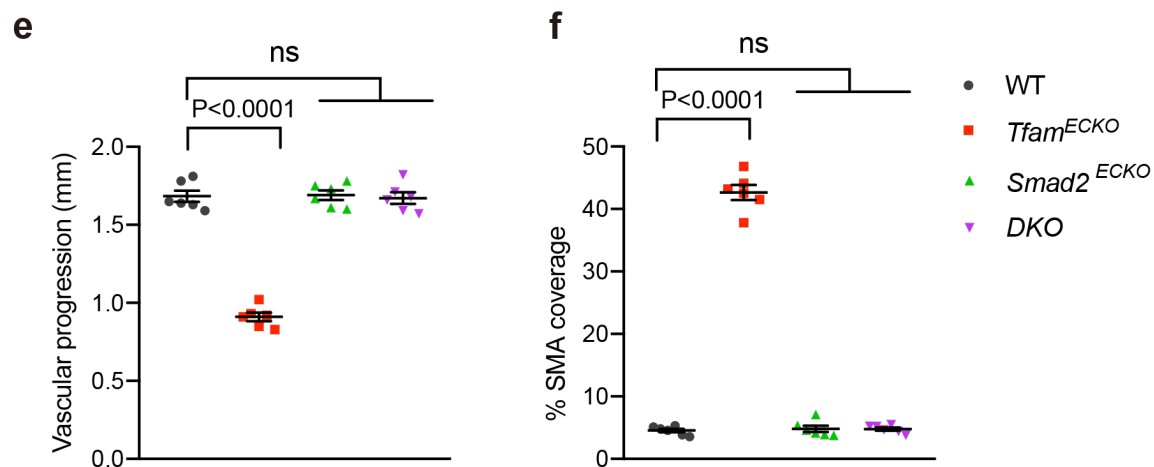

Supplementary Fig.10. *Smad2* genetic deficiency rescues the vascular malformation in *Tfam*^{ECKO} mice.

a-b. *Smad2* deletion was specifically in mouse retinal ECs but not in non-EC cells. Mouse retinal ECs were isolated from P6 WT and *Smad2*^{ECKO} retinas by CellSorting as performed for scRNA-seq. (a) *Smad2* gene expression was determined by qRT-PCR. $n = 3$; *** $P < 0.001$ by unpaired two-tailed Student's *t*-test. (b) SMAD2 protein was determined by western blotting. Representative blot from three experiments. **c.** Retinal tissues from WT, *Tfam*^{ECKO}, *Smad2*^{ECKO} and DKO were harvested at P15. Phosphor- and total SMAD2 were determined by Western blotting. Representative blots were from three experiments. **d-f.** P15 retinas from WT, *Tfam*^{ECKO}, *Smad2*^{ECKO} and DKO were subjected to whole mount staining for α -SMA and CD31. Arrowheads indicate normal α -SMA⁻ microvessel area in WT *Smad2*^{ECKO} and DKO retinas while arrows for α -SMA⁺ microvessels in the *Tfam*^{ECKO} retinas, respectively. A: artery; V: vein. **(e).** α -SMA area/retina area ratios in each group were quantified. **(f).** Vascular progression (the distance of radial extension of the vascular plexus from the optic center) was quantified. $n=6$ mice per group. Data are means $\pm$ SEM. *P* values are indicated, using one-way ANOVA followed by Tukey's multiple comparisons test. ns: non-significance ($P>0.05$). Scale bar: 200 μ m (d). Source data are provided as a Source Data file.

Supplementary Fig.11: Uncut gels

S8b

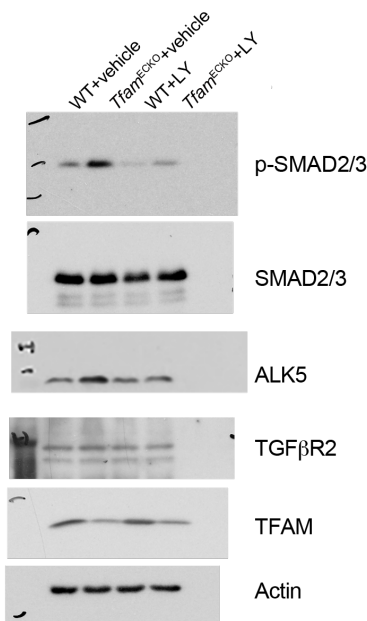

S10b

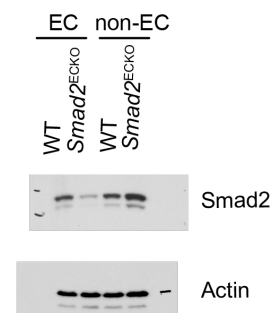

S10c

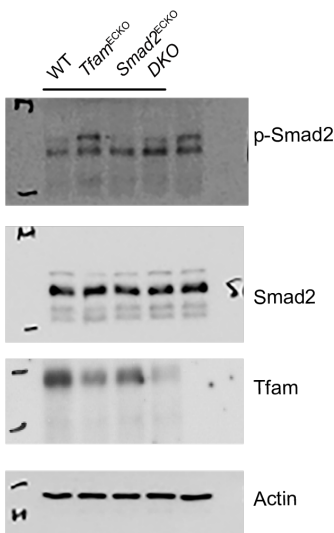

**Supplementary Table 1: Primers for genotyping, qRT-PCR or PCR:**		
Gene	Forward primer	Reverse primer
**Genotyping**		
Trx2	GGTGGCTCTATCCACCTTG	GTAATTCCTGAACTCGGGAGAG
Cox10	GGCCTGCAGCTCAAAGTGTA	GAGAGGAGTCAAGGGGACCT
Tfam	CTCTAGCCCGGGTCCTATCT	TCCCTTGGGCCTTGTTTAC
**qRT-PCR**		
Trx2	CTGGTGGCCTGACTGTAACAC	TGACCACTCGGTCTTGAAAGT
Cox10	GCAAGTGTATGATTTGCCAGGA	TGCAGTGGTACTTACAACCAGA
Tfam	ATGGCGTTTCTCCGAAGCAT	TCCGCCCTATAAGCATCTTGA
<i>18S rRNA</i>	GTAACCCGTTGAACCCCAT	CCATCCAATCGGTAGTAGCG
**Mitochondrial DNA copy**		
<i>mtDNA</i>	GCCCCAGATATAGCATTCCC	GTTTCATCCTGTTCTGCTCC
<i>Actb</i>	ACCTTCTACAATGAGCTGCG	CTGGATGGCTACGTACATGG

Supplementary Table 2: Antibodies for immunostaining			
Antibody name	Company	Cat #	Dilution
CD31, rat	BD Pharmingen	553370	2 µg/mL
CD31, Armenian hamster	Millipore	MAB1398Z	2 µg/mL
Claudin-5, rabbit	Invitrogen	34-1600	2 µg/mL
Collagen IV, rabbit	Bio-Rad	2150-1470	2 µg/mL
Collagen IV, rabbit	AbD Serotec	2150-1470	2 µg/mL
COX10	Abcam	ab84053	2 µg/mL
Endomucin, rat	Hycult Biotech	HM1108	2 µg/mL
ERG, mouse	ThermoFisher	MA5-26245	1 µg/mL
ESM1 goat	ThermoFisher	BS-3615R	2 µg/mL
Fibronectin, rabbit	Abcam	Ab2413	2 µg/mL
Fibronectin, mouse	Abcam	Ab23750	2 µg/mL
Ki67	Cell Signaling	9027	2 µg/mL
NG2, rabbit	Millipore	AB5320	2 µg/mL
αSMA	Sigma	A2547	2 µg/mL
p-SMAD2/3, rabbit	ThermoFisher	PA5-36125	2 µg/mL
p-SMAD1/5/8, rabbit	Cell Signaling	9516	2 µg/mL
SMAD1	ThermoFisher	38-5400	2 µg/mL
SMAD2/3	Cell Signaling	3102	2 µg/mL
SMAD3	Abcam	Ab40854	2 µg/mL
TFAM, mouse	Santa Cruz	sc66695	8 µg/mL
TOMM20	Abcam	ab56783	2 µg/mL
TRX2, rabbit	Santa Cruz	Sc50336	8 µg/mL
VEGFR2, goat	R&D	AF644	2 µg/mL
VE-cadherin, rat	BD Pharmingen	555289	2 µg/mL
VE-cadherin, goat	Santa Cruz	sc-6458	2 µg/mL
ZO-1, rabbit	Invitrogen	61-7300	2 µg/mL
EdU assays using the Click-iT EdU kits	ThermoFisher	C10632	n/a
Alexa Flour 594 Isolectin GS-IB4	Invitrogen	I21413	1 µg/mL
Alexa Flour 488 Donkey Anti-Rat IgG	Invitrogen	A21208	1 µg/mL
Alexa Flour 488 Donkey Anti-Goat IgG	Invitrogen	A11055	1 µg/mL
Alexa Flour 488 Donkey Anti-Rabbit IgG	Invitrogen	A21206	1 µg/mL
Alexa Flour 488 Donkey Anti-Mouse IgG	Invitrogen	A21202	1 µg/mL
Alexa Flour 594 Donkey Anti-Rat IgG	Invitrogen	A21209	1 µg/mL
Alexa Flour 594 Donkey Anti-Goat IgG	Invitrogen	A11058	1 µg/mL
Alexa Flour 594 Donkey Anti-Rabbit IgG	Invitrogen	A21207	1 µg/mL
Alexa Flour 594 Donkey Anti-Mouse IgG	Invitrogen	A21203	1 µg/mL

# Supplementary material for: Mitochondrial dysfunction induces ALK5-SMAD2-mediated hypovascularization and arteriovenous malformations in mouse retinas
**Source:** Nat Commun. 2022 Dec 10;13:7637. doi: 10.1038/s41467-022-35262-w
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☐	☒	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Axiovert 200 (Zeiss); Prism 6.0 and 8.0 software (GraphPad); Leica TCS SP8 STED; Morada CCD and iTEM (Olympus); FEI Tecnai TF20 at 200Kv; SerialEM3.8 (Boulder) on a FEI Eagle 4Kx4K CCD camera; confocal Leica SP5 microscope (Leica, Germany); confocal Zeiss Airyscan 880 microscope (Zeiss, Germany); iCycler real-time detection system (Bio-Rad Laboratories, Inc., Hercules, CA); NextSeq 6000 (Illumina, San Diego, CA)
Data analysis	NIH Image J 1.52P for imaging analyses; Prism8.0 software (GraphPad) for statistical analyses; Morada CCD and iTEM (Olympus) cellSens Dimension software; Imod4.9 (University of Colorado Boulder); Cell Ranger (v3.0.2; 10x Genomics); Seurat SCTransform function (v2); GOSTats Bioconductor package (v2.46.0)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data, including data associated with main figures and supplementary figures, are available within the article or in the online-only Data Supplement or from the corresponding author on request. Source data are provided with this paper.

- Accession codes, unique identifiers, or web links for publicly available datasets- scRNA-seq data have been deposited and accession codes are provided. The

scRNA-seq data have been uploaded to the Gene Expression Omnibus (GEO) data repository (<http://www.ncbi.nlm.nih.gov/projects/geo/>) under accession number GSE172230.

- A list of figures that have associated raw data: Main Figures (Fig.1-10) and all Supplementary tables (Tables 1-5) and figures (Fig.1-11) are associated with raw data.
- A description of any restrictions on data availability: No any restrictions on data availability.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample sizes were chosen based on each experiment being technically feasible from a work flow standpoint while also providing a reasonable number of replicates to be confident in the results. For in vivo, group sizes were determined by an a priori power analysis for a two-sided, two-sample t-test with an α of 0.05 and power of 0.8 to detect a 10% difference in lesion size at the endpoint. For in vitro experiments, no sample-size calculations have been performed in this study. At least n=3 biological triplicates were performed in all experiments unless explicitly indicated.
Data exclusions	No animals were discarded. No data were excluded from the data analyses.
Replication	All attempts at replication were successful
Randomization	Mice were randomly assigned to given treatment groups. For in vitro experiments, all comparison was conducted with appropriate controls, thus randomization was not necessary.
Blinding	For in vivo samples, the investigators were blinded to group allocation during data collection and analysis. For in vitro samples, this is not relevant because all values were determined without investigators' bias.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Antibodies for Western blotting: Antibody against COX10 (ab84053), TRX2 (ab185544) from Abcam; p-Akt (rabbit, 9271), Akt (rabbit, 9272), p-SMAD1/5/9 (13820), p-SMAD2/3 (8828), SMAD2/3 (8685), SMAD1 (9743), SMAD2 (5339), TFAM (8076) were from Cell Signaling Technology; TGF β 1 (E-AB-70130; recognizing human and mouse), and TGF β 2 (E-AB-60379) were from Elabscience; ALK1 was from Origen (AP01172PU-N) and ALK5 was from R&D (AF3025-sp; recognizing human); β -actin (mouse, A1978) were from Sigma; p-SMAD2 (44-244G) and SMAD1 (38-5400) were from ThermoFisher. All primary antibodies were diluted 1:1000. Antibodies for immunostaining: CD31 (rat, BD Pharmingen, 55330); CD31 (Hamster, Millipore MAB1398Z); Alexa Fluor 594 or 488 conjugated secondary antibodies (Invitrogen); full list antibodies for immunostaining see Supplementary Table 3.
Validation	All antibodies used are commercially available and validated for Western blotting and immunostaining by the suppliers. Additional information on specificity and species cross-reactivity, with links to key publications can be found on the manufacturer's website. We also validated antibodies using IgG isotype as controls for parallel staining.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	Human umbilical vein EC (HUVEC) were from Yale Endothelial Cell Facility (Yale University). ECs were grown in Microvascular Endothelial Cell Growth Medium-2 MV (EGM2, Lonza).
Authentication	Cell lines were not authenticated.
Mycoplasma contamination	All cell lines were tested negative for mycoplasma contamination.
Commonly misidentified lines (See ICLAC register)	No commonly misidentified cell lines were used.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Tfamfl/fl and Cox10fl/fl mice were obtained from Dr. Navdeep Chandel, Northwestern University) and Dr. Carlos Moraes (University of Miami), respectively. Trx2fl/fl, Tfamfl/fl and Cox10fl/fl mice crossed with Cdh5-CreERT2 mice in which the Cre recombinase expression is driven by the Cdh5 promoter to generate mice with inducible endothelial cell (EC)-specific deletion of these three genes. For the in vivo tamoxifen-induced gene deletion, tamoxifen (Sigma, T5648) was diluted at 10 mg/ml in corn oil and fed mice at a dose of 50 µg once daily from postnatal day (P)1 to P3. For pups, littermates were randomly separated into vehicle (WT) and tamoxifen-fed (Tfam2ECKO, Cox10ECKO and Trx2ECKO groups such that the sex ratios of mice in both groups were equal. For genetic rescue by Smad2 deficiency, Cdh5CreERT2:Tfamfl/fl were bred with Cdh5CreERT2:SMAD2fl/fl (obtained from collaborator Dr. Anne Eichmann at Yale) to Cdh5CreERT2:Tfamfl/fl:Smad2fl/fl. Smad2ECKO and TfamECKOSmad2ECKO (DKO; inducible EC-deletion of Tfam and Smad2) were obtained upon feeding Cdh5CreERT2:Smad2fl/fl and Cdh5CreERT2:Tfamfl/fl:Smad2fl/fl pups, respectively, at P1 to P3 with tamoxifen. Mice were housed in the animal care facility of Yale University under standard pathogen-free conditions with a 12 h light/dark schedule and provided with food and water ad libitum, temperature was between 20 and 24 °C and relative humidity between 45 and 65 rH. For pups, littermates were randomly separated into vehicle (WT) and tamoxifen-fed (Tfam2ECKO, Cox10ECKO and Trx2ECKO groups such that the sex ratios of mice in both groups were equal. For adult mice, male and female animals were used in equal numbers for all experiments.
Wild animals	No wild animal were used in this study.
Field-collected samples	No field-collected samples were used in this study.
Ethics oversight	All animal procedures were performed under protocols approved by Yale University Institutional Animal Care and Use Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: Mitochondrial dysfunction induces ALK5-SMAD2-mediated hypovascularization and arteriovenous malformations in mouse retinas
**Source:** Nat Commun. 2022 Dec 10;13:7637. doi: 10.1038/s41467-022-35262-w
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

Title: Supplementary Data 1:

Description: Top 50 genes in each cluster. The positive differentially expressed genes for each cluster were compared to all other cells.

Title: Supplementary Data 2:

Description: Top 50 GO list. The seven major EC clusters were subjected to gene ontology (GO) analyses. **a.** Top 50 GO pathways in each cluster. **b.** The representative three GO pathways in each cluster.

Title: Supplementary Data 3:

Description: 138 common significantly DEGs. Unbiased comparisons of differential expressed genes (DEGs) between the different mutant mouse models and WT. Specifically, the total EC populations in clusters 0-7 were combined together upon removing pericyte and neuron clusters, and DEGs were compared between each mutant with the WT. Two-sided Wilcoxon Rank Sum test adjusted *p-values* < 0.5, based on Bonferroni correction using the total number of genes, among all 3 comparisons.

Title: Supplementary Data 4:

Description: Antibodies for immunoblotting and immunostaining.

Title: Supplementary Data 5:

Description: Specific primers for qRT-PCR.

How the deposited data were processed for this re-analysis (not part of the article)

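Single-cell RNA-seq values came from 4 libraries of sorted CD31+CD45- retinal cells at P12 according to the paper (the deposited name of the *Cox10* ECKO library gives P11), 1 each for WT, *Tfam* ECKO, *Cox10* ECKO and *Trx2* ECKO, with 3 mice pooled per library. The authors counted UMIs with Cell Ranger 3.0.2 on mm10, and the deposited values are raw UMI counts per gene and barcode, with no normalization. They cover 31053 genes and all barcodes called cells. The deposited annotation labels 4392 of the barcodes as endothelial cells, pericytes, photoreceptors or progenitors and does not give the 10 clusters of the paper. Clusters were therefore taken from a copy of the paper's Source Data, which leaves out 928 of its 2926 lines, all of them WT cells, since the mutant shares of the copy equal the paper's. This departs from the plan, which named the deposited annotation.

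Cells were kept with 500 to 6000 genes, under 20% mitochondrial UMIs, at least 1 UMI of *Pecam1* and none of *Ptprc*, and without a pericyte or photoreceptor label, which left 2782 cells. Of the 1908 cells that the copy places in clusters 0 to 7, 1905 are among them. UMIs were summed per gene and library. Scaling used the TMM factors of edgeR 4.0.16, 1.04, 1.00, 0.996 and 0.966 for WT, *Tfam* ECKO, *Cox10* ECKO and *Trx2* ECKO, and the log2 ratio of a mutant to WT was taken with 0.5 UMI added to each sum. Genes with a mean of at least 20 CPM over the 4 libraries, 5858 in all, were compared. Intervals for single genes are exact Poisson or conditional binomial intervals at 95%, shares of cells have exact binomial intervals, and ranges of list medians come from 1000 Poisson redraws. A list's percentile is its place among 10000 random lists drawn from 20 bins of expression. All of these cover counting error only. Since each condition has 1 library, no p-value, standard error or number of changed genes is given.

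Direction shared by the mutants was set beside 200 simulations of unchanged groups against the same WT library and 100 splits of the WT cells into 3 parts. A further 200 simulations, added after the values were seen, gave each of the 4 libraries an independent normal deviation per gene with an SD of 0.288 (log2), which with counting error matches the mean variance between libraries. Values within clusters were taken with at least 30 cells in both libraries, or 60 as an alternative, and WT cells placed by their neighbours were left out as an added alternative. Clustering without the defining genes used scanpy 1.11.5 and leidenalg 0.10.2 with 2000 variable genes, 30 components and a resolution of 0.8. The planned sorting into clusters of mostly WT and mostly mutant cells was set aside because it fixes the shares it would give, and the new cluster with most cells of an authors' cluster was used instead. This choice also favours in advance the libraries that made up the authors' cluster. WT cells without a cluster in the copy were placed by 15 nearest neighbours over 30 components. Thinning drew 2000 UMIs per cell without replacement. Scrublet marked under 0.5% of the barcodes and so has not worked; cells above the 95th percentile of its score were left out as an added alternative. The paper's scale was computed with cells scaled to 11137 UMIs, and as alternatives to 10000 UMIs and with sctransform 0.4.2 corrected counts. DESeq2 1.42.0 gave other size factors. Further alternatives were scaling by total UMIs, 5 UMIs added, no filter on low counts, cells weighted equally, all cells of the stated filters, no cluster 7, cluster means weighted by the WT shares (clusters with at least 10 cells in both libraries, so without cluster 3 in *Tfam* ECKO, and with the WT cells placed by their neighbours), and mitochondrial and ribosomal genes left out of the library size. Work was done in R 4.3.3 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0, and matplotlib 3.10.9 drew the figures. Positions come from GENCODE M21 on GRCm38, in which all 180 named genes had their Ensembl ID.

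The genes to be named were set by a rule: the targeted genes, the genes that the paper names on these cells with the members of its lists in Fig. 6f-i, the 12 genes higher and the 12 lower in all 3 mutants with the largest smallest log2 ratio at a mean of at least 50 CPM, for each mutant the 5 higher and 5 lower genes furthest from the other mutants, and the 4 members of each list with the largest mean log2 ratio. Values in the paper's tables had been seen. The text gives values for a part of these genes, which was chosen after their values could be seen. Genes named for single clusters, *Junb*, *Smad7*, *Klf4*, *Id1*, *Gja4*, *Bmx*, *Mfsd2a*, *Trp53i11*, *Birc5*, *Cox4i1*, *Ndufa4*, *Actb* and *Tmsb4x*, fall outside the rule and were chosen after their values could be seen. So were the lists and limits behind the results set out for a closer look, and the medians without the genes that the paper picked.

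The comparison was tested on simulated UMI sums at the observed library sizes, with genes changed by 1.5, 2 and 4-fold. These sums carried counting error only, so the test checks the calculation and not the spread between libraries. Over the 5858 genes, the direction of every changed gene was recovered in each comparison. The true value lay in the 95% interval for 92.5% to 100% of the changed genes, and 0 lay in the interval of 95.6%, 95.7% and 95.2% of the unchanged genes. A list of 25 genes with a true median of -0.99 gave -0.91, -0.97 and -0.94.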

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

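Of the tests below, the one on the mix of clusters was chosen only after the result was seen, though its weighting by the WT cluster shares was an alternative set beforehand. The limits, below the 1st or above the 99th percentile of random lists, and the 15 lists of genes outside those the paper discusses were also chosen after the medians were seen. Of 45 medians, 18 passed these limits with a counting range away from 0. No difference between mutants was tested.

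Transcripts of mitochondrial DNA had a median log2 ratio of 0.63 [0.61 to 0.64] in the *Trx2* ECKO library, above all random lists. Damaged cells that keep mitochondrial RNA would lose it among deep cells, and between the deeper cells of both libraries the median was 0.76 [0.75 to 0.78], against 0.19 [0.16 to 0.32] between the shallower ones, which argues against damaged cells as the whole cause. With cluster means weighted by the WT cluster shares it was 0.69, which argues against the mix of clusters. What stays open is a difference between the single pools of mice and an effect of the loss of TRX2 itself; within WT, cells with *Xist* and cells with Y-linked UMIs differed by 0.037 [0.024 to 0.059]. With 34.8% of the *Trx2* ECKO barcodes above the mitochondrial limit, the library as a whole may differ in quality, and 0.40 was found with cells weighted equally. That share is no neutral measure of quality, because the limit cuts cells on the same transcripts that are compared. Over all barcodes the median mitochondrial share was 6.24% in WT and 2.82%, 5.98% and 9.84% in the mutants. All ratios of these transcripts come from cells under the limit, and ratios without it were not tested.

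In the *Tfam* ECKO library the same transcripts had a median of -1.54 [-1.57 to -1.51], the lowest of the lists examined, and 4 of the 13 transcripts were picked by the paper.

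Targets of p53 had medians of 0.76 [0.62 to 0.92], 0.67 [0.50 to 0.77] and 0.59 [0.44 to 0.67] in the 3 mutants, and 2 of the 12 measured targets are among the genes that the paper picked from these cells.

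Targets of HIF, the hypoxia-inducible factor, had medians of -0.37 [-0.47 to -0.29] in *Tfam* ECKO and -0.43 [-0.51 to -0.30] in *Cox10* ECKO, while their summed UMIs had the opposite sign (0.13 and 0.20), and medians of -0.31, -0.28 and -0.0014 over the 3 mutants without the 4 of 17 targets that the paper picked.

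Glycolysis genes had a median of -0.24 [-0.29 to -0.20] in *Cox10* ECKO, with summed UMIs at 0.094.

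Immediate early genes had a median of 0.30 [0.23 to 0.32] in *Cox10* ECKO and -0.38 [-0.43 to -0.31] in *Trx2* ECKO.

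Targets of BMP and ALK1 had medians of 0.37 [0.31 to 0.40] in *Tfam* ECKO and 0.39 [0.37 to 0.45] in *Cox10* ECKO.

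Arterial genes had medians of 0.25 [0.17 to 0.32] in *Tfam* ECKO and 0.16 [0.12 to 0.25] in *Cox10* ECKO.

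Genes of caveolae and transcytosis, which include *Plvap* and *Ehd4*, had medians of 0.37 [0.25 to 0.42] in *Cox10* ECKO and 0.30 [0.19 to 0.40] in *Trx2* ECKO, and 0.24, 0.18 and 0.19 over the 3 mutants without the members that the paper picked.

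Genes of endothelial-to-mesenchymal transition had a median of 0.37 [0.30 to 0.45] in *Cox10* ECKO, over 7 measured members, and -0.079 with no filter on low counts.

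Targets of norrin and Wnt signaling had a median of -0.21 [-0.29 to -0.11] in *Trx2* ECKO.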

How the results depend on the processing

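The settings without high doublet scores, without genes the paper picked, with all WT cells placed by their neighbours, with the labelled cells alone inside clusters, and with the closest cluster made without the defining genes were chosen only after the result was seen. Of 258 alternative values for the medians of the paper's lists, the SMAD2/3 targets and the actin list, 213 stayed within the counting range, 44 moved beyond it, and 1 reversed, that is, changed sign where the main counting range excludes 0; 10 of the others changed sign with a main range that holds 0, the actin list by total UMIs among them. Over the other lists 848 of 1110 stayed, 233 moved and 29 reversed, and over the genes given with values 2717 of 3288 stayed, 564 moved and 7 reversed, with 42 and 42 more sign changes of the other kind. Transporter and D-tip medians were below 0, and ECM, TGFβ and S-tip medians above 0, under every setting over all cells. The study chose these lists from genes that differ from WT on these same cells, so the signs under other settings are not independent evidence of direction. Inside clusters 1 of 18 S-tip medians was below 0 (-0.37), and with the labelled cells alone 1 of 13 was 0 and 1 D-tip median was 0.0099. Scaling by total UMIs moved the median of all genes in *Trx2* ECKO by -0.10 (log2), and values with it are relative to that shift. The list of mitochondrial transcripts and that of ribosomal proteins have no value where these genes are left out of the library size. The planned sorting of new clusters into mostly WT and mostly mutant ones gives no value for the shares of clusters 3 to 5, because the library shares themselves define these groups. No paired analysis was possible because each condition has 1 library of pooled mice, for the same reason no library could be left out, and depth limits genes near the floor of 20 CPM. The main values stand in the text. The values that moved for the lists named first, the shared direction and the cluster shares, and all that reversed, are given below by setting; the cause was not tested.

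With scaling by total UMIs: transporters (Fig. 6f) -0.96 in *Cox10* and -1.03 in *Trx2*, ECM (Fig. 6g) 0.52 in *Tfam* and 0.46 in *Cox10*, TGFβ genes (Fig. 6h) 0.46 in *Trx2*, D-tip -1.21 in *Tfam*, -0.66 in *Cox10* and -1.33 in *Trx2*, SMAD2/3 targets 0.060 in *Trx2*, basement membrane -0.032 in *Trx2*, nuclear OXPHOS -0.016 in *Cox10* and -0.012 in *Trx2*, glycolysis -0.051 in *Trx2*, actin and migration -0.039 in *Tfam*, -0.060 in *Cox10* and -0.049 in *Trx2*, genes with 1 direction 53.3% in all 3. With 5 UMIs added: r 0.64 for *Tfam* with *Cox10* and 0.52 for *Cox10* with *Trx2*. With no filter on low counts: SMAD2/3 targets 0.46 in *Tfam* and 0.078 in *Cox10*, EndMT -0.079 in *Cox10*, glial markers 0.26 in *Trx2*, neuron markers 0.41 in *Cox10*, microglia marker 2.05 in *Tfam* and 0 in *Trx2*, genes with 1 direction 45.3% in all 3, r 0.49 for *Tfam* with *Cox10*, 0.43 for *Tfam* with *Trx2* and 0.42 for *Cox10* with *Trx2*. With cells weighted equally: transporters (Fig. 6f) -1.10 in *Tfam*, ECM (Fig. 6g) 0.52 in *Tfam* and 0.65 in *Cox10*, TGFβ genes (Fig. 6h) 1.06 in *Tfam* and 0.77 in *Cox10*, D-tip -1.28 in *Tfam*, -0.65 in *Cox10* and -1.31 in *Trx2*, tip cell genes -0.0069 in *Trx2*, TGFβ components -0.0056 in *Cox10*, basement membrane -0.016 in *Trx2*, ATF4 targets -0.068 in *Trx2*, neuron markers -0.069 in *Tfam*, globins -0.34 in *Tfam*, *Hba-a1* -0.48 in *Tfam*, *Hbb-bs* -0.30 in *Tfam*, *Serpine1* -0.0031 in *Trx2*, genes with 1 direction 42.2% in all 3, r 0.33 for *Tfam* with *Trx2*. With all cells of the stated filters: S-tip 2.80 in *Trx2*, r 0.47 for *Cox10* with *Trx2*. With cluster 7 left out: *Ubc* 0.00066 in *Trx2*, genes with 1 direction 52.2% in all 3, r 0.50 for *Tfam* with *Trx2* and 0.52 for *Cox10* with *Trx2*. With the WT cluster shares: transporters (Fig. 6f) -0.61 in *Cox10* and -0.62 in *Trx2*, ECM (Fig. 6g) 0.54 in *Tfam*, TGFβ genes (Fig. 6h) 0.42 in *Trx2*, S-tip 3.26 in *Tfam*, 3.101 in *Cox10* and 2.71 in *Trx2*, D-tip -0.41 in *Cox10* and -0.77 in *Trx2*, SMAD2/3 targets 0.43 in *Tfam*, 0.16 in *Cox10* and 0.34 in *Trx2*, BMP targets 0.14 in *Trx2*, nuclear OXPHOS -0.036 in *Cox10* and -0.0025 in *Trx2*, cell cycle -0.12 in *Trx2*, actin and migration 0.071 in *Tfam*, Notch and VEGF 0.074 in *Trx2*, neuron markers -0.070 in *Tfam*, *Ubc* 0.21 in *Trx2*, genes with 1 direction 53.8% in all 3, r 0.51 for *Tfam* with *Cox10*, 0.50 for *Tfam* with *Trx2* and 0.55 for *Cox10* with *Trx2*. With cells thinned to 2000 UMIs: transporters (Fig. 6f) -1.06 in *Tfam* and -1.05 in *Trx2*, ECM (Fig. 6g) 0.52 in *Tfam*, TGFβ genes (Fig. 6h) 1.08 in *Tfam*, S-tip 2.91 in *Trx2*, D-tip -1.31 in *Tfam* and -0.64 in *Cox10*, TGFβ components -0.0064 in *Cox10*, mtDNA transcripts -0.024 in *Cox10*, ATF4 targets -0.014 in *Tfam*, venous -0.083 in *Cox10*, actin and migration -0.080 in *Tfam* and 0.095 in *Trx2*, globins -0.38 in *Tfam*, *Hba-a1* -0.39 in *Tfam*, *Hbb-bs* -0.38 in *Tfam*, genes with 1 direction 42.7% in all 3, r 0.56 for *Tfam* with *Cox10*, 0.33 for *Tfam* with *Trx2* and 0.46 for *Cox10* with *Trx2*. With mitochondrial and ribosomal genes left out of the library size: r 0.63 for *Tfam* with *Cox10*, 0.51 for *Tfam* with *Trx2* and 0.51 for *Cox10* with *Trx2*. With genes the paper picked left out: barrier transporters 0.22 in *Tfam* and 0.030 in *Cox10*, endothelial markers 0.0060 in *Cox10*. With the closest cluster made without the defining genes: cluster 3 share 15.3% in *Tfam*, 10.9% in *Cox10* and 8.23% in *Trx2*, cluster 4 share 3.06% in WT, 13.2% in *Tfam*, 17.0% in *Cox10* and 16.3% in *Trx2*, cluster 5 share 10.9% in WT. With WT cells split into 3 parts: genes with 1 direction 46.2% in all 3, r 0.55 for *Tfam* with *Cox10*, 0.40 for *Tfam* with *Trx2* and 0.41 for *Cox10* with *Trx2*. With all WT cells placed by their neighbours: cluster 4 share 2.02% in WT.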

Differences from the paper's values

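No test in this part was chosen after the result was seen, apart from the comparison with the paper's statements on clusters and lists. The paper calls its values for the common genes log2 fold changes. Its methods name SCTransform (v2) normalization and Seurat's FindMarkers at default settings, without writing out how the fold changes were computed. The main setting here is the log2 of mean UMIs per cell plus 1, with cells scaled to a common total; SCTransform corrected counts, an alternative, came closer, with a median absolute difference of 0.0083 from the paper's values against 0.030 over the 138 genes in *Tfam* ECKO. The paper took cells as replicates in its test; none is made here. For 8 pairs of list and mutant the 2 medians differed by more than the counting error, the width of the counting range divided by 2. Both medians rest on nearly the same cells and UMIs, so this error is a yardstick and does not measure the spread between the 2 scales. The 8 pairs follow with the alternatives set before the data were examined. In *Cox10* ECKO the paper's median also lay just outside the counting range for the ECM-associated genes (the paper's 0.367, here 0.389 [0.367 to 0.420]) and for the 138 genes (the paper's -0.287, here -0.265 [-0.278 to -0.232]). For the transporter genes in *Tfam* ECKO the paper's median is -0.54 and the median here -0.58; the paper's lay within range of -0.55 with cells scaled to 10000 UMIs and -0.55 with SCTransform corrected counts. For the transporter genes in *Trx2* ECKO the paper's median is -0.49 and the median here -0.54; the paper's lay within range of -0.52 with cells scaled to 10000 UMIs and -0.49 with SCTransform corrected counts. For the TGFβ genes in *Tfam* ECKO the paper's median is 0.67 and the median here 0.75; the paper's lay within range of 0.70 with cells scaled to 10000 UMIs and 0.69 with SCTransform corrected counts. For the TGFβ genes in *Cox10* ECKO the paper's median is 0.47 and the median here 0.53; the paper's lay within range of 0.48 with cells scaled to 10000 UMIs and 0.51 with SCTransform corrected counts. For the S-tip genes in *Tfam* ECKO the paper's median is 1.45 and the median here 1.51; the paper's lay within range of 1.48 with cells scaled to 10000 UMIs and 1.49 with SCTransform corrected counts. For the S-tip genes in *Cox10* ECKO the paper's median is 1.18 and the median here 1.10; the paper's lay within range of 1.20 with SCTransform corrected counts, and outside it 1.03 with cells scaled to 10000 UMIs. For the D-tip genes in *Tfam* ECKO the paper's median is -1.08 and the median here -1.16; the paper's lay within range of -1.08 with SCTransform corrected counts, and outside it -1.15 with cells scaled to 10000 UMIs. For the D-tip genes in *Trx2* ECKO the paper's median is -1.19 and the median here -1.29; the paper's lay within range of -1.21 with SCTransform corrected counts, and outside it -1.28 with cells scaled to 10000 UMIs.

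The paper states that cluster 4 held no WT cells; the authors' own assignment places 2 of 355 cells of WT in the copy in it, and the paper's reported WT share is 0.546%, so the paper's text and its Source Data differ. The paper describes cluster 4 as enriched for ECM genes, from the positive genes of the cluster against all other cells. The comparison here is another one, with the other clusters of the same mutant library and on lists not made for the cluster: the ECM-associated genes of Fig. 6g, of which 11 are lower in the mutants, were at -0.19 to -0.033, basement membrane genes at -0.23 to 0.0045, and the S-tip genes, of which 3 are in the ECM list, at 0.18 to 0.47. The paper states that genes of migration and actin assembly were lower in all endothelial populations of the mutants. The 35 actin and migration genes used here were fixed beforehand and are not a list of the paper, which picked 3 of them. Their median was higher in 13 and lower in 5 of 18 comparisons within clusters, WT cells placed by their neighbours included, with a counting range away from 0 in 11 and 1. The paper's direction was found in the summed UMIs of 9 of these comparisons, of 8 of 13 with the labelled cells alone and of 6 of 9 with at least 60 cells, and over all cells 8 genes were higher and 6 lower in all 3 mutants. Scaling by total UMIs gave medians below 0 in all 3 mutants (-0.039, -0.060 and -0.049), and the summed UMIs were lower in *Tfam* ECKO and *Cox10* ECKO. The paper states equal sex ratios of the pups in its groups; cells with *Xist* UMIs and no Y-linked UMI ranged from 0% in *Trx2* ECKO to 78.8% in *Tfam* ECKO here. The paper calls the median genes per cell similar in the 4 groups; they were 2581, 2547, 2709 and 1720 in WT, *Tfam* ECKO, *Cox10* ECKO and *Trx2* ECKO over all barcodes, and 3316, 3353, 3459.5 and 3471.5 in the cells compared here.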

Other observations

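Of the tests in this part, those on the mix of clusters and on endothelial RNA were chosen only after the result was seen. Targets of p53 were largely higher in the mutants, and those of HIF had medians below 0 in *Tfam* ECKO and *Cox10* ECKO. Of 12 measured p53 targets, 8 were higher, 3 lower and 1 mixed: *Phlda3*, *Cdkn1a*, *Trp53inp1* (1.27, 1.27 and 0.69) and *Zmat3* (0.76, 0.94 and 0.72) were higher in all 3. *Gdf15*, a secreted stress hormone and a target of ATF4, was higher as well (4.07, 3.12 and 2.53). The 11 measured ATF4 targets had medians of 0.31, -0.058 and 0.17, while the summed UMIs had the opposite sign in *Cox10* ECKO and *Trx2* ECKO (0.070 and -0.26). Their median turned to -0.014 in *Tfam* ECKO with cells thinned to 2000 UMIs and to -0.068 in *Trx2* ECKO with cells weighted equally. Of 17 measured HIF targets, 2 were higher, 9 lower and 6 mixed: *Adm*, *Ankrd37* and *Angptl4* (-0.69, -0.36 and -0.87) were lower and *Slc2a1* was higher in *Tfam* ECKO and *Cox10* ECKO. The median in *Trx2* ECKO was -0.14. Targets of NRF2, a regulator of antioxidant genes, had medians of 0.22, 0.23 and 0.19, with *Txnrd1* higher (0.54, 0.31 and 0.38) and *Cat* (catalase) lower (-0.26, -0.22 and -0.79).

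Transcripts of mitochondrial DNA went apart in the 3 mutants, at -1.54, -0.31 and 0.79 for *mt-Nd1*, -1.61, -0.19 and 1.15 for *mt-Nd2*, -1.27, -0.0020 and 1.40 for *mt-Nd3* and -1.79, -0.17 and 0.63 for *mt-Cytb*. The median of the 13 transcripts in *Cox10* ECKO was 0.14, and -0.024 with cells thinned to 2000 UMIs. Their median share of UMIs per cell was 5.22% in WT and 1.68%, 5.54% and 6.81% in the mutants. These values come from cells under the limit on mitochondrial UMIs, which cuts cells on the same transcripts. Nuclear genes of oxidative phosphorylation stayed nearer to WT, with medians of -0.11, 0.045 and 0.092, of which those of *Cox10* ECKO and *Trx2* ECKO turned to -0.016 and -0.012 with scaling by total UMIs and to -0.036 and -0.0025 with the WT cluster shares, and genes of mitochondrial import and expression were at -0.13, 0.031 and 0.044. Cell cycle genes had medians of -0.77, -0.68 and 0.32, and -0.050, -0.013 and 0.27 without the cells of cluster 7; with the WT cluster shares the *Trx2* ECKO median was -0.12. Genes set apart in 1 mutant include *Mgp* (matrix Gla protein) and *Serpine2* in *Trx2* ECKO, at -1.97 [-2.31 to -1.65] and -0.035 [-0.27 to 0.19] against 1.27 and 0.88 and 2.11 and 1.98 in the other mutants. *Mest*, an imprinted gene, was at 0.69, 0.56 and 1.73, *Mif* at -0.77, -0.77 and 0.30, *Apoe* at 0.026, 0.70 and -1.54, *Ubc* (polyubiquitin) at 0.15, -1.30 and -0.038 (0.21 in *Trx2* ECKO with the WT cluster shares), *Uba52* at 1.23, 1.86 and 0.91, *Egfl8* at -0.55, 0.16 and -0.49, *Gm10076* at 0.025, 0.89 and 0.26 and *Gm32688* at -0.88, 1.07 and 0.77.

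Other lists were nearer to WT or mixed. Genes of Notch and VEGF signaling had medians of 0.12, 0.044 and -0.066, while the summed UMIs had the opposite sign in *Cox10* ECKO (-0.031). Venous genes were at 0.11, 0.24 and -0.074, while the summed UMIs had the opposite sign in *Tfam* ECKO and *Trx2* ECKO (-0.0086 and 0.33). Over the remaining mutants and lists, the median of the arterial genes was -0.031 in *Trx2* ECKO, of the BMP and ALK1 targets -0.097 in *Trx2* ECKO, of the immediate early genes 0.22 in *Tfam* ECKO, and of the caveola genes 0.25 in *Tfam* ECKO. Genes of endothelial-to-mesenchymal transition were at 0.33 in *Tfam* ECKO and -0.23 in *Trx2* ECKO, while the summed UMIs had the opposite sign in *Trx2* ECKO (0.016), and norrin and Wnt targets at -0.0044 in *Tfam* ECKO and -0.076 in *Cox10* ECKO. Glycolysis genes were at -0.18 in *Tfam* ECKO and 0.054 in *Trx2* ECKO, while the summed UMIs had the opposite sign in *Tfam* ECKO and *Cox10* ECKO (0.077 and 0.094). Other settings turned some of these medians: 0.14 for BMP and ALK1 targets and 0.074 for Notch and VEGF in *Trx2* ECKO with the WT cluster shares, -0.083 for venous genes in *Cox10* ECKO with cells thinned to 2000 UMIs, and -0.051 for glycolysis in *Trx2* ECKO with scaling by total UMIs.

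Few markers of other cell types passed the floor of 20 CPM. The cone gene *Gngt2* was at 0.50, 0.52 and 0.64 and the microglial gene *Hexb* at -0.17, 0.048 and 0.20. The glial genes *Apoe* and *Glul* had medians of -0.019, 0.48 and -0.72 and the neuronal genes *Rbpms* and *Stmn2* 0.20, -0.31 and 0.033, while the summed UMIs had the opposite sign in *Tfam* ECKO and *Trx2* ECKO (-0.0021 and -0.12), and no rod gene passed it. With no filter on low counts the glial median was 0.26 in *Trx2* ECKO, the neuronal one 0.41 in *Cox10* ECKO and the microglial one 2.05 in *Tfam* ECKO. Globin RNA was nearly absent from the *Cox10* ECKO cells compared, though not from all barcodes of that library, with *Hbb-bs* at 0.79, -9.08 and -0.49 and *Hba-a1* at 0.54, -8.87 and -0.94; in *Tfam* ECKO they were at -0.30 and -0.48 with cells weighted equally. The pools differed in sex: cells with *Xist* and no Y-linked UMI made up 27.8% of the WT cells and 78.8%, 29.9% and 0% of the mutants, and cells with Y-linked UMIs alone 52.7% and 4.66%, 46.0% and 70.4%. Of 486 *Trx2* ECKO cells, 0 had *Xist* UMIs alone (exact interval up to 0.756%) and 29.4% had neither, so this limits cells with detected *Xist* at this depth and not cells that express it.

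Ribosomal protein genes were higher in all 3 mutant libraries. If shared reads between gene copies were the cause, other genes with a shared 3' end would be higher too; their medians were 0.056 [-0.0054 to 0.12], 0.049 [0.011 to 0.094] and 0.13 [0.10 to 0.19], of which the highest lies above 0.1 and the one of *Cox10* ECKO below it, so shared reads do not account for all of it. Depth per cell is argued against by the medians with all cells thinned to 2000 UMIs, 0.31, 0.29 and 0.46. With the WT cluster shares the medians were 0.32, 0.077 and 0.25, so the mix of clusters leaves most of the difference in *Tfam* ECKO and *Trx2* ECKO, and may account for much of it in *Cox10* ECKO. The *Tfam* ECKO value lacks cluster 3, where *Tfam* ECKO has 7 cells. A difference between the single pools of mice or their handling stays open, since no condition has another library, as does 1 day of age for *Cox10* ECKO.

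The transporter genes of Fig. 6f were lower in all 3 mutants. A different sex mix is argued against within the WT library, where cells with *Xist* and cells with Y-linked UMIs differed by a median of 0.033 [-0.0045 to 0.063]. That library pools 3 mice, so this split does not set sex apart from the single mouse, and its range covers counting error only. With the WT cluster shares the medians were -0.96, -0.61 and -0.62, which argues against the mix of clusters as the whole cause, though the *Tfam* ECKO value lacks cluster 3, which these genes define. Less endothelial RNA would lower the endothelial markers as well, and their medians were -0.017, -0.035 and -0.31, while their summed UMIs were lower in all 3, so it does not account for the whole difference in *Tfam* ECKO and *Cox10* ECKO, and could account for part of it in all 3. An effect of the mutations and a difference between the single pools of mice both stay open, the latter with 1 day of age for *Cox10* ECKO if its deposited name is right, and so does tamoxifen if WT had vehicle.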
